# A cell atlas of adult muscle precursors uncovers early events in fibre‐type divergence in *Drosophila*

**DOI:** 10.15252/embr.201949555

**Published:** 2020-08-19

**Authors:** Maria Paula Zappia, Lucia de Castro, Majd M Ariss, Holly Jefferson, Abul BMMK Islam, Maxim V Frolov

**Keywords:** differentiation, muscle, single cell, transcriptome, Development & Differentiation, Methods & Resources

## Abstract

In *Drosophila*, the wing disc‐associated muscle precursor cells give rise to the fibrillar indirect flight muscles (IFM) and the tubular direct flight muscles (DFM). To understand early transcriptional events underlying this muscle diversification, we performed single‐cell RNA‐sequencing experiments and built a cell atlas of myoblasts associated with third instar larval wing disc. Our analysis identified distinct transcriptional signatures for IFM and DFM myoblasts that underlie the molecular basis of their divergence. The atlas further revealed various states of differentiation of myoblasts, thus illustrating previously unappreciated spatial and temporal heterogeneity among them. We identified and validated novel markers for both IFM and DFM myoblasts at various states of differentiation by immunofluorescence and genetic cell‐tracing experiments. Finally, we performed a systematic genetic screen using a panel of markers from the reference cell atlas as an entry point and found a novel gene, *Amalgam* which is functionally important in muscle development. Our work provides a framework for leveraging scRNA‐seq for gene discovery and details a strategy that can be applied to other scRNA‐seq datasets.

## Introduction

Muscle fibres exhibit significant variability in biochemical, mechanical and metabolic properties, which are defined by the needs and specialized functions of each muscle. The *Drosophila* adult skeletal muscle represents an ideal system to dissect the transcriptional events regulating muscle diversity. In the adult fly, the thoracic muscle contains two types of flight muscles, the indirect flight muscles (IFM) and the direct flight muscles (DFM), that have distinct structure, positioning, patterning and specialized function (Lawrence, 1982). The IFM are fibrillar muscles that provide power to fly, whereas the DFM are tubular muscles required for proper wing positioning. Fibre fate is specified by the transcriptional factors *extradenticle* (*exd*), *homothorax* (*hth*) and *spalt major* (*salm)*, which control the expression of fibre‐specific structural genes and sarcomeric components during myofibrillogenesis at early pupal stages (Schönbauer *et al*, 2011; Bryantsev *et al*, 2012). However, there is very little information about the extent of divergence of the transcription programmes in the muscle precursor cells that give rise to these two muscle types.

The muscle precursor cells that form both the IFM and DFM, generally referred to as myoblasts, are associated with the wing imaginal discs. This pool of myoblasts located in the adepithelial layer contains the adult muscle precursor (AMP) cells, which are specified early in development (Bate *et al*, 1991; Dobi *et al*, 2015). The AMPs are considered muscle‐committed transient stem cells and share some features with the vertebrate adult muscle stem cells called satellite cells (Figeac *et al*, 2007). During larval stages, the AMPs are activated and undergo extensive proliferation, first symmetrically and then asymmetrically, in which the AMPs self‐renew and generate a differentiating myoblast. By the late third instar larval stage, myoblasts reach a population size of around 2,500 cells (Gunage *et al*, 2014). This large pool of myoblasts then fuse and form the adult striated muscles (Gunage *et al*, 2017). Interestingly, the cells that will form the IFM are located on the presumptive notum and show expression of both *vestigial* (*vg*) and *cut* (*ct*), whereas the cells that will give rise to the DFM are located near the presumptive wing hinge and only show very high levels of expression of *ct* but no expression of *vg* (Sudarsan *et al*, 2001; Fig 1A). It has been suggested that such divergence is maintained by both intrinsic and extrinsic signals, the latter emanating from epithelial cells of the wing disc. One such signal is Wingless (Wg), secreted from the notum, that maintains *vg* expression in IFM myoblasts and establishes a boundary between IFM and DFM myoblasts (Sudarsan *et al*, 2001). However, with the exception of *vg*‐specific expression in IFM myoblasts and *ct* differential expression, no other genes are known to distinguish these two groups of cells, raising the question of what other changes in gene expression are also taking place. Compounding the issue is the lack of knowledge about the level of heterogeneity within each group of cells. Yet, this is important for the interpretation of experiments in which transplantation of the labelled wing disc‐associated myoblast cells into larval hosts led to an indiscriminate contribution to the developing adult muscles. It was suggested that the specification of myoblasts at the larval stage is not yet definite, and therefore, myoblasts can still adapt to changing environmental cues (Lawrence & Brower, 1982). Whether this conclusion is applicable to an entire pool of myoblasts or to a more naïve population of myoblasts that is uniquely capable of such transformation is unknown.

**Figure 1:**
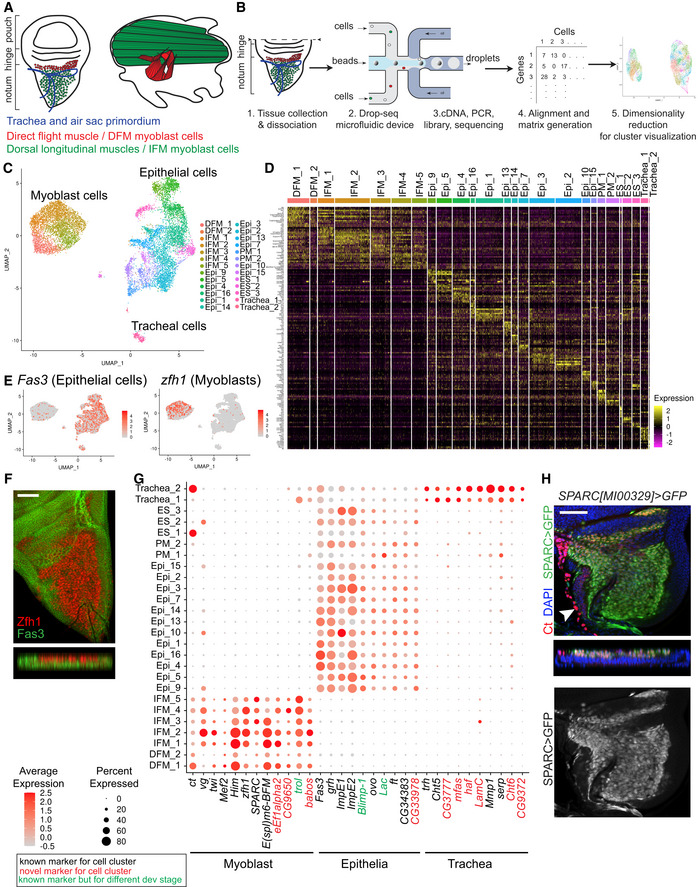
Single‐cell atlas of the proximal wing imaginal disc identifies diverse cell types AOrigin of the flight muscles. Left panel: Trachea, air sac primordium, IFM myoblasts and DFM myoblasts in the adepithelial layer overlaying the wing disc epithelium. Right panel: Lateral view of the adult flight muscles in the thorax.BWorkflow for droplet‐based scRNA‐seq. Wandering third instar larval wing discs were dissected, and pouch was removed and dissociate into single‐cell suspension. Droplets containing unique barcoded beads and single cells were collected. Following library preparation, sequencing data were aligned, and a gene‐cell expression matrix was generated and analysed using Seurat for identification of variable genes and unsupervised cell clustering based on gene expression similarity.CAnnotated cell type, including 6,711 epithelial, 272 tracheal and 4,544 myoblast cells, in UMAP plot of the reference single‐cell atlas.DRNA expression heatmap showing the top differentially expressed gene markers for each cluster of the reference single‐cell atlas dataset. Cells (column) are clustered by the expression of the main marker genes (row).EAverage expression level of the genes *Fas3* (left panel) and *zfh1* (right panel) used as markers to assign epithelial and myoblast cells, respectively, in the reference dataset.FConfocal single plane image of third instar larval wing disc and orthogonal views of the disc stained with anti‐Zfh1 (red) and anti‐Fas3 (green).GDot plot showing the expression levels of the marker genes identified for the myoblast, epithelial and tracheal cells across the 26 clusters of the reference cell atlas. Colour intensity represents the average normalized expression level. Dot diameter represents the fraction of cells expressing each gene in each cluster. Gene expression for each cell was normalized by the total expression, and then, the expression of each gene was scaled.HConfocal single plane image of third instar larval wing disc and orthogonal view of *SPARC>GFP* (green) stained with anti‐Ct (red) and 4′,6‐diamidino‐2-phenylindole (DAPI, blue). Full genotype *y‐, w-/w‐; UAS‐GFP/+; SPARC‐GAL4/+*.Data information: Scale bars: 50 μm. White arrowhead: Ct expression in tracheoblasts.

To investigate the early divergence in the transcriptional programmes between DFM and IFM myoblasts, we performed single‐cell RNA‐seq experiments of the proximal third instar wing disc and constructed a high‐resolution reference cell atlas comprising 4,544 myoblast cells, which yields 1.8× cellular coverage. We found that IFM and DFM myoblasts have distinct transcriptional signatures indicating that the genetic regulatory networks driving each muscle type diverge prior to fibre fate specification. Unexpectedly, the atlas revealed that IFM and DFM myoblasts are highly heterogeneous and each group contains distinct populations representing cells at various states of differentiation. Finally, by combining the scRNA‐seq approach with an RNAi based genetic screen and genetic cell‐tracing experiments, we identified new genes that are important for skeletal muscle development.

## Results

### A single‐cell atlas of the proximal wing imaginal disc identifies diverse cell types

We performed scRNA‐seq to identify the differences in the transcriptional profiles of two subtypes of myoblasts that give rise to direct and indirect flight muscles. Wild‐type wandering third instar larvae were collected between 110 and 135 h after egg laying (AEL) at 25°C. Wing discs were dissected, cut along the presumptive hinge to remove most of the wing pouch and enrich the sample for myoblasts that are located in the adepithelial layer of the notum (Fig 1A). Dissected tissue was dissociated into single‐cell suspension and processed using the Drop‐seq protocol (Macosko *et al*, 2015). Single‐cell transcriptomes of eight independent replicates of two wild‐type stocks *1151‐GAL4* and *1151>mCherry‐RNAi* were sequenced, and data were processed using an integrative analysis in the Seurat 3 package (Stuart *et al*, 2019). 

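In Drop-seq, single cells are captured in droplets with barcoded beads, and every captured transcript receives a unique molecular identifier (UMI), so that a count stands for a molecule and not for a read. The driver 1151-GAL4 is active in the myoblasts, and a hairpin against mCherry served as the control RNAi. The authors aligned the reads to BDGP6 and deposited, for each of the 8 wild-type libraries, the raw UMI counts per gene and cell barcode without normalization. The 4 libraries of 1151-GAL4 (replicates 1 to 4) held between 2007565 and 10548893 UMIs, with a median of 5137085.5, and the 4 libraries of 1151>mCherry-RNAi (replicates 1, 5, 6 and 7) between 1335977 and 2947813, with a median of 2344759.5. Genes are listed by symbol only. The filters that the paper states were applied, which keep barcodes with 200 to 2500 genes, less than 10% mitochondrial, 6% heat shock and 1.5% 28S rRNA UMIs. Libraries were integrated in Seurat on 2000 variable genes and 30 principal components and clustered at a resolution of 2.5. A set of 123 genes named in the text was left out of the variable genes and of the naming of clusters, so that each of these was measured in cells it had not helped to sort, while other genes of the text, such as vg and Ance, served as naming markers. Genes outside this set could help to sort the cells, so their p-values and the numbers of genes called are not free of the sorting. Clusters were named from markers that the paper's figures and tables give, and every such name ends in "-like". UMIs of each class were then summed per library, and 2 classes were compared within libraries by edgeR with TMM normalization, its filter on low counts and the library as a block. Levels are given as mean CPM ± SD across the n libraries that held at least 10 cells of both classes. CPM are the counts of a gene scaled to a common total, with TMM normalization for tested genes unless stated otherwise. A gene is called changed at an adjusted p below 0.05.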

After filtering poor quality cells, the Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction algorithm was used to visualize cell populations (Fig 1B, see Materials and Methods for more details). To eliminate batch effects, clusters of cells that were not evenly represented among the replicates were removed (Fig EV1A and B, Appendix Fig S1). 

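The 8 wild-type matrices together held 60864 barcodes. Between 200 and 2500 genes were detected in 22041 of them, and 21320 also passed the mitochondrial, heat shock and rRNA filters, with a median of 517.5 to 830.0 UMIs per cell in the different libraries. A first clustering gave 24 clusters, of which 6 with 6398 cells (30.0% of the filtered cells) were removed. Of these cells, 3428 (16.1%) lay in clusters with more than 50% of their depth-weighted cells from 2 libraries, 2596 (12.2%) in a further cluster with both myoblast and epithelial markers, clusters that were uneven as well being counted only as uneven, and 374 (1.75%) in a cluster with the UMI content of multiplets. The exact limits of these removals were set after the data were seen, and 2745 of the removed cells (12.9% of the filtered cells) would have been called myoblast-like. Another 1640 removed cells lay in an uneven cluster with both kinds of markers that would have been called epithelial-like. Its top genes were nonetheless E(spl)m6-BFM, Him, twi and other E(spl) genes, with Ama among them, so more cells with myoblast transcripts were lost than the 2745. Doublets were handled only through the removal of multiplet and co-expressing clusters, because Scrublet called only 28 of the 25161 filtered cells of all 11 libraries (0.111%). In the end, 14922 wild-type cells were kept with 499.9 ± 71.7 genes per cell (SD of the library means, n = 8); the paper's reported values are 11527 cells and 500 genes. The 1151-GAL4 replicates 1 to 4 contributed 1051, 1104, 4368 and 4017 cells, and the 1151>mCherry-RNAi replicates 1, 5, 6 and 7 contributed 461, 928, 1370 and 1623.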

Using these stringent criteria, we retained 11,527 high‐quality cells to generate a reference wild‐type atlas of the proximal wing imaginal disc with an average of 500 genes per cell (Fig EV1C–E).

**Figure EV1:**
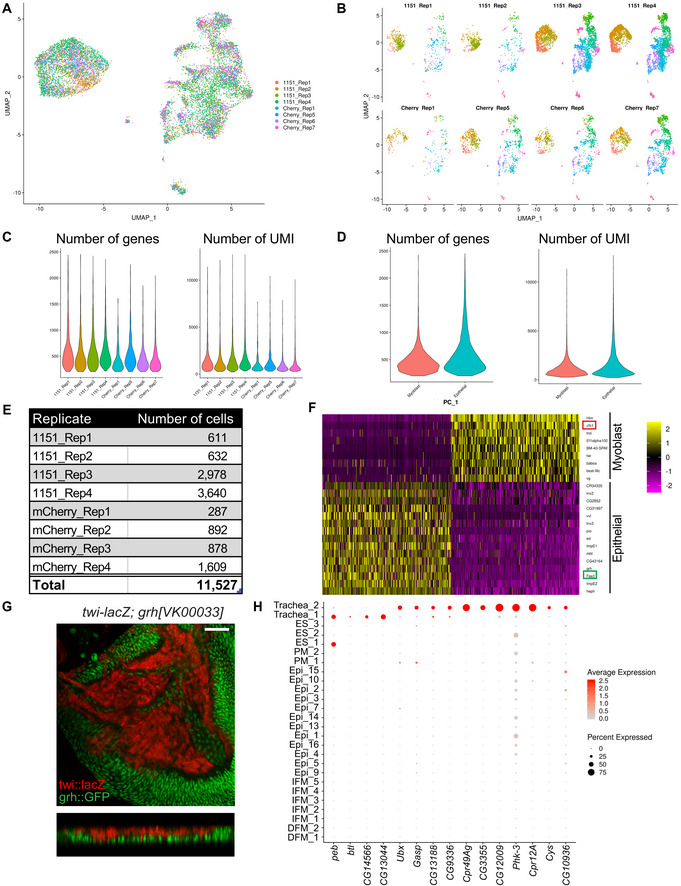
Single‐cell atlas of the proximal wing imaginal disc. Related to Fig 1 A, BUMAP plot of the wild‐type reference single‐cell atlas generated from wandering third instar larval wing discs coloured by replicates (A) and split by replicates (B). Four replicates *1151‐GAL4* are indicated as 1151 and 4 replicates *1151>mCherry‐RNAi* as Cherry.C, DNumber of genes with at least 1 UMI count and number of UMI across all cells (left and right panel, respectively) grouped by replicates (C) and cell type (D).ETotal number of cells per sample in the reference atlas after applying filters and removing clusters that were unevenly represented across replicates.FDimensions of the data were reduced by PCA. Genes (rows) and cells (columns) were ordered by their PCA scores. Heatmap showing distribution of the 500 most extreme cells and 30 most extreme genes. PC1 separates epithelial cells from myoblast cells as indicated by the muscle‐specific genes *Him* and *zfh1*, and the epithelial genes *Fas3* and *grh*.GConfocal single plane images of wandering third instar larval wing discs and orthogonal view of *twi‐lacZ* (β‐gal, in red) and *grh::GFP* (green). Scale bars: 50 μm. Full genotype: *w‐; twi‐lacZ; grh[VK00033]::GFP*.HDot plot showing the expression of the main markers distinguishing Trachea_1 from Trachea_2 across all clusters of the reference atlas.

Unsupervised graph‐based clustering identified 26 cell clusters (Fig 1C), each exhibiting a distinct gene expression signature (Fig 1D, Datasets EV1 and EV2). 

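Clustered again without the removed cells, and without the genes that the text names, the kept cells fell into 22 clusters. By their markers, 14 clusters with 9452 cells were epithelial-like, 7 clusters with 5231 cells were myoblast-like and 1 cluster with 239 cells was tracheal-like. With the named genes put back among the variable genes, 25 clusters were found in 15627 cells, and a resolution of 1.0 in place of 2.5 gave 12.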

Nineteen clusters represented epithelial cells based upon the expression of the epithelial marker *Fasciclin 3* (*Fas3)* (Bate & Martinez Arias, 1991; Fig 1E). 

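Fas3 was measured at 956 ± 95.1 CPM in epithelial-like cells and at 121 ± 83.0 CPM in myoblast-like cells (SD, n = 8 libraries), where its raw counts were scaled to the total of each class only. It was detected in 54.1% of epithelial-like cells (median 866 UMIs per cell) and in 7.30% of myoblast-like cells (median 877 UMIs). With every cell thinned to 400 UMIs, which leaves out 1204 epithelial-like and 421 myoblast-like cells as too shallow, these shares were 29.6% and 3.64%. Compared within libraries with TMM normalization, Fas3 was lower in myoblast-like cells in all 8 libraries (log2 fold change -3.15, standard error 0.33, adjusted p = 8.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).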

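In the myoblast-like cells, zfh1 was measured at 935 ± 300.1 CPM, against 27.9 ± 9.06 CPM in epithelial-like cells (SD, n = 8; log2 fold change 5.07, standard error 0.13, adjusted p = 3.1e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Him was measured at 2454 ± 1115 CPM against 72.3 ± 39.9 CPM (n = 8; log2 fold change 5.25, standard error 0.22, adjusted p = 2.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both genes were higher in myoblast-like cells in every library. A UMI of zfh1 was found in 49.9% of myoblast-like cells and in 2.82% of epithelial-like cells, the cell type that should lack it, and a UMI of Him in 67.8% and 6.26%. After thinning to the same depth, the shares were 28.2% and 1.15% for zfh1 and 53.8% and 2.62% for Him.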

The remaining seven clusters comprised 4,544 cells that lacked *Fas3* expression but showed high levels of expression of the myoblast‐specific genes *Zn finger homeodomain 1* (*zfh1*) and *Holes in muscle* (*Him*) (Lai *et al*, 1991; Soler & Taylor, 2009), indicating that these are myoblasts. Accordingly, the principal component analysis revealed that the majority of gene expression variance among the cells was accounted by epithelial‐ and muscle‐specific genes (PC1, Fig EV1F). 

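Computed without the genes that the text names, the first principal component carried 22.9% of the variance of the 30 components. On it, 97.8% of myoblast-like and 98.9% of epithelial-like cells lay on their own side of the midpoint between both class means. With all variable genes, its share was 27.6%. By the size of their loading, Him then ranked first among the 2000 variable genes, zfh1 ranked 7, Fas3 11, grh 14 and twi 20, with Fas3 and grh on the side opposite to the other genes.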

Using anti‐Fas3 and anti‐Zfh1 antibodies, epithelial cells and myoblasts were visualized in the wing discs by immunofluorescence (Fig 1F).

To further explore the differences between myoblast and epithelial clusters, we examined the list of differentially expressed genes between these two cell types (Dataset EV3). First, the expression of *ct* and *vg* was examined in the dataset (Fig 1G). These genes were found in myoblasts as well as in some clusters of epithelial and tracheal cells. As previously reported, the sensory organ precursor cells (SOPs, cluster ES_1), and the tracheoblasts of the spiracular branches (Trachea_2, white arrowhead Fig 1H) showed high levels of *ct* expression (Blochlinger *et al*, 1990; Pitsouli & Perrimon, 2010). The epithelial clusters of the dorso‐ventral boundary (Epi_9 and Epi_10) showed *vg* expression (Williams *et al*, 1991). In addition to the canonical muscle‐specific markers *twi*,* Mef2*,* Him* and *zfh1*, other muscle‐related genes, such as *Secreted protein, acidic, cysteine‐rich* (*SPARC*), *CG9650*,* eukaryotic translation elongation factor 1 alpha 2* (*eEf1alpha2*), *terribly reduced optic lobes* (*trol*) and *babos,* were found to be highly expressed in the myoblast clusters (Fig 1G). Among them, Trol was shown to be expressed in muscle attachment sites in embryonic muscle (Friedrich *et al*, 2000) and *SPARC* in the myoblasts at the larval third instar (Butler *et al*, 2003). 

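In total, 5550 genes were tested between 5231 myoblast-like and 9452 epithelial-like cells of the 8 libraries, and 2541 of them were called changed, 1216 higher in myoblast-like cells and 1325 higher in epithelial-like cells. All 9 muscle genes named here were called higher, and each was higher in all 8 libraries, with a median log2 fold change of 4.28. Their number was also 9 when p was adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. The canonical marker twi reached 225 ± 96.3 CPM against 6.53 ± 2.23 CPM (SD, n = 8; log2 fold change 5.17, standard error 0.14, adjusted p = 3.8e-51 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Mef2 was higher as well (log2 fold change 2.20, standard error 0.11, adjusted p = 3.0e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPARC, which the files list as BM-40-SPARC, reached 399.9 ± 146 CPM against 21.6 ± 9.06 CPM (n = 8; log2 fold change 4.47, standard error 0.15, adjusted p = 2.1e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other genes were 4.28 for CG9650, 3.72 for eEf1alpha2 (Ef1alpha100E in the files), 3.62 for trol and 2.71 for babos. Besides twi and Him, the largest increases were those of E(spl)m6-BFM (5.45), beat-IIb (5.35) and CG15529 (5.09). With only the 1151>mCherry-RNAi libraries in the fit, the alternative that moved the count most, 1264 genes were called changed.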

We confirmed this result using the *SPARC>GFP* reporter line (Fig 1H).

The assignment of the epithelial clusters was further supported by the specific expression of the *ovo*,* grainy head* (*grh)*,* Ecdysone‐inducible gene E1* (*ImpE1)*,* four‐jointed* (*ft*), *Ecdysone‐inducible gene E2* (*ImpE2*) and *CG34383* (*Kramer*) genes (Fig 1G), which were reported to be expressed in diverse epithelium, and *Blimp‐1* and *Lachesin* (*Lac*) in trachea epithelium (Llimargas *et al*, 2004; Ng *et al*, 2006). 

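All 9 epithelial genes, Fas3 included, were called lower in myoblast-like cells, each in all 8 libraries, and the count was the same adjusted over the list alone. Their median log2 fold change was -3.11, with a range from -3.35 (ImpE2) to -2.48 (CG34383). For grh, the level was 1076 ± 272 CPM in epithelial-like and 142 ± 101 CPM in myoblast-like cells (SD, n = 8; log2 fold change -3.11, standard error 0.25, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene printed as ft was measured under that symbol (log2 fold change -2.76, standard error 0.21, adjusted p = 4.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper writes ft for four-jointed, which it abbreviates as fj elsewhere, while ft is the symbol of fat. The 9 genes thus include fat and not four-jointed, for which no value is given here. Blimp-1 and Lac differed by -3.14 and -2.91 on the log2 scale.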

We also confirmed the expression of *grh* in the epithelial layer of the wing disc directly using the *grh::GFP* reporter line and showed mutual exclusivity of *grh::GFP* expression with the myoblast marker Twist (Fig EV1G).

Two epithelial clusters (Trachea_1 and Trachea_2) expressed a canonical tracheal marker *trachealess* (*trh*) (Sato & Kornberg, 2002) indicating that these clusters contain tracheal cells. Accordingly, we detected the expression of several known tracheal‐specific genes including *Chitinase 5* (*Cht5*), *serpentine* (*serp*) and *Matrix metalloproteinase 1* (*Mmp1*). 

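Both tracheal clusters formed a single tracheal-like cluster of 239 cells without the named genes. In the 7 libraries with at least 10 of these cells, 231 tracheal-like and 9186 epithelial-like cells, trh reached 142 ± 36.3 CPM against 8.18 ± 1.51 CPM (SD, n = 7; log2 fold change 4.13, standard error 0.34, adjusted p = 6.7e-32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in all 7 libraries, although only 67 UMIs of trh were found in these tracheal-like cells. A UMI of trh was detected in 20.5% of tracheal-like cells (median 1298 UMIs per cell) against 0.846% of epithelial-like and 0.268% of myoblast-like cells. At 400 UMIs per cell, with 15 tracheal-like cells left out, the shares were 4.91% in tracheal-like and 0.352% in epithelial-like cells.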

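Cht5 was measured at 311 ± 191 CPM in tracheal-like and 25.7 ± 3.81 CPM in epithelial-like cells (SD, n = 7; log2 fold change 3.75, standard error 0.24, adjusted p = 8.3e-51 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The levels of serp were 486 ± 159 and 124 ± 30.4 CPM (n = 7; log2 fold change 1.95, standard error 0.18, adjusted p = 6.1e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of Mmp1 765 ± 129.7 and 85.1 ± 34.9 CPM (n = 7; log2 fold change 3.13, standard error 0.17, adjusted p = 3.3e-72 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these genes was higher in all 7 libraries. All 4 tracheal genes of the paper, trh included, were called over all 4877 genes tested and also adjusted over the list alone, where the list was chosen by the study on these samples. Among the 656 genes called changed, 177 (27.0%) were higher in tracheal-like cells, whereas DESeq2 with its own scaling called 459, of which 215 (46.8%) were higher. Apart from the markers used for naming, the largest increase was that of CG15353 (7.81, range 6.80 to 8.62 with each library left out in turn).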

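The tracheal-like cells were clustered again on their own, which gave 3 sub-clusters. By their markers, 2 of them (84 and 80 cells) were Trachea_1-like and 1 (75 cells) was Trachea_2-like. The top genes of the Trachea_2-like sub-cluster included ImpE1, an epithelial gene of the paper. They also included CG9932 and Notum, top markers of epithelial-like clusters without a name, so the sub-cluster may not hold Trachea_2 cells alone. Too few libraries held 10 cells of a sub-cluster for a test, so levels are pooled over libraries and have no replicate error. The level of peb was 442 and 340.3 CPM in the Trachea_1-like sub-clusters (79 and 60 UMIs) and 399 CPM in the Trachea_2-like one (55 UMIs). For btl, 22.4 and 51.0 CPM were measured in the former (4 and 9 UMIs) and 65.2 CPM in the latter (9 UMIs), a difference that these UMI counts cannot show. Higher pooled levels in the Trachea_2-like sub-cluster than in either of the others were seen for Gasp (203 CPM against 50.4 and 119), Cpr49Ag (1855 against 419.6 and 346), Phk-3 (2826 against 1130.1 and 788) and Cpr12A (572 against 106 and 181). For Cys, 72.5 CPM (10 UMIs) against 22.4 and 51.0 CPM (4 and 9 UMIs) cannot show a difference. Ubx was measured at 130.4 CPM there, between the 78.3 and 181 CPM of the Trachea_1-like sub-clusters.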

Interestingly, *pebbled* (*peb*) and *breathless* (*btl*) were expressed exclusively in cells of Trachea_1, while *Ultrabithorax* (*Ubx*) (Brower, 1987), *Gasp*,* Cuticular protein 49Ag* (*Cpr49Ag*), *Pherokine 3* (*Phk‐3*), *Cuticular protein 12A* (*Cpr12A*) and *Cystatin‐like* (*Cys*) exhibited Trachea_2‐specific expression (Fig EV1H). We also identified novel markers for each cluster (Figs 1G and EV1H, Dataset EV4). Trachea_1 likely represents cells from the air sac primordium since one of the marker was *btl* (Sato & Kornberg, 2002). Trachea_2 seems to contain cells from the spiracular branches because it showed *ct* expression (Fig 1G; Pitsouli & Perrimon, 2010). We confirmed this by staining with anti‐Ct antibody (white arrowhead, Fig 1H).

We concluded that the single‐cell reference atlas contains epithelial cells of the wing disc, myoblasts and tracheal cells and, therefore, accurately represents the cellular diversity of the proximal wing imaginal disc.

### Cells in the epithelial clusters map to spatially distinct regions of the wing disc

Unbiased clustering analysis grouped the epithelial cells of the wing disc into 17 transcriptionally distinct cell clusters and two types of tracheal cells based on their expression profiles. Since the wing discs show a restrictive pattern of gene expression, we wonder whether the single‐cell clusters reflect this spatially distinct domains. We selected the marker genes for each cluster and then searched the literature for published *in situ* expression patterns of these genes in the wing disc. The positions of the cell clusters were then mapped to the presumptive adult structures using the cell fate map of the wing disc (Bryant, 1975; Fig 2A). In this way, we assigned the identities of twelve clusters to the disc proper, two clusters to the peripodial membrane and three clusters to cells associated with external sensory organs (Fig 2B and C). The corresponding markers used for assignment as well as the new markers are shown in the feature maps (Figs 2D and EV2A, Dataset EV2) and in the dot plot (Fig 2E). Additionally, the expression pattern of both known and novel markers was confirmed by immunofluorescence (Fig 2F). Below, we detail how cells in each cluster were mapped back to the spatial positions based on the integration of expression signatures of known genes.

**Figure 2:**
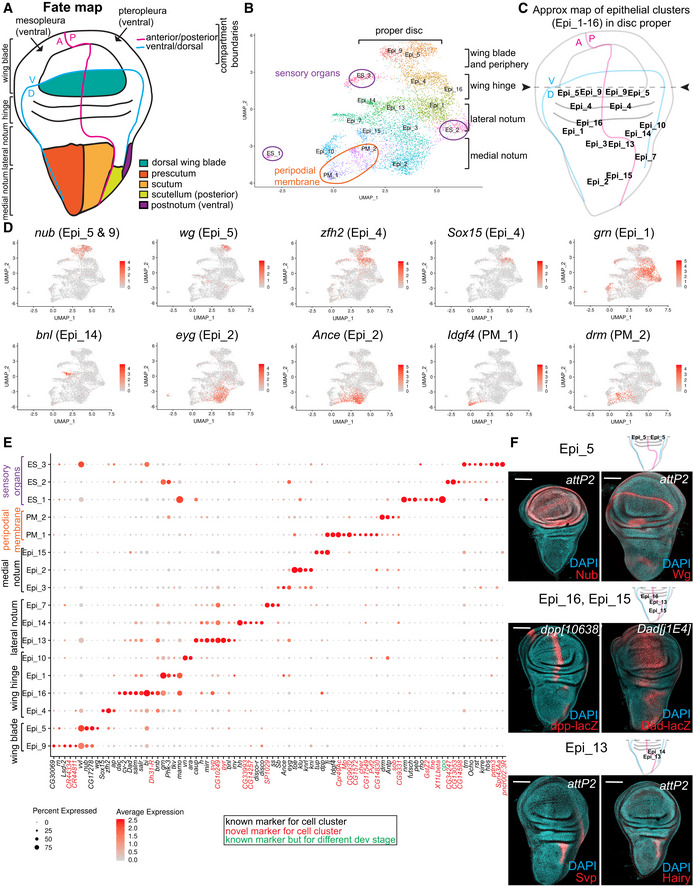
Cells in epithelial clusters map to spatially distinct regions of the wing disc ASchematic representation of the wing imaginal disc and its relationship to the adult wing. The cell fate map of the wing disc is adapted from (Bryant, 1975).BSubset of 6,983 epithelial cells in UMAP plot of the reference single‐cell atlas.CApproximate map of the epithelial clusters identified in the reference single‐cell atlas dataset to distinct position over the disc proper.DAverage expression level of the genes used as known markers to assign each epithelial cluster in the reference atlas dataset. Cells coloured by the expression of *nub*,* wg*,* zfh2*,* Sox15*,* grn*,* bnl*,* eyg*,* Ance*,* Idg4* and *drm*.EDot plot showing the expression levels of the top marker genes identified for the epithelial cells across 17 clusters of the reference cell atlas dataset.FConfocal single plane image of third instar larval wing disc stained with anti‐Nub, anti‐Wg, anti‐Svp, anti‐Hairy (red), reporting expression of *dpp‐lacZ*,* Dad‐lacZ* (anti‐β‐gal, red) and counterstained with DAPI (cyan). Scale bars: 100 μm. Full genotypes: *P{CaryP}attP2* (top and bottom panels), *P{PZ}dpp[10638]*; +, and *y‐ w*‐; +; *P{lacW}Dad[j1E4]*.

**Figure EV2:**
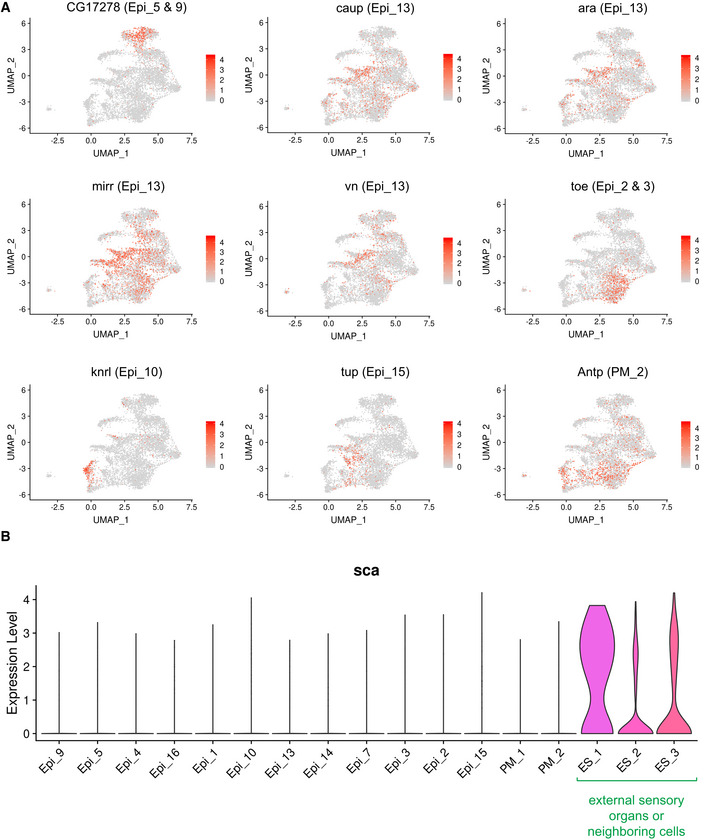
Markers for the epithelial clusters. Related to Fig 2 AAverage expression of the genes used as known markers to map localization of epithelial clusters to the cell fate map of the wing discs in the reference atlas dataset. Marker gene for Epi_5 and 9 is *CG17278*, Epi_13 is *caup*,* ara*,* mirr* and *vn*, Epi_2 and 3 is *toe*, Epi_10 is *knrl*, Epi_15 is *tup*, and PM_2 is *Antp*.BViolin plot representing the distribution of expression levels of *scabrous* (*sca*) across the epithelial clusters assigned as in the reference atlas dataset.

Cells in clusters Epi_9 and Epi_5 corresponded to cells spatially localized to the wing blade and the periphery of the wing blade, respectively. This is based on the expression of *nubbin* (*nub*, Fig 2F) (Ng *et al*, 1995), *rotund* (*rn*) (St Pierre *et al*, 2002), *ventral veins lacking* (*vvl*) (de Celis *et al*, 1995) and *CG17278* (Mohit *et al*, 2006) in both clusters. Moreover, *wg*, which is found in the inner ring of the periphery of the wing blade (Fig 2F; Couso *et al*, 1993; Terriente *et al*, 2008), was only expressed in Epi_5. Accordingly, *CG30069* and *Lipid storage droplet‐2* (*Lsd‐2*), which are expressed in wing blade (Butler *et al*, 2003; Fauny *et al*, 2005), were Epi_9‐specific markers, while *Zn finger homeodomain 2* (*zfh2*), which is found at the periphery of the wing blade (Whitworth & Russell, 2003), was an Epi_5‐specific marker.

Cells that belonged to both Epi_4 and Epi_16 mapped to the wing hinge, with Epi_4 cells located distal to Epi_16. This is due to the expression of *Sox box protein 15* (*Sox15*), the top marker for Epi_4 that is restricted to the hinge (Crémazy *et al*, 2001) between the inner and outer rings (Dichtel‐Danjoy *et al*, 2009), along with *zfh2* and *apterous* (*ap*) (Cohen *et al*, 1992). In contrast, cells of Epi_16 expressed high levels of *dachshund* (*dac*) (Mardon *et al*, 1994), *crossveinless 2* (*cv‐2*) (Conley *et al*, 2000), *Daughters against dpp* (*Dad*, Fig 2F; Tsuneizumi *et al*, 1997), *salm*/*spalt‐related* (*salr*) (de Celis *et al*, 1996a) and *bifid* (*bi*) (Sun *et al*, 1995). The expression pattern of these genes mostly overlaps in the central area of the hinge along the A/P boundary close to the presumptive lateral notum. Accordingly, a subset of cells of this cluster showed low levels of expression of *araucan* (*ara*) (Gómez‐Skarmeta *et al*, 1996) and *hairy* (*h*) (Usui *et al*, 2008), which are localized to the lateral notum. Since *decapentaplegic* (*dpp*, Fig 2F) was also expressed in Epi_16 and is a marker of the anterior cells in the A/P boundary (Posakony *et al*, 1991), we reasoned that the cells of cluster Epi_16 are mostly positioned in the anterior compartment near the A/P boundary of the hinge.

Epi_1 cells were likely localized in the anterior hinge close to the presumptive lateral notum. These cells showed high levels of *grain* (*grn*), which is expressed in the hinge (Brown & Castelli‐Gair Hombría, 2000), *thickveins* (*tkv*), which is found in the most anterior and posterior area of presumptive notum (Brummel *et al*, 1994), and *Phk‐3*, which is expressed in the anterior hinge and presumptive notum (Klebes *et al*, 2005). Epi_10 cells only expressed high levels of two genes, *knirps* (*kni*) and *knirps‐like* (*knrl*), which are found in the posterior area of the hinge (Lunde *et al*, 1998).

Cells that clustered into Epi_13 and Epi_14 were localized along the lateral heminotum near the hinge as they share common markers, such as *ara*,* caupolican* (*caup*) (Gómez‐Skarmeta *et al*, 1996) and *mirror* (*mirr*) (Kehl *et al*, 1998). Epi_13 showed specific expression of *vein* (*vn*) (Simcox *et al*, 1996) and high levels of *h* (Fig 2F; Usui *et al*, 2008), whereas Epi_14 showed specific expression of the posterior markers *invected* (*inv*) (Coleman *et al*, 1987) and *hedgehog* (*hh*) (Tabata & Kornberg, 1994), and *branchless* (*bnl*), which straddles the A/P compartment border near the scutum and hinge (Sato & Kornberg, 2002). Thus, the approximate location of Epi_13 cells were near the presumptive scutum in the lateral heminotum (near scutellum) and Epi_14 cells were likely in the posterior lateral heminotum (near scutum). The expression pattern of *seven up* (*svp*), a novel marker for cluster Epi_13, was examined by immunofluorescence using anti‐Svp antibodies. As expected, the localization of Svp matched with the expression pattern of Hairy in Epi_13 cells, thus validating the predicted map of cell clusters over the disc (Fig 2F). The approximate location of Epi_7 cells was near the post‐notum in the posterior heminotum, since the expression of Epi_7 marker *disco‐r* is restricted to the ventral edge of the wing (Grubbs *et al*, 2013) and the expression of another Epi_7 marker *disco* is restricted to the region giving rise to the post‐alar bristles near the presumptive lateral scutum (Cohen *et al*, 1991).

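An Epi_2-like cluster of 668 cells was found without the named genes, and no cluster could be named as Epi_3. Compared with the other 8784 epithelial-like cells, eyg was higher in this cluster at 714 ± 335 CPM against 148 ± 44.8 CPM (SD, n = 8; log2 fold change 2.36, standard error 0.12, adjusted p = 3.3e-83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of toe was 411 ± 151 against 101 ± 35.8 CPM (n = 8; log2 fold change 2.14, standard error 0.14, adjusted p = 6.8e-53 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of klu was 634 ± 189 against 240.2 ± 62.4 CPM (n = 8; log2 fold change 1.39, standard error 0.12, adjusted p = 1.2e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each was higher in all 8 libraries, and all 3 were called both over all genes tested and adjusted over the list alone, a list that the study chose on these samples. In the pooled data, the Epi_2-like cluster had the highest level of eyg, toe and klu among the epithelial-like clusters. Among the genes higher in all 8 libraries, those with the largest increase besides the markers used for naming were Ance-2 (3.76), CG7860 (2.90) and sr (2.53). Of 440 genes called changed, 122 (27.7%) were higher in this cluster, against 174 of 328 (53.0%) with DESeq2 and its scaling. Without the library as a block, 150 genes were called, and without the filter on low counts, an alternative added after the data were seen, 802.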

Known markers for the anterior presumptive notum, including *eyegone* (*eyg*) (Aldaz *et al*, 2003), *twin of eyg* (*toe*) (Yao *et al*, 2008) and *klumpfuss* (*klu*) (Klein & Campos‐Ortega, 1997) were highly expressed in Epi_2 and Epi_3. Because *spineless (ss)* (Duncan *et al*, 1998) and *Stubble* (*Sb*) (Ibrahim *et al*, 2013) were detected at higher levels in Epi_3, whereas *Angiotensin‐converting enzyme* (*Ance*) (Siviter *et al*, 2002) was specifically in Epi_2, we inferred that cells contributing to Epi_3 were positioned in the anterior lateral notum near the hinge and to Epi_2 were in the anterior medial notum. The markers for Epi_15 cells were *four‐jointed* (*fj*) and *tailup* (*tup*), which localize to the prospective notum (Cho & Irvine, 2004; de Navascues & Modolell, 2007). Because *dpp* (Fig 2F), which was also expressed in Epi_15, downregulates the Iro‐C genes (*ara*,* caup* and *mirr*) in the medial notum (Cavodeassi *et al*, 2002), we reasoned that cells of this cluster are most likely positioned anterior to the A/P boundary in the medial notum.

Two cell clusters, PM_1 and PM_2, corresponded to the peripodial membrane, a layer of squamous cells overlaying the epithelial cells of the disc proper. 

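Among the epithelial-like clusters, 1 with 114 cells was PM_1-like, and 5 libraries held at least 10 of its cells. In these libraries (96 and 7463 cells), Idgf4 was measured at 3092 ± 1094 CPM in the PM_1-like cluster and 33.5 ± 14.9 CPM in the other epithelial-like cells (SD, n = 5; log2 fold change 6.64, standard error 0.26, adjusted p = 2.4e-139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in all 5 libraries, and its pooled level of 3308 CPM was the highest of all clusters, followed by 275 CPM. Ance served as a naming marker and gives no result of its own. Of the 707 genes called changed, 234 (33.1%) were higher in the PM_1-like cluster, against 231 of 520 (44.4%) with DESeq2. Besides Idgf4 and the markers used for naming, the largest increases among genes higher in all 5 libraries were those of Obp56a (6.24), CG4382 (5.61) and CG13117 (5.40).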

PM_1 was likely mapping to the dorsal peripodial epithelium, as it expressed both *Imaginal disc growth factor 4* (*Idgf4*) (Butler *et al*, 2003) and *Ance*. Two additional peripodial markers, *drumstick* (*drm*) (Benitez *et al*, 2009) and *Antennapedia* (*Antp*) (Levine *et al*, 1983), were highly expressed in PM_2.

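Clusters like ES_1 (18 cells), ES_2 (339 cells) and ES_3 (423 cells) were found without sca among the clustering genes. In the ES_3-like cluster, sca was measured at 350.1 ± 193 CPM against 86.2 ± 23.4 CPM in the other 9029 epithelial-like cells (SD, n = 8; log2 fold change 2.16, standard error 0.19, adjusted p = 7.1e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 7 of 8 libraries. In the ES_2-like cluster, its level was 244 ± 81.4 CPM against 99.5 ± 22.7 CPM in the 7 libraries with at least 10 such cells (SD, n = 7; log2 fold change 1.34, standard error 0.23, adjusted p = 6.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in all 7. A total of 242 genes were called changed in the ES_3-like and 163 in the ES_2-like cluster. Without the library as a block, the setting that moved the latter furthest down, 67 genes were called in the ES_2-like cluster. With DESeq2 and its scaling, 65 of 100 calls in the ES_2-like cluster (65.0%) were increases, against 51 of 163 (31.3%) in the edgeR fit.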

The expression of *sca* in ES_1, ES_2 and ES_3 indicated that these clusters represented either developing external sensory organs or neighbouring cells contributing to their development (Fig EV2B). The expression of *sca* was highest in ES_1, thus indicating that this cluster represents the sensory organ precursor cells (SOPs) that are undergoing cytodifferentiation into neuronal receptors. 

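Pooled over its 18 cells, which came in numbers below 10 from every library and so carry no replicate error, the ES_1-like cluster held 21 UMIs of sca, or 902 CPM. The ES_3-like and ES_2-like clusters followed with pooled levels of 346 and 221 CPM, and the median cluster had 62.4 CPM. A UMI of sca was detected in 38.9% of ES_1-like cells (median 945.5 UMIs per cell), in 24.6% of ES_3-like cells (median 751) and in 5.24% of Epi_2-like cells (median 1080.5). At 400 UMIs per cell, these shares were 6.25% of 16 cells, 12.4% of 362 cells and 1.78% of 618 cells, where 6.25% stands for a single cell.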

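In the ES_1-like cluster, 15 UMIs of nrm (644 CPM), 13 of futsch (558 CPM), 27 of peb (1159.5 CPM) and 4 of rho (172 CPM) were counted in 18 cells, without replicates. The next-highest epithelial-like clusters reached 139 CPM for nrm, 88.8 CPM for futsch and 55.6 CPM for peb. For rho, the ES_3-like cluster was higher with 207 CPM (104 UMIs), a difference that 4 UMIs cannot settle. The genes were detected in 50.0% (nrm), 55.6% (futsch), 27.8% (peb) and 16.7% (rho) of ES_1-like cells. In the PM_1-like cluster, which has a similar depth (median 974 UMIs per cell), nrm was not detected and futsch, peb and rho were detected in 0.877%, 3.51% and 1.75% of cells. Thinned to 400 UMIs, the shares in the ES_1-like cluster were 12.5%, 37.5%, 25.0% and 6.25% of 16 cells. The UMIs kept are a random draw, and in another draw the share for peb was 6.25%.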

Concordantly, SOPs markers *neuromusculin* (*nrm*) (Ghysen & O'Kane, 1989), *futsch* (Klein & Campos‐Ortega, 1997), *peb* (Giraldez *et al*, 2002) and *rhomboid* (*rho*) (Sturtevant *et al*, 1993) were highly expressed in cells of ES_1 (Fig 2E). 

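In the ES_3-like cluster, tartan (trn) was measured at 688 ± 189.7 CPM against 288 ± 46.2 CPM in the other epithelial-like cells (SD, n = 8; log2 fold change 1.31, standard error 0.14, adjusted p = 6.1e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Ocho at 303 ± 209.7 CPM against 37.4 ± 11.2 CPM (n = 8; log2 fold change 2.91, standard error 0.23, adjusted p = 6.1e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both higher in all 8 libraries. In the ES_2-like cluster, Ocho was higher at 113 ± 64.2 CPM against 43.9 ± 10.2 CPM (n = 7; log2 fold change 1.49, standard error 0.29, adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in 6 of 7 libraries, but without 1151-GAL4 replicate 4 its log2 fold change of 1.12 was not called. No change of trn was called there (342 ± 162 CPM against 304 ± 46.5 CPM, n = 7; log2 fold change 0.18, standard error 0.19, adjusted p = 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and trn was higher in 4 of 7 libraries. With the named genes used for clustering, trn was called higher in the ES_2-like cluster, with a log2 fold change of 0.46.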

A common marker for ES_2 and ES_3 was *tartan* (*trn*), which is expressed in macrochaete SOP but not in microchaete SOP of the anterior wing margin (Chang *et al*, 1993), and *Ocho*, which is found in the external sensory organs (Lai *et al*, 2000). Thus, ES_2 and ES_3 most likely represent bristle precursors cells. However, ES_3 expressed *bifid* (*bi*) and *vvl*, and ES_2 showed high levels of *grn*,* Phk‐3* and *Sb*. Therefore, ES_3 cells were likely surrounding SOPs in the presumptive hinge and wing blade, whereas ES_2 cells are located in the anterior hinge or anterior presumptive lateral notum region. 

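In the ES_2-like cluster, grn reached 1324 ± 509 CPM against 553 ± 229.7 CPM (SD, n = 7; log2 fold change 1.30, standard error 0.15, adjusted p = 2.2e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in all 7 libraries. Phk-3 was measured at 1354 ± 1203 CPM against 429.9 ± 273 CPM (n = 7; log2 fold change 1.58, standard error 0.16, adjusted p = 5.1e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 6 of 7 libraries, and Sb at 578 ± 253 against 313 ± 174 CPM (n = 7; log2 fold change 0.92, standard error 0.18, adjusted p = 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in all 7. In the pooled data, these genes had their highest level of all epithelial-like clusters in the ES_2-like cluster, with 1267 CPM for grn, 1912 CPM for Phk-3 and 515 CPM for Sb. The genes bi and vvl served as naming markers of other clusters and were not tested here.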

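In the ES_3-like cluster, rst was measured at 219 ± 67.8 CPM against 71.5 ± 17.8 CPM (SD, n = 8; log2 fold change 1.86, standard error 0.22, adjusted p = 8.6e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and hbs was higher as well (log2 fold change 1.72, standard error 0.20, adjusted p = 5.3e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both in all 8 libraries. The level of kirre there was 406 ± 180.2 CPM against 164 ± 75.6 CPM (n = 8; log2 fold change 1.48, standard error 0.17, adjusted p = 3.8e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 7 of 8 libraries. In the ES_2-like cluster, hbs was called higher (176 ± 72.0 CPM against 96.7 ± 23.4 CPM, n = 7; log2 fold change 0.87, standard error 0.25, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was so in all 7 libraries, but it was not called without 1151-GAL4 replicate 2 or 4 or 1151>mCherry-RNAi replicate 7. The increases of rst (log2 fold change 0.73, standard error 0.28, adjusted p = 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kirre (log2 fold change 0.45, standard error 0.23, adjusted p = 0.32 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not called, and each was seen in 5 of 7 libraries. With the named genes used for clustering, both were called, with log2 fold changes of 0.95 and 0.90. Of the 9 genes named for ES_2, 6 were called over all genes tested and 7 adjusted over the list alone, which adds rst. All 6 genes tested in the ES_3-like cluster were called both ways. The study chose these lists on the same samples, so the adjustment over the list alone is not independent evidence. In the pooled data, the ES_3-like cluster had the highest level of trn, Ocho, rst, kirre and hbs among the epithelial-like clusters.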

Concordantly, we found *roughest* (*rst*), *kin of irre* (*kirre*) and *hibris* (*hbs*) in both ES_2 and ES_3. These genes encodes components of the heterophilic Irre Cell Recognition Module associated with cells surrounding SOPs in the anterior wing margin (Linneweber *et al*, 2015).

Thus, we conclude that unbiased cell clustering of our epithelial cell data performed in Seurat identifies spatially distinct regions of the wing disc. However, for most clusters, the top markers were expressed in only about 50% of cells in cluster, which is likely due to drop‐outs, a common issue in scRNA‐seq (Kharchenko *et al*, 2014).

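For the 121 genes named for epithelial regions, levels were pooled per epithelial-like cluster of at least 10 cells in a library. The highest cluster exceeded the median cluster by a median factor of 2.65 across these genes. Names of the paper could be given to 5 of the 14 epithelial-like clusters (ES_1, ES_2, ES_3, Epi_2 and PM_1), and the other 9 could not be told from markers left after the named genes were set aside.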

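For 70 top markers of the 14 epithelial-like clusters, taken as the 5 genes with the largest fold in each, the median share of the cluster's cells with a UMI was 24.5%, with a range from 10.1% to 93.0%, and 10 of the 70 markers were detected in more than 50% of cells. In the other epithelial-like cells, the median share was 7.27%. The clusters had median depths of 595 to 1305 UMIs per cell and the other cells of 827 to 897. With all cells thinned to 400 UMIs, the median shares were 12.1% and 2.68%. The paper ranked its markers by a Wilcoxon rank sum test and not by fold, so its share of about 50% is not for markers chosen alike.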

### The single‐cell transcriptome atlas reveals a large compendium of adult muscle precursors

Next, we examined the transcriptional profile of adepithelial myoblast cells in greater detail. The wing disc‐associated adult myoblasts give rise to two distinct sets of flight muscles, IFM and DFM. However, our unbiased cell clustering revealed seven distinct myoblast clusters (Fig 3A). We assigned IFM and DFM myoblasts based on the differential expression of *ct* and the expression of *vg* (Fig 3B), the only two known markers for DFM and IFM myoblasts (Sudarsan *et al*, 2001). Notably, five clusters showed a high *vg* and low *ct* pattern of expression, indicating that these represent IFM myoblasts (IFM_1‐5), while two clusters showed no *vg* and high levels of expression of *ct*, and therefore, were classified as DFM myoblasts (DFM_1‐2, Fig 3B). Seurat analysis further revealed that the level of *zfh1* expression is higher in IFM myoblasts than in DFM myoblasts (Fig 3B). 

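The 5231 myoblast-like cells were clustered again on their own at a resolution of 1.2, chosen after several settings had been tried, which gave 9 sub-clusters. By their markers, 5 sub-clusters with 4250 cells were IFM-like, 1 of them (865 cells) like IFM_1 and 1 (1368 cells) like IFM_4, and 1 sub-cluster with 308 cells was DFM-like, closest to DFM_1. No name could be given to 3 sub-clusters of 315, 181 and 177 cells (6.02%, 3.46% and 3.38% of myoblast-like cells). The first of these drew almost all its cells from a single library, 1151-GAL4 replicate 4 (22.3% of the myoblast-like cells there, and at most 1.18% in any other wild-type library), and the second was led by epithelial genes such as ImpE2, grh and Fas3. In the 6 libraries with at least 10 DFM-like cells (300 DFM-like and 3689 IFM-like cells), zfh1 was measured at 508 ± 332 CPM in DFM-like and 1274 ± 448 CPM in IFM-like cells (SD, n = 6; log2 fold change -1.07, standard error 0.23, adjusted p = 3.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in DFM-like cells in all 6. Within the 1151-GAL4 libraries alone, its log2 fold change was -0.51 and not called.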

Since *zfh1* is considered a general marker for the entire pool of myoblasts (Lai *et al*, 1991), we carefully examined Zfh1 expression by co‐staining the wing disc with anti‐Zfh1 antibody and anti‐Ct antibody. Indeed, Zfh1 and Ct were differentially expressed between the IFM and DFM myoblasts, thus confirming the scRNA‐seq results (Fig 3C). The expression of the flight muscle determinant genes, such as *salm*,* exd* and *hth*, was either too low or unchanged among the myoblast clusters, suggesting they may be induced later in development to determine distinct muscle types (Schönbauer *et al*, 2011). However, it is still possible that low gene detection could be due to a technical limitation of Drop‐seq.

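In DFM-like cells, hth was measured at 4567 ± 1661 CPM, against 5199.5 ± 1909 CPM in IFM-like cells (SD, n = 6; log2 fold change -0.16, standard error 0.18, adjusted p = 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in 3 of 6 libraries. The log2 fold change of exd was -0.25 (standard error 0.40, adjusted p = 0.83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also higher in 3 of 6 libraries. Only 1 UMI of salm was counted in DFM-like cells and 46 in IFM-like cells, too few for a test.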

**Figure 3:**
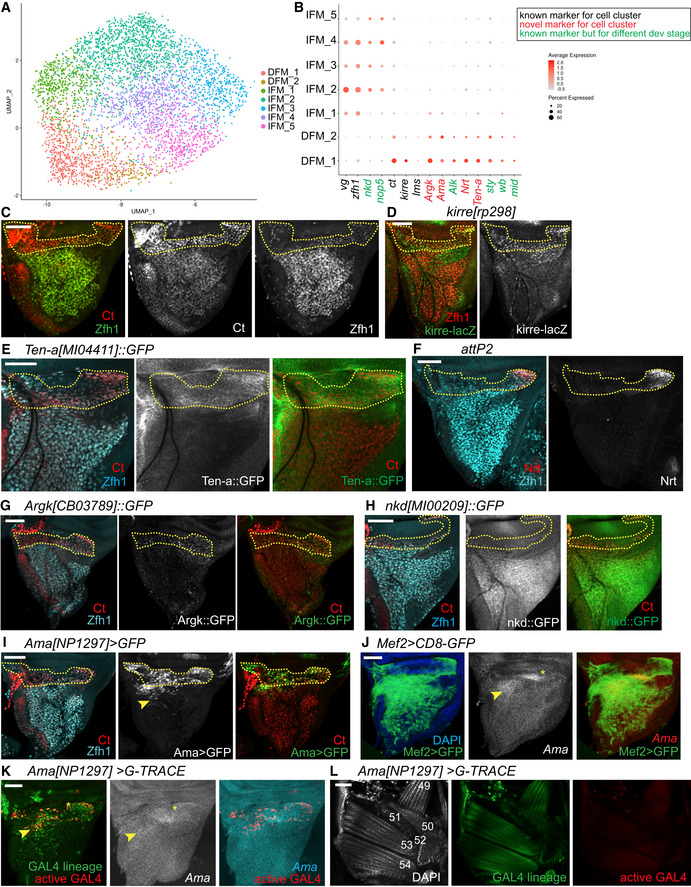
Single‐cell transcriptome atlas reveals a large compendium of myoblasts ASubset of 4,544 myoblast cells in UMAP plot of the reference single‐cell atlas dataset.BDot plots showing the expression levels of the top variable genes between IFM and DFM myoblasts across 7 clusters of the reference cell atlas dataset.C–KConfocal single plane images of third instar larval wing discs stained with: (C) anti‐Ct (red) and anti‐Zfh1 (green), (D) *kirre[rp298]‐lacZ* (anti‐β‐gal, green) and anti‐Zfh1 (red), (E) *Ten‐a[MI04411]::GFP* (green), anti‐Ct (red) and anti‐Zfh1 (cyan), (F) anti‐Nrt (red) and anti‐Zfh1 (cyan), (G) *Argk[CB3789]::GFP* (green), anti‐Ct (red) and anti‐Zfh1 (cyan), (H) nkd[MI00209]::GFP (green), anti‐Ct (red) and anti‐Zfh1 (cyan), (I) *Ama[NP1297]>GFP* (green), anti‐Ct (red) and anti‐Zfh1 (cyan) and (J) *Mef2>CD8‐GFP* (green), and *fluorescent in situ hybridization* of *Ama*‐RNA probe (white). (K) *Ama[NP1297]>gTRACE* showing the lineage of *Ama‐GAL4* (green) and the active *GAL4* (red), and *fluorescent in situ hybridization* of *Ama*‐RNA probe (white).LConfocal single plane images of adult DFM of *Ama[NP1297]>gTRACE* showing the lineage of *Ama‐GAL4* (green) and the active *GAL4* (red) stained with DAPI (white) dorsal right, anterior up. DFM are numbered in white following (Lawrence, 1982).Data information: Dashed yellow line points to DFM myoblast area. Yellow asterisks and arrowhead indicate *Ama* expression in DFM myoblasts and in a few subset of IFM myoblasts, respectively. Scale bars: 50 μm. Full genotypes: (C) *1151‐GAL4*,* v*‐, *w*‐; +; *UAS‐mCherry‐RNAi*, (D) *kirre[rp298]‐nlacZ*; +; +, (E) *y‐w*‐; *Ten‐a[MI04411]::GFP*, (F) *y‐, v-; +; P{CaryP}attP2*, (G) *y‐, w-; +; Argk[CB03789]::GFP*, (H) *y w; nkd[MI00209]/TM6B, Tb*, (I) *w‐; UAS‐GFP; Ama[NP1297]‐GAL4*, (J) *w*;* UAS‐CD8-GFP/Mef2-GAL4* (K‐L) *w‐; UAS‐gTRACE/+; Ama[NP1297]-GAL4/+*.Source data are available online for this figure.

To further examine the differences in the transcriptional programmes between DFM and IFM myoblasts, the expression of the marker genes for each type of myoblast was visualized across cell populations (Figs 3B and EV3A, and Dataset EV5). 

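Between DFM-like and IFM-like myoblasts, 2950 genes were tested and 105 were called changed, 57 higher in DFM-like and 48 higher in IFM-like cells. This balance was not stable, with 35 higher in DFM-like and 75 in IFM-like cells without 1151-GAL4 replicate 3. Among genes higher in DFM-like cells in every library and not used for naming, the largest increases were those of tok (log2 fold change 3.71), CG32365 (3.06) and mspo (2.38). Of 10 genes that the paper lists as DFM markers, namely kirre, lms, mid, Alk, wb, sty, Argk, Nrt, Ama and Ten-a, all were higher in DFM-like cells, with a median log2 fold change of 1.39. Over all genes tested 9 of them were called, and 10 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. With sub-clusters taken from a clustering on all variable genes, 246 genes were called changed, and with the 1151>mCherry-RNAi libraries only, 33.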

There was a relatively large panel of specific markers for DFM myoblasts. By contrast, only *vg*,* zfh1*,* nop5* (Vorbrüggen *et al*, 2000) and *naked cuticle* (*nkd*), which is involved in embryonic muscle patterning (Volk & VijayRaghavan, 1994), were highly expressed in IFM myoblast clusters (Fig 3B). 

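The genes rn (log2 fold change -3.07), Hs6st (-2.72) and CG3726 (-2.60) were among those lower in DFM-like cells in all 6 libraries. The level of nop5 was 927 ± 441 CPM in IFM-like and 381 ± 282 CPM in DFM-like cells (SD, n = 6; log2 fold change -1.12, standard error 0.25, adjusted p = 5.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of nkd 731 ± 221 and 276 ± 113 CPM (n = 6; log2 fold change -1.06, standard error 0.26, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were lower in DFM-like cells in all 6 libraries, but nop5 was not called within the 1151>mCherry-RNAi libraries alone (log2 fold change -0.74), nor nkd within the 1151-GAL4 libraries alone (-0.62). Together with zfh1, all 3 IFM genes tested were called, over all genes and adjusted over the list alone, a list that the study chose on these samples. Because vg served to name the IFM-like class, it gives no result of its own.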

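In DFM-like cells, kirre was measured at 557 ± 196 CPM against 131 ± 49.1 CPM in IFM-like cells (SD, n = 6; log2 fold change 1.97, standard error 0.26, adjusted p = 2.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in all 6 libraries, and the difference was larger than the spread between libraries.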

Among the DFM myoblast markers, we found *kirre* (Fig 3D), a marker of muscle founder cells in DFM myoblasts (Kozopas & Nusse, 2002), which is consistent with DFM *de novo* formation. We also found *lateral muscles scarcer* (*lms*) expression restricted to DFM precursors, as previously reported (Muller *et al*, 2010). 

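With 15 UMIs of lms in DFM-like and 48 in IFM-like cells of the 6 libraries, its increase was not called (32.5 ± 35.9 CPM against 12.4 ± 5.77 CPM, n = 6; log2 fold change 1.67, standard error 0.56, adjusted p = 0.063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and lms was higher in only 3 of 6 libraries. With all variable genes used for clustering, lms was called higher in DFM-like cells (log2 fold change 2.84), as it was with 2 sub-clusterings tried after the data were seen, at a resolution of 1.6 (1.97) and on 10 components (2.01).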

Other DFM‐specific markers are genes whose roles were described in other types of muscles, including *midline* (*mid*) (Kumar *et al*, 2015), *Anaplastic lymphoma kinase* (*Alk*) (Englund *et al*, 2003; Lee *et al*, 2003) and *wing blister* (*wb*) (Martin *et al*, 1999), which are involved in embryonic myogenesis, and *sprout* (*sty*), which regulates maturation of adult founder cells in the abdomen (Dutta *et al*, 2005). 

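Alk was measured at 386 ± 119.7 CPM in DFM-like and 134 ± 27.5 CPM in IFM-like cells (SD, n = 6; log2 fold change 1.55, standard error 0.27, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and mid at 239 ± 136 and 75.5 ± 39.7 CPM (n = 6; log2 fold change 1.73, standard error 0.31, adjusted p = 5.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The levels of wb were 412 ± 96.5 and 194 ± 51.8 CPM (n = 6; log2 fold change 1.21, standard error 0.26, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and those of sty 1003 ± 296 and 502 ± 179 CPM (n = 6; log2 fold change 1.16, standard error 0.22, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each gene was higher in DFM-like cells in all 6 libraries except mid, which was higher in 5.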

Finally, the panel of DFM markers included *arginine kinase (Argk*), *Neurotactin* (*Nrt*), *Amalgam* (*Ama*) and *Tenascin accessory* (*Ten‐a*), whose function in muscle has not been investigated yet. 

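For Argk, 1171 ± 719 CPM were measured in DFM-like and 363 ± 139 CPM in IFM-like cells (SD, n = 6; log2 fold change 1.65, standard error 0.23, adjusted p = 1.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and for Nrt 725 ± 242 and 330.4 ± 97.6 CPM (n = 6; log2 fold change 1.12, standard error 0.24, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), both higher in all 6 libraries. Ama was measured at 380.4 ± 267 and 191 ± 36.5 CPM (n = 6; log2 fold change 1.22, standard error 0.26, adjusted p = 1.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in 4 of 6 libraries, and Ten-a at 752 ± 392 and 360.5 ± 143 CPM (n = 6; log2 fold change 1.21, standard error 0.23, adjusted p = 2.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 5 of 6. Within the 1151>mCherry-RNAi libraries alone, the log2 fold changes of Ama (0.92) and Ten-a (1.01) were not called.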

We confirmed cell‐type‐specific expression of five of these novel markers using *Ama‐GAL4* enhancer trap, GFP‐tagged reporters *Argk::GFP*,* Ten‐a::GFP, nkd::GFP* and anti‐Nrt antibody (Fig 3E–I). In most cases, the wing discs were counterstained with both anti‐Zfh1 and anti‐Ct antibodies to visualize IFM and DFM myoblasts. We further showed the co‐expression of Ama with Nrt, and Argk with Nrt in DFM cells, thus confirming the specificity of their expression in DFM myoblasts (Fig EV3B).

**Figure EV3:**
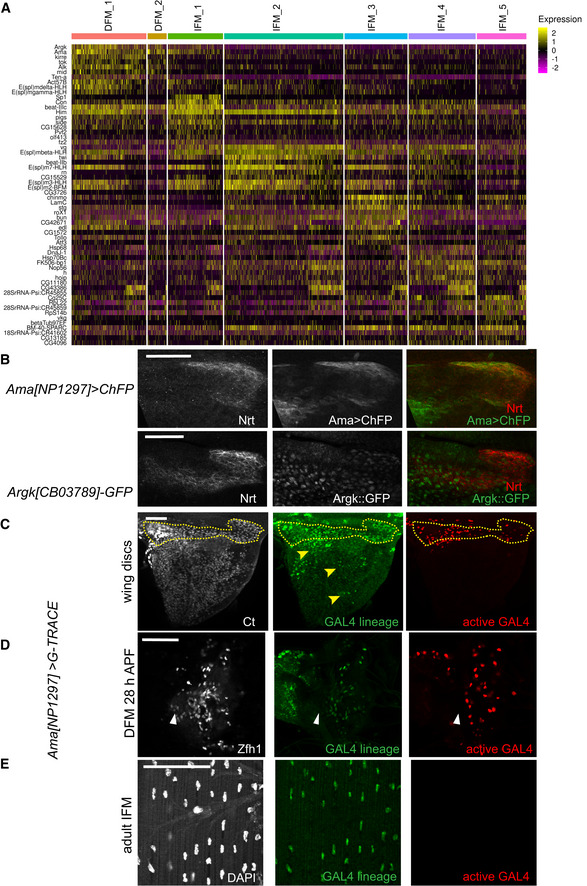
Markers for DFM and IFM myoblast clusters. Related to Fig 3 AHeatmap showing the 10 tops differentially expressed gene markers for each myoblast cluster of the reference single‐cell atlas dataset. Cells (columns) are clustered by the expression of the main marker genes (rows).BConfocal single plane images of third instar larval wing discs stained with anti‐Nrt (white) in DFM myoblast area of *Ama[NP1297]>ChFP* and *Argk[CB3789]::GFP*, top and bottom panel, respectively.C–EConfocal single plane images of *Ama[NP1297]>gTRACE* showing the lineage of *Ama‐GAL4* (green) and the active *GAL4* (red) in: (C) third instar larval wing disc stained with anti‐Ct (white). Dashed yellow line: DFM myoblast area. Yellow arrowhead: cell lineage expression of *Ama* in few IFM myoblasts; (D) forming DFM at 28 h APF stained with anti‐Zfh1 (white). White arrows: wing hinge; (E) adult IFM (specifically, DLM) stained with DAPI (white), anterior up.Data information: Scale bars: 50 μm. Full genotypes: (B) *w‐; +; Ama[NP1297]‐GAL4/UAS‐mCD8. ChRFP* and *y‐, w-; +; Argk[CB03789]::GFP*. (C) *w‐; UAS‐gTRACE/+; Ama[NP1297]‐GAL4/+*.

While examining the pattern of *Ama‐GAL4* driver in the wing disc, we noticed that *Ama* expression appears to extend into some IFM myoblasts in the anterior distal part of the prescutum (yellow arrowhead, Fig 3I). We confirmed this result by *fluorescent in situ hybridization* (FISH) that showed *Ama* expression in DFM myoblasts and also in a small subset of IFM myoblasts (asterisk and yellow arrowhead, respectively, Fig 3J). To unequivocally determine which muscles Ama‐expressing cells contribute to, we performed genetic cell‐tracing experiments using G‐TRACE (Evans *et al*, 2009). In this technique, GFP marks the cells that expressed *Ama* in the past (*GAL4* lineage), while RFP shows the *Ama* expression at the time of the analysis (active GAL4). In the third instar larval wing disc, both GFP and RFP expression were localized primarily to the region of DFM myoblasts, and in very few IFM myoblasts (asterisk and yellow arrowhead, respectively, Fig 3K). The pattern of *Ama‐GAL4* expression matched the pattern of *Ama in situ* hybridization, thus validating *Ama‐GAL4* as an accurate reporter of *Ama* expression (Fig 3K). Interestingly, GFP was also detected in some IFM myoblasts, thus supporting that *Ama* was indeed expressed in a small subset of IFM myoblasts earlier in development (Figs 3K and EV3C). Accordingly, we detected RFP expression in the developing DFM at 28 h APF by the wing hinge region, but not in the mature DFM of adults, where only GFP was detected (Figs EV3D and 3L). Additionally, only GFP signal was present in mature IFM of adults (Fig EV3E). We conclude that *Ama* is expressed in DFM myoblasts and in a small subset of IFM myoblasts at larval stages. This is consistent with the results from scRNA‐seq showing *Ama* expression in the DFM clusters, along with a small percentage of cells in cluster IFM_1 (Fig 3B).

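Pooled over libraries, Ama was measured at 509 CPM in the DFM-like sub-cluster and at 311 CPM in the IFM_1-like one, against 103 CPM in the IFM_4-like one and 105 and 199 CPM in the largest IFM-like sub-clusters without a name. A UMI of Ama was found in 30.5% of DFM-like cells (median 907 UMIs per cell), 22.1% of IFM_1-like cells (median 876) and 7.82% of IFM_4-like cells (median 926). With cells thinned to 400 UMIs, the shares were 17.0%, 9.91% and 3.57%. Compared within libraries, Ama was higher in IFM_1-like than in IFM_4-like cells in all 8 libraries, with 323 ± 99.4 CPM against 96.6 ± 49.4 CPM (SD, n = 8; log2 fold change 1.66, standard error 0.17, adjusted p = 7.1e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).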

We conclude that DFM and IFM myoblasts are transcriptionally distinct and, in addition to the known markers *ct* and *vg*, these cells express a panel of muscle‐specific markers during larval development. However, the expression of several DFM‐specific markers can be detected in some cells in the IFM myoblast cluster IFM_1, albeit at a lower level.

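Of the 10 DFM markers tested, 8 were higher in DFM-like cells in at least 5 of 6 libraries, and the other two, Ama and lms, in 4 and 3. From the markers that differ between the sub-clusters and their staining in the disc, the paper concludes that both groups of myoblasts have distinct transcriptomes at the larval stage.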

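In the IFM_1-like sub-cluster, 6 DFM markers were tested against the IFM_4-like sub-cluster, and all of them were called higher, with a median log2 fold change of 1.19, both over all genes tested and adjusted over the list alone. The list comes from the study's own samples and so the second count is not independent evidence. Beside Ama, wb (log2 fold change 1.52, standard error 0.18, adjusted p = 7.2e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Alk (log2 fold change 1.31, standard error 0.20, adjusted p = 2.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), kirre (log2 fold change 1.06, standard error 0.21, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Nrt (log2 fold change 0.55, standard error 0.14, adjusted p = 6.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were higher in all 8 libraries. Argk was higher in 6 of 8 (log2 fold change 0.97, standard error 0.12, adjusted p = 2.0e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but not called within the 1151>mCherry-RNAi libraries alone (0.26). For Nrt, 1 library decided the call, as the log2 fold change without 1151-GAL4 replicate 4 was 0.40 and not called. Averaged over the libraries with at least 10 such cells, these genes had lower levels in the IFM_1-like (SD, n = 8) than in the DFM-like sub-cluster (SD, n = 6), with 519 ± 191 against 1231 ± 584 CPM for Argk, 294 ± 108 against 461 ± 157 for wb, 197 ± 79.9 against 425 ± 134 for Alk, 174 ± 79.5 against 676 ± 434 for kirre and 307 ± 63.0 against 784 ± 247 for Nrt, a difference that was not tested. These levels were scaled in another way than those of the tests above and so differ from them for the same cells.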

### Exploring the heterogeneity of IFM and DFM precursors

Next, we set out to determine the basis of cell heterogeneity that drives clustering of DFM and IFM myoblasts into seven clusters. The expression of the marker genes for each cell population was visualized using a dot plot (Fig 4A, and Dataset EV6). We began by examining the expression of *twist* (*twi*) and *Him* that are responsible for keeping myoblasts in an undifferentiated state and whose downregulation is required for differentiation (Anant *et al*, 1998; Soler & Taylor, 2009). Both *twi* and *Him* were highly expressed in two IFM clusters, IFM_1 and IFM_2, indicating that these clusters comprise undifferentiated myoblasts. By contrast, the clusters IFM_3, IFM_4 and IFM_5 likely contained differentiating myoblasts as *twi* and *Him* were downregulated in these cells. 

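The IFM_1-like sub-cluster (865 cells) was compared with the IFM_4-like sub-cluster (1368 cells), since no sub-cluster could be named as IFM_2, IFM_3 or IFM_5. Of 1480 genes tested, 473 were called changed, 256 higher and 217 lower in IFM_1-like cells. Without the library as a block, the alternative that moved the count most, 86 were called. Him was measured at 4379.6 ± 2036 CPM in IFM_1-like and 2104 ± 1121 CPM in IFM_4-like cells (SD, n = 8; log2 fold change 1.11, standard error 0.053, adjusted p = 2.7e-93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in all 8 libraries, though without the library as a block it was not called (1.06). The difference of twi was smaller, with 288 ± 160.1 CPM against 226 ± 70.9 CPM (n = 8; log2 fold change 0.49, standard error 0.14, adjusted p = 0.0036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 6 of 8 libraries. It was not called without 1151-GAL4 replicate 4 (log2 fold change 0.32), with DESeq2 (0.41), without the filter on low counts (0.42) or within the 1151>mCherry-RNAi libraries alone (0.31). Among genes changed the same way in all 8 libraries and not used for naming, kek2 (3.61), pigs (2.50) and CG15628 (2.27) had the largest increases and beat-IIb (-2.85), CG4096 (-1.85) and dup (-1.67) the largest decreases.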

The expression of *twi* and *Him* is controlled by Notch (Anant *et al*, 1998; Rebeiz *et al*, 2002; Bernard *et al*, 2006; Soler & Taylor, 2009). Concordantly, numerous *E(Spl)* genes that are known targets of the Notch pathway and commonly used to assess Notch activity (Zacharioudaki & Bray, 2014) were expressed in IFM_1 and IFM_2 (Figs 4A and EV4A). 

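Of 11 E(spl) genes, 8 had enough UMIs to be tested between IFM_1-like and IFM_4-like cells, and all 8 were called higher in IFM_1-like cells, with a median log2 fold change of 0.84 and a range from 0.45 to 1.09. The count was 8 also when adjusted over the list alone, on genes the study picked from these samples. E(spl)m6-BFM was measured at 2250.2 ± 1670.5 CPM against 1089.7 ± 662 CPM (SD, n = 8; log2 fold change 1.08, standard error 0.066, adjusted p = 9.2e-57 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and E(spl)m3-HLH at 608 ± 298 CPM against 364 ± 179 CPM (n = 8; log2 fold change 0.80, standard error 0.12, adjusted p = 1.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). E(spl)m7-HLH (log2 fold change 0.77, standard error 0.10, adjusted p = 2.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and E(spl)mbeta-HLH (log2 fold change 0.45, standard error 0.054, adjusted p = 2.6e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) changed less. Each of these 4 genes was higher in 7 of 8 libraries. Without the library as a block, none of the 8 genes was called. E(spl)m4-BFM, E(spl)m5-HLH and E(spl)mgamma-HLH could not be tested.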

Interestingly, although the *E(spl)* genes were still expressed in IFM_3, the levels of expression of both *twi* and *Him* were low, indicating that this cluster may represent myoblasts undergoing transition from the undifferentiated state (IFM_1 and IFM_2) to a more differentiated state (IFM_4 and IFM_5). Similarly, we conclude that DFM_1 represents undifferentiated DFM myoblasts because of the high levels of expression of *twi*,* Him* and *E(spl)* genes, and the differentiating myoblasts are grouped into the DFM_2 cluster, which has low *twi*,* Him* and *E(spl)* gene expression. 

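A single DFM-like sub-cluster was found, so that DFM_1 and DFM_2 could not be compared. Its cells were set against all IFM-like cells. The log2 fold change of twi was -0.67 (169 ± 138 CPM against 305 ± 124 CPM, SD, n = 6; standard error 0.29, adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of Him -0.49 (2271 ± 1877 CPM against 2911 ± 1555 CPM, n = 6; standard error 0.20, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither was called. For E(spl)m3-HLH (0.00), E(spl)m6-BFM (-0.28), E(spl)m7-HLH (-0.41) and E(spl)mbeta-HLH (-0.40), no change was called either. With all variable genes used for clustering, twi (-0.61), Him (-0.41) and these E(spl) genes (-0.46, -0.49, -0.43 and -0.48) were called lower in DFM-like cells, which for E(spl)m3-HLH turns the sign of a value that was near 0.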

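In DFM-like cells, E(spl)mdelta-HLH was measured at 189.9 ± 199.7 CPM against 106 ± 67.4 CPM in IFM-like cells (SD, n = 6; log2 fold change 1.06, standard error 0.31, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but it was higher in only 3 of 6 libraries. Without 1151-GAL4 replicate 3 (log2 fold change 1.08) or replicate 4 (0.69), with DESeq2 (0.96) and without the filter on low counts (0.80), it was not called. Its pooled level was 296 CPM in the DFM-like, 129 CPM in the IFM_1-like and 182 CPM in another IFM-like sub-cluster. Compared with IFM_4-like cells, IFM_1-like cells also had a higher level of it (log2 fold change 0.88, standard error 0.23, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).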

Intriguingly, we found specific expression of *E(spl)mdelta‐HLH* in DFM_1, but not in IFM_1‐3 (Fig 4A), suggesting that the Notch‐dependent downstream response in DFM myoblasts may differ from IFM myoblasts. Additionally, we detected the expression of both *Actin 57B* (*Act57B*) and *Actin 87B* (*Act87E*) in the DFM_1 cluster, which is in agreement with previous findings (Butler *et al*, 2003). 

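Act57B was measured at 204 ± 131 CPM in DFM-like and 108 ± 40.9 CPM in IFM-like cells (SD, n = 6; log2 fold change 1.03, standard error 0.31, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Act87E at 185 ± 88.2 and 56.0 ± 19.0 CPM (n = 6; log2 fold change 1.66, standard error 0.34, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were higher in all 6 libraries. Act57B was not called without 1151-GAL4 replicate 3 (log2 fold change 0.80) or replicate 4 (1.04), nor without the filter on low counts (0.78), and Act87E was not called without 1151-GAL4 replicate 3 (1.30).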

Finally, we examined the expression of known markers for muscle differentiation, including genes encoding proteins required for myoblast fusion (*sns*,* robo*,* sli*,* blow*,* mbc*,* Vrp1*,* WASp*,* Arp2*,* rst*,* hbs*,* sing*,* Ced‐12*,* Hem*), myotube attachment (*kon*,* drl*,* if*,* mys*,* Ilk*,* rhea*), sarcomerogenesis (*Act88F*,* Act79B*), and myogenic regulators (*Mef2*,* ewg*), in IFM_4 and IFM_5. However, the RNA levels of these genes were too low to further delineate the differentiated state of these clusters (Dataset EV1).

**Figure 4:**
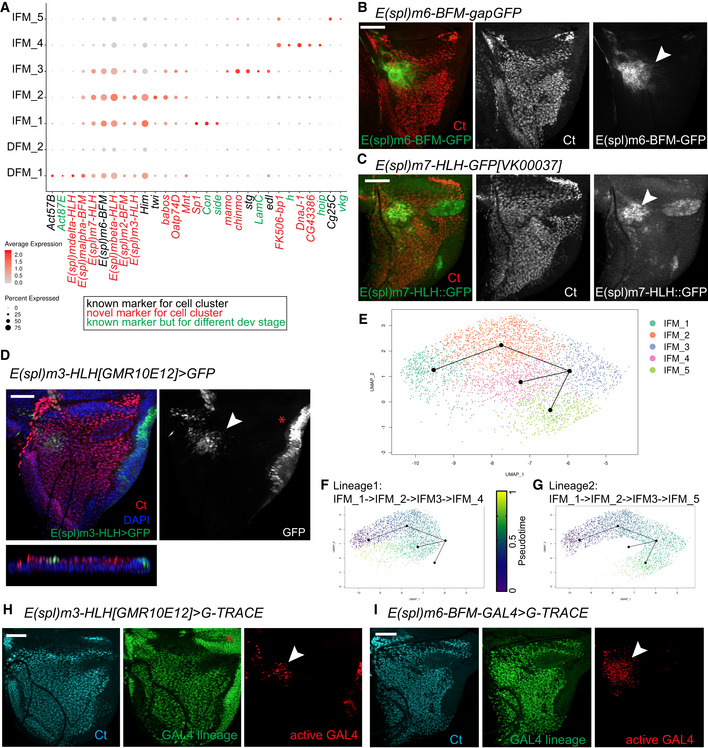
IFM and DFM myoblast clusters uncover different state of differentiation ADot plot showing the expression levels of the top variable genes between myoblasts across 7 clusters of the reference cell atlas dataset.B–DConfocal single plane images of third instar larval wing discs stained with anti‐Ct (red) and (B) *E(spl)m6‐BFM-gapGFP* (green), (C) *E(spl)m7‐HLH[VK00037]‐GFP* (green), or (D) *E(spl)m3‐HLH[GMR10E12]>GFP* (green).E–GSlingshot used for inferring cell lineages and pseudotime among the IFM myoblasts. (E) Two lineages for IFM myoblast clusters visualized in subset of 3,492 cells in UMAP plot of the reference single‐cell atlas dataset. (F) Pseudotime inference in Lineage 1 is from IFM_1 → IFM_2 → IFM_3 → IFM_4. (G) Pseudotime inference in Lineage 2 is from IFM_1 → IFM_2 → IFM_3 → IFM_5.H, IConfocal single plane images of third instar larval wing discs stained with anti‐Ct (cyan) showing the lineage of *GAL4* (green) and the active *GAL4* (red) in (H) *E(spl)m3‐HLH[GMR10E12]>gTRACE* and (I) *E(spl)m6‐BFM-GAL4>gTRACE*.Data information: White arrowheads point to location of IFM_1‐2 cells. Red asterisks indicate expression of *E(spl)m3‐HLH* in epithelial cells. Scale bars: 50 μm. Full genotypes are (B) *w‐; UAS‐GFP*;* E(spl)m3‐HLH[GMR10E12]‐GAL4*, (C) *w*‐; *E(spl)m7‐HLH-GFP[VK00037]*; +, (D) E*(spl)m6‐BFM-gapGFP, (H) w‐; UAS‐gTRACE/+; E(spl)m3‐HLH[GMR10E12]-GAL4/+*, (I) *w‐; UAS‐gTRACE,* E*(spl)m6‐BFM-GAL4*.Source data are available online for this figure.

**Figure EV4:**
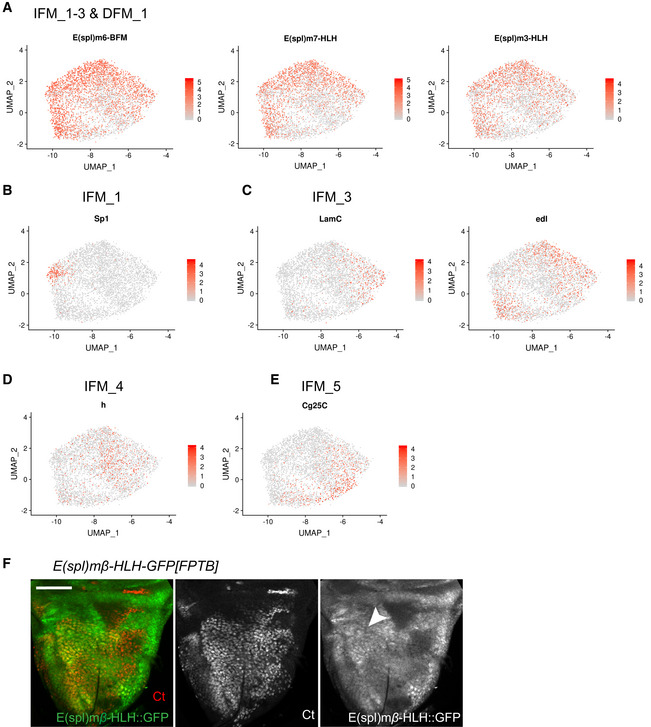
Markers for different state of differentiation. Related to Fig 4 A–EAverage expression level of the genes identified as markers for the myoblast clusters assigned as in the reference atlas dataset. Marker gene for (A) IFM_1‐3 and DFM_1 are *E(spl)‐m6-BFM*,* E(spl)‐m7-HLH, E(spl)‐m3-HLH*, (B) IFM_1 is *Sp1*, (C) IFM_3 are *LamC* and *edl*., (D) IFM_4 is *h* and (E) IFM_5 is *Cg25C*.FConfocal single plane image of third instar larval wing discs *E(spl)‐mbeta‐HLH-GFP[FPTB]* stained with anti‐Ct (red). Scale bar: 50 μm. Full genotype: *y‐ w-*; P{*E(spl)mbeta‐HLH-GFP.FPTB}attP40*.Data information: White arrowheads point to location of IFM_1‐2 cells.

The spatial expression of *E(spl)* genes in third larval wing disc has been extensively studied (Singson *et al*, 1994; de Celis *et al*, 1996b; Wurmbach *et al*, 1999; Lai *et al*, 2000). Interestingly, *E(spl)m6‐BFM*, one of the top markers of IFM_1‐3 clusters (Fig 4A), was expressed in the specific region of the adepithelial layer near the anterior region of the presumptive lateral heminotum (Fig 4B; Wurmbach *et al*, 1999; Lai *et al*, 2000; Aradhya *et al*, 2015). Similarly, we used a reporter for *E(spl)m7‐HLH* and found that it was expressed in a highly localized manner in the adepithelial layer (Fig 4C) and largely matched the expression pattern of *E(spl)m3‐HLH* and *E(spl)mbeta‐HLH* (Figs 4D and EV4F). Since these genes are among the top markers of IFM_1‐2, we conclude that the cells of these clusters are spatially localized to the anterior region of the presumptive lateral heminotum. Cluster IFM_1 can be distinguished from IFM_2 by the expression of *Sp1*,* Connectin* (*Con*) and *sidestep* (*side*) (Figs 4A and EV4B), and to a lower extent by *Ama*,* Argk* and *wb* (Fig 3B). Both *Con* and *side* are also expressed in embryonic muscles (Nose *et al*, 1992). As we have described above, *Ama* was expressed in a localized manner in a small subset of IFM myoblasts (Fig 3I–K), which largely matches the expression pattern of *E(spl)m3‐HLH, E(spl)m7‐HLH* and *E(spl)m6‐BFM*, the markers for IFM_1. Thus, IFM_1 and IFM_2 appear to be spatially localized to the same region of the wing disc notum.

To decipher the relationship between the IFM clusters, we used the computational method Slingshot for inferring cell lineages and pseudotime from the IFM myoblast dataset (Street *et al*, 2018). Cells were ordered from progenitors to differentiated cells (Fig 4E). We identified two lineages: (i) IFM_1 → IFM_2 → IFM_3 → IFM_4 and (ii) IFM_1 → IFM_2 → IFM_3 → IFM_5 (Fig 4F and G), implying that IFM_4 and IFM_5 are quite distinct.

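Slingshot was not available. In its place, the centres of the 5 IFM-like sub-clusters (4250 cells) in the space of the 30 principal components were joined by a minimum spanning tree, the first step of Slingshot, rooted in the IFM_1-like sub-cluster. From this root, a sub-cluster without a name lay 1 step away and the IFM_4-like sub-cluster 2 steps away, and the other sub-clusters branched off it at 3 steps. The IFM_4-like sub-cluster stayed 2 steps from the root with each library left out in turn. These trees kept the components and sub-clusters found with all libraries, so that little change was possible. Without 1151-GAL4 replicate 1, a sub-cluster that had branched off the IFM_4-like one joined the sub-cluster next to the root instead. With all variable genes used for clustering, the IFM_4-like sub-cluster was the end of a branch, also at 2 steps. With centres in UMAP, the order was a single chain in which it lay last, 4 steps from the root.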

To confirm the *in silico* inference of cell lineages, we performed genetic tracing using gTRACE with the markers for IFM_1 and IFM_2, the *GAL4* drivers *E(spl)m3‐HLH* and *E(spl)m6‐BFM*. As expected, RFP (active *GAL4*) was found in the specific region for IFM_1‐2. By contrast, GFP (*GAL4* lineage) was detected in all myoblasts marked with anti‐Ct (Fig 4H and I), thus confirming that the clusters IFM_1‐2 contain precursor cells. Our data are in concordance with previous work, in which the AMPs and their myoblast progenies were identified among the pool of myoblasts associated with the wing discs (Gunage *et al*, 2014).

The Notch signalling is thought to maintain cells in an undifferentiated state. The cells in clusters IFM_1 and IFM_2 showed active Notch signalling based on the expression of the *E(spl)* genes, *twi* and *Him*. Accordingly, pseudotime trajectories and tracing experiments identified the clusters IFM_1‐2 as AMPs, whereas the cells in the clusters IFM_4‐5 correspond to their myoblast progenies and IFM_3 is an intermediate state.

As described above, the cluster IFM_3 likely represented cells transitioning towards differentiation given the low levels of *twi* and *Him*, and the *in silico* pseudotime inference. 

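The IFM_3 markers chinmo and mamo were set aside for naming, and no sub-cluster could be named as IFM_3. An IFM-like sub-cluster of 855 cells, with chinmo and Cg25C as its top genes, scored highest for both IFM_3 (0.4655) and IFM_5 (0.4669). These scores were too close to give it either name. Between IFM_1-like and IFM_4-like cells, edl did not differ (log2 fold change 0.08, standard error 0.15, adjusted p = 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called higher in IFM_1-like cells with all variable genes used for clustering (log2 fold change 1.09) and in 2 sub-clusterings tried after the data were seen, at a resolution of 1.6 (1.05) and on 10 components (0.67). For LamC, 36 and 85 UMIs were too few for a test. In pooled levels, edl was highest in the DFM-like sub-cluster (447 CPM), and LamC in an IFM-like sub-cluster without a name (142 CPM).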

Other top markers for this cluster were *Chronologically inappropriate morphogenesis* (*chinmo*), *maternal gene required for meiosis* (*mamo*), *ETS‐domain lacking* (*edl*) and *Lamin C* (*LamC*) (Figs 4A and EV4C). *LamC* is also implicated in larval muscle function and leg muscle development (Dialynas *et al*, 2010). We used anti‐LamC antibody to examine its expression in the myoblasts by co‐staining with anti‐Zfh1. Interestingly, although LamC was expressed throughout the adepithelial layer, we noticed that its expression was highly variable as some individual cells had a much higher LamC staining than others (Fig 5A). Two *edl‐LacZ* reporters appeared to be expressed in a similar manner, albeit the variation in the expression among the myoblasts were not as pronounced as for LamC (Fig 5B, Appendix Fig S2A). We conclude that IFM_3 comprises cells with high levels of *LamC* and *edl*, and that these cells are distributed throughout the adepithelial layer, unlike the highly localized position for IFM_1 and IFM_2 cells.

**Figure 5:**
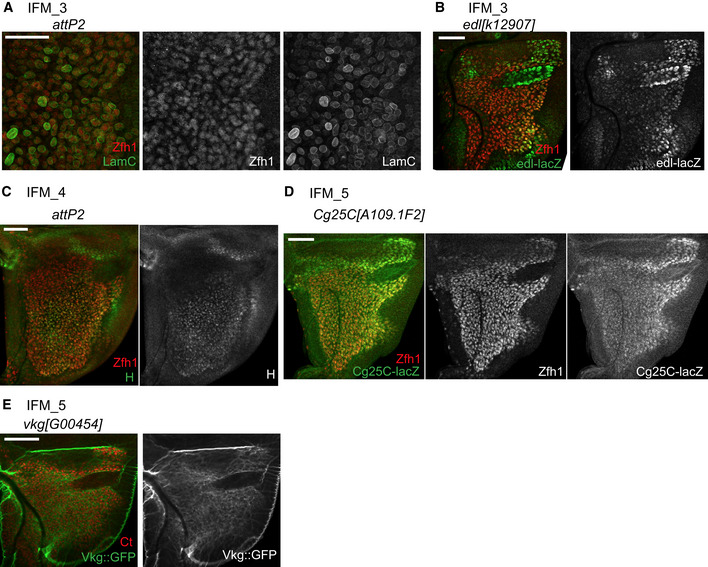
Exploring clusters of IFM myoblasts reveals their heterogeneity A–EConfocal single plane images of third instar larval wing discs stained with (A) anti‐LamC (green) and anti‐Zfh1 (red), (B) *edl[k12907]‐lacZ* (green) and anti‐Zfh1 (red), (C) anti‐H (green) and anti‐Zfh1 (red), (D) *Cg25C[k00405]‐lacZ* (green) and anti‐Zfh1 (red), or (E) *vgk[G00454]‐GFP* (green) and anti‐Ct (red).Data information: Scale bars: 50 μm. Full genotypes: (A, C) *y‐, v-; +; P{CaryP}attP2*, (B) *y‐, w; edl[k12907]; +*, (D) *y‐, w-; Col4a1[A109.1F2]‐lacZ; +*, (E) *w*‐; *vkg‐GFP[G00454]*; +

Next, we examined the expression of the top markers for the two clusters of differentiating myoblasts, IFM_4 and IFM_5. One of the IFM_4 markers was *hoi‐polloi* (*hoip*), which is a regulator of muscle morphogenesis (Johnson *et al*, 2013). Another marker for IFM_4 was *hairy* (*h*), which is also expressed in various embryonic muscles (Fasano *et al*, 1988; Martin *et al*, 2001). As shown in Fig 5C and H was expressed throughout the adepithelial layer, but was largely excluded from the anterior region of the notum where IFM_1 and IFM_2 were located. This is in agreement with the results from our scRNA‐seq indicating that *h* marks a unique myoblast cluster (Figs 4A and EV4D).

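In IFM_4-like cells, h was measured at 353 ± 219.7 CPM against 109 ± 71.6 CPM in IFM_1-like cells (SD, n = 8; log2 fold change -1.63, standard error 0.19, adjusted p = 4.0e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was higher in all 8 libraries. Its pooled level was 257 CPM in the IFM_4-like sub-cluster, 78.1 CPM in the IFM_1-like one, and 174 and 239 CPM in another pair of IFM-like sub-clusters.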

The cells of IFM_5 cluster expressed components of the extra cellular matrix, the collagen type IV, which is encoded by the genes *Cg25C* and *viking* (*vkg*) (Figs 4A and EV4E). Both *Cg25C* and *vkg* play a role in muscle attachments in the embryo (Borchiellini *et al*, 1996; Junion *et al*, 2007; Hollfelder *et al*, 2014). 

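Cg25C was used to name clusters and gives no result of its own between sub-clusters. No sub-cluster could be named as IFM_5. An IFM-like sub-cluster of 855 cells had the highest score for IFM_5 (0.4669), but scored nearly the same for IFM_3 (0.4655) and so stayed without a name. The pooled level of vkg was 26.7 CPM in the IFM_1-like sub-cluster, 73.0 CPM in an IFM-like sub-cluster without a name and 101 CPM in a sub-cluster that could not be assigned to IFM or DFM. With 25 and 65 UMIs, vkg could not be tested between IFM_1-like and IFM_4-like cells.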

In the wing disc, the highest expression of *Cg25C* was in the adepithelial layer located at the posterior scutellum, which was determined by staining wing discs of two *Cg25C‐lacZ* reporter lines with anti‐Zfh1 antibodies (Fig 5D and Appendix Fig S2B). However, the expression of Vkg was detected in myoblasts throughout the adepithelial layer of wing discs, as evidenced by staining two *vkg::GFP* reporter lines (Morin *et al*, 2001) with anti‐Ct antibodies (Fig 5E and Appendix Fig S2B).

In summary, scRNA‐seq robustly clusters both DFM and IFM myoblasts based on their differentiation status. DFM myoblasts are grouped into DFM_1 representing undifferentiated myoblasts and DFM_2 containing myoblasts undergoing differentiation. Notably, for IFM myoblasts we discerned two clusters of undifferentiated myoblasts, IFM_1 and IFM_2, a cluster of cells committing to differentiation, IFM_3, and two clusters of differentiating myoblasts, IFM_4 and IFM_5, of which the latter appears to be involved in the formation of basement membrane. Accordingly, our data discriminate between the AMPs (IFM_1‐2), an intermediate state (IFM_3), and their myoblast progeny (IFM_4‐5), supporting the previously proposed model of myoblast differentiation (Gunage *et al*, 2014).

### RNAi screen validates the functional importance of the novel markers identified by scRNA‐seq

Among the list of specific markers for each myoblast cluster (Figs 3B and 4A, Appendix Fig S3, Datasets EV2, EV3, EV5, and EV6), we noticed a number of novel genes that were not previously linked to the development of the adult flight muscles. To determine the role of these genes in skeletal muscle, we systematically disrupted their function exclusively in the muscle by RNAi (Dietzl *et al*, 2007; Schnorrer *et al*, 2010; Ni *et al*, 2011). First, we scored viability by crossing the publicly available UAS‐RNAi transgenes to the pan‐muscle *Mef2‐GAL4* driver (Fig 6A, Appendix Table S1). If no lethality was observed, adults were tested for their ability to fly as a readout of skeletal muscle function (Fig 6B, Appendix Table S1). If lethality was detected at embryonic or early larval stages, then another driver, *1151*‐GAL4, which is specifically expressed in the myoblast cells that give rise to adult skeletal muscles (Anant *et al*, 1998), was used. Both viability and flight ability were assessed (Fig 6C and D, Appendix Table S2). If available, at least two RNAi line stocks targeting the same gene were tested. A total of 47 RNAi lines targeting 34 genes were screened.

**Figure 6:**
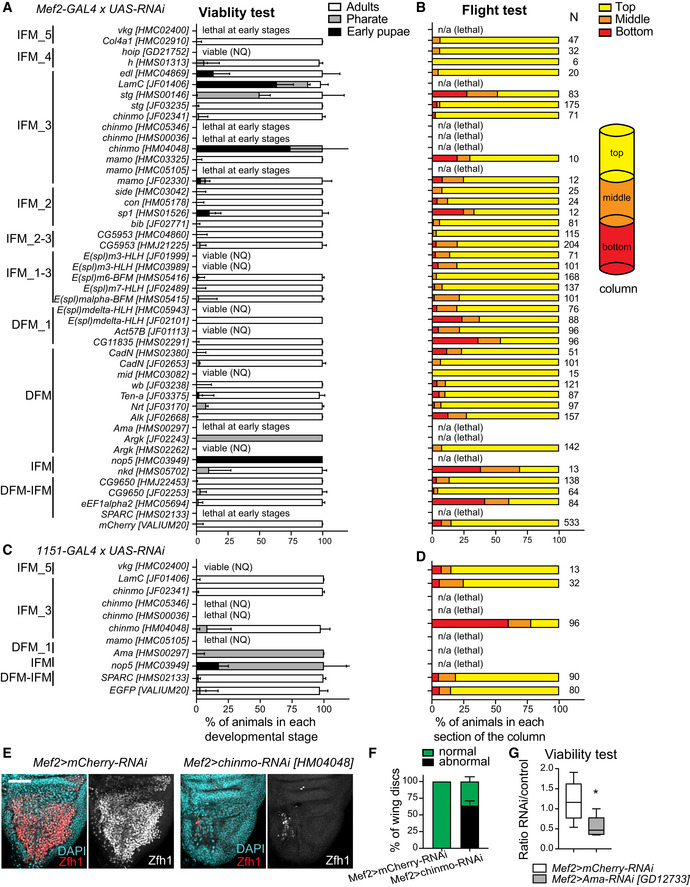
Novel markers are functionally important for the development of the flight muscles A–DThe muscle‐specific (A, B) *Mef2‐GAL4* and (C, D) *1151‐GAL4* drivers were crossed to *UAS‐RNAi* lines to knockdown the expression of the gene markers for the myoblast clusters. (A, C). Viability test quantified by scoring the percentage of viable animals at each developmental stage, including early pupa (black), pharate (grey) and adult (white), relative to the total number of animals. Data are expressed as stacked bars showing the median with interquartile range (*n* ≥ 3 independent biological replicates), unless noted as viable (NQ) and lethal (NQ), which stands for animals that were viable and lethal, respectively, but no quantitative analysis were performed. (B, D). Flight ability scored by quantifying the percentage of flies landing on each section of the column (top, middle and bottom) as indicated on the diagram on the right. Data are expressed as stacked bars. The total number of flies used in each assay was pooled together and displayed next to each bar (*N* ≥ 6). n/a stands for non‐applicable since animals are not viable.EConfocal single plane images of third instar larval wing discs from *Mef2>mCherry‐RNAi,* (left panel) and *Mef2>chinmo[HM04048]‐RNAi* (right panel) stained with anti‐Zfh1 (red) and DAPI (cyan). Scale bars: 50 μm.FQuantification of phenotype displayed in (E). Stacked bars showing the percentage of wing discs scored as either normal or as abnormal. Data are expressed as mean ± SEM, *N* = 32 discs per genotype, *n* = 3 independent experiments.GQuantification of viability test. Since the *UAS‐Ama-RNAi[GD12733]* transgene is inserted on Chromosome X, the genotype of females is *Mef2>Ama‐RNAi,* whereas males are *Mef2>+*. Box plot showing the ratio of flies with genotype of interest (females) over control flies (males). The whiskers show 5–95 percentile, and the middle line the median. *P = 0.014 (Mann–Whitney test, *N* ≥ 6 independent biological replicates). Full genotypes are *w*,* UAS‐Dicer2*; +; *mCherry‐RNAi*/*Mef2‐GAL4* and *w*,* UAS‐Dicer2*,* UAS‐Ama-RNAi[GD12733*]; +; *Mef2‐GAL4*. Source data are available online for this figure.

Thirteen genes scored in at least one test. One of the top candidates from the screen was *Ama*, which was highly expressed in DFM clusters (Fig 3B and I–K). Its inactivation using either *Mef2‐GAL4* or *1151‐GAL4* caused early larval and pupal lethality, respectively (Fig 6A and C). The knock down of *Argk*, another top marker for DFM myoblasts, driven by *Mef2‐GAL4* led to lethality (Fig 6A; Schnorrer *et al*, 2010). Similarly, the depletion of *nkd* and *nop5* resulted in a flight defect and lethality, respectively (Fig 6A and B). Reducing the expression of *SPARC* and *eEf1alpha2* genes, which are shared markers for IFM and DFM, resulted in early lethality and deficient flight ability, respectively (Fig 6A and B). The early lethality of *Mef2>SPARC‐RNAi* (Fig 6A; Schnorrer *et al*, 2010) is likely due to its known function in embryonic mesoderm (Martinek *et al*, 2002), as its inactivation with the driver *1151‐GAL4*, which is specific for adult skeletal muscles precursors, did not show a muscle‐related phenotype (Fig 6C and D). We reasoned that the inactivation of *eEf1alpha2* may exert a broad effect on protein translation and therefore may explain why over 40% of *Mef2>eEf1alpha2*‐*RNAi* animals were flightless (Fig 6B).

Several new markers for IFM_3, including *chinmo*,* string* (*stg*), *mamo* and *LamC*, seem to be required for muscle formation. The inactivation of *chinmo* using *Mef2‐GAL4 and 1151‐GAL4* resulted in lethality (Fig 6A and C; Schnorrer *et al*, 2010). As shown in Fig 6E, depletion of *chinmo* by RNAi induced a severe defect on the number of myoblast cells in the adepithelial layer of the wing imaginal discs. However, the phenotype of *Mef2>chinmo*‐*RNAi* was not fully penetrant (Fig 6F) and precluded us from further investigating the role of *chinmo*. Another marker for IFM_3 is *stg*, whose inactivation with *Mef2‐GAL4* resulted in a 50% reduction in viability and ability to fly (Fig 6A and B). This is likely due to defects in the proliferation of myoblast cells given a well‐established role for *stg* in cell cycle. The depletion of *mamo* with either *Mef2‐GAL4* or *1151‐GAL4* induced lethality at early stages of development (Fig 6A and C). Another hit from the screen was *LamC*, which caused lethality when crossed to *Mef2‐GAL4*, but did not show any defect with *1151‐GAL4* (Fig 6A, C and D), consistent with its role during larval muscle development (Dialynas *et al*, 2010). Similarly, depletion of *vkg*, a marker for IFM_5, resulted in lethality only with the *Mef2‐GAL4* driver (Fig 6A, C and D; Schnorrer *et al*, 2010), in concordance with its known role in muscle attachments in the embryo (Hollfelder *et al*, 2014). Finally, the inactivation of the DFM_1 markers, *E(spl)mdelta‐HLH* and *CG11835*, displayed a mild phenotype in flight test (Fig 6B).

### Amalgam is required for the expansion of the myoblast pool in larval wing discs and muscle formation

We selected *Ama* for further analysis as its knockdown displayed a severe muscle‐related phenotype (Fig 6A and C), which was validated using two genetic approaches. First, an additional independent *UAS‐Ama[GD12733]‐RNAi* line phenocopied the viability defect with *Mef2‐GAL4* driver (Fig 6G). Second, the lethality of *1151>Ama[HMS00297]‐RNAi* animals (Fig 6C) was partially rescued by overexpressing the *UAS‐Ama* ^*OE*^ transgene (Fig 7A). *Ama* encodes an immunoglobulin protein that acts as a cell adhesion molecule during axon guidance in *Drosophila* (Liebl *et al*, 2003). The expression of *Ama* was found preferentially restricted to DFM myoblasts and in very few myoblasts in IFM_1 in the wing disc (Figs 3I–K and EV3C). We began by profiling the proximal *1151>Ama‐RNAi* wing discs by scRNA‐seq, as previously done with the wild‐type single‐cell dataset (Fig 1B). 

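Raw UMI counts per gene and cell barcode were deposited for 3 libraries labelled 1151>Ama-RNAi (replicates 1, 4 and 5), made like the wild-type matrices and without normalization. These libraries held between 1410582 and 2395409 UMIs, with a median of 2308642, against a median of 2344759.5 in the 8 wild-type libraries. They were filtered as the wild-type libraries were and clustered at a resolution of 1.5. Both genotypes were compared by edgeR on UMIs summed per library and class, with 3 against 8 libraries and no block. The target of the knock-down was measured first, over all kept cells in raw CPM. In the libraries labelled 1151>Ama-RNAi, Ama was measured at 74.0 CPM (replicate 1, 93 UMIs), 92.4 CPM (replicate 4, 58 UMIs) and 75.8 CPM (replicate 5, 89 UMIs), 80.7 ± 10.1 CPM on average (SD, n = 3), against 96.9 ± 32.4 CPM in wild type (n = 8, range 30.2 to 123.5; two-sided exact permutation test, p = 0.44, with 0.0061 the smallest p possible). In myoblast-like cells only, the cells in which the driver is active, Ama was measured at 69.97 CPM (3 UMIs), 368 CPM (10 UMIs) and 265 CPM (23 UMIs), or 234 ± 152 CPM (SD, n = 3), against 147 ± 51.5 CPM in wild type (n = 8, range 39.8 to 204; two-sided exact permutation test, p = 0.17). A decrease of Ama was thus not shown in these libraries, with few UMIs in the myoblast-like cells, and their differences from wild type are reported under the label of the files.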

After computational processing, cell clusters were visualized using UMAP (Fig 7B). Cell types, including myoblast, epithelial and tracheal cells, were assigned based on the expression of *zfh1*,* ct*,* Fas3*,* grh* and *trh* (Fig 7C), as in the reference cell atlas (Fig 1E). In total, we captured 3,338 cells across three replicates (Fig EV5A). 

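The 3 matrices held 26949 barcodes, of which 4044 had 200 to 2500 genes and 3841 passed all filters, with median depths of 644 to 696.5 UMIs per cell. Of 15 first clusters, 3 with 1259 cells (32.8% of the filtered cells) were removed because the share of 1 library among their depth-weighted cells was more than 2 times that of an even split, under a limit that was set after the data were seen and replaced an earlier one. None of these cells would have been called myoblast-like. The 2582 cells kept, 986, 514 and 1082 in replicates 1, 4 and 5, fell into 12 clusters, of which 10 with 2398 cells were epithelial-like and 1 with 28 cells was tracheal-like; the paper's reported value is 3338 cells.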

Strikingly, only 180 of these cells were myoblasts (Fig 7B). In contrast, the wild‐type atlas contained 4,544 myoblasts among 11,527 cells (Fig 1C), thus indicating that *Ama*‐depleted myoblasts are severely underrepresented. To confirm this observation, *1151>Ama‐RNAi* late larval wing discs were dissected and stained with anti‐Ct and anti‐Zfh1 antibodies to visualize myoblasts. 

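The single myoblast-like cluster of the libraries labelled 1151>Ama-RNAi held 156 cells, with a median of 776 UMIs per cell, from 36, 23 and 97 cells in replicates 1, 4 and 5. The paper's reported value is 180. A UMI of zfh1 was detected in 56.4% of these cells and in 1.04% of the epithelial-like cells of the same libraries (median 852.5 UMIs). At 400 UMIs per cell, with 19 myoblast-like cells left out as too shallow, the share in myoblast-like cells was 29.9%.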

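As a share of all kept cells, myoblast-like cells made up 37.2% ± 5.30 of the wild-type libraries (SD, n = 8) and 5.70% ± 2.86 of the libraries labelled 1151>Ama-RNAi (SD, n = 3), a difference of -31.5 percentage points (two-sided exact permutation test over libraries, p = 0.0061, the smallest p that 3 libraries against 8 allow). Among the latter, the share was 3.65% in replicate 1 (36 of 986 cells, 95% confidence interval 2.57 to 5.02, exact Clopper-Pearson), 4.47% in replicate 4 (23 of 514 cells, 2.86 to 6.64) and 8.96% in replicate 5 (97 of 1082 cells, 7.33 to 10.8). Every wild-type library lay above all of them, from 29.3% (1151>mCherry-RNAi replicate 6) to 45.8% (1151>mCherry-RNAi replicate 5). Against the 1151>mCherry-RNAi libraries only, the difference was -32.7 points (two-sided exact permutation test, p = 0.029, the smallest possible with 3 against 4). Without any removal of clusters, the alternative that moved it most upward in size, it was -37.9 points. For 100 epithelial-like cells, 61.7 ± 14.1 myoblast-like cells were found in wild type (n = 8) and 6.17 ± 3.29 in the libraries labelled 1151>Ama-RNAi (n = 3). A decrease of Ama itself was not shown in these libraries.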

In agreement with the scRNA‐seq data, there was a drastic reduction in the number of *Ama*‐depleted myoblast cells relative to the control (Fig 7D).

**Figure 7:**
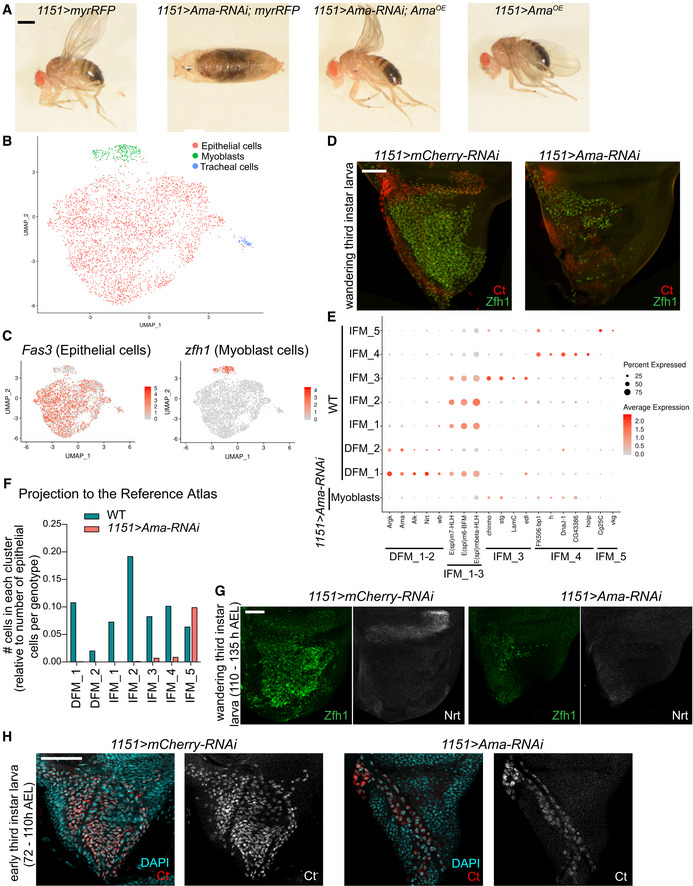
Amalgam is required for the expansion of myoblast pool in larval wing disc ALethality of *1151>Ama‐RNAi*[*HMS00297]* animals at pharate stage was partially rescued by overexpressing the transgene *Ama* ^*OE*^‐cDNA. Representative images of adults and pharate pupa are shown. Full genotypes: *1151‐GAL4; UAS‐myrRFP*; +, *1151‐GAL4; UAS‐myrRFP; UAS‐Ama[HMS00297]‐RNAi*,* 1151‐GAL4; UAS‐Ama* ^*OE*^ */CyO; UAS‐Ama[HMS00297]‐RNAi* and *1151‐GAL4; UAS‐Ama* ^*OE*^ *; +*.BTwo‐dimensional UMAP representation of single‐cell RNA‐seq *1151>Ama‐RNAi* dataset coloured by cell type, including 51 tracheal, 3,107 epithelial and 180 myoblast cells.CAverage expression level of the genes *Fas3* (left panel) and *zfh1* (right panel) in the *1151>Ama‐RNAi* dataset.DConfocal single plane images of *1151>mCherry‐RNAi* and *1151>Ama‐RNAi* wing discs stained with anti‐Ct (red) and anti‐Zfh1 (green).EDot plots showing the expression levels of the top markers for myoblast clusters identified in the reference cell atlas across the cluster of myoblasts in *1151>Ama‐RNAi* and 7 myoblast clusters in control dataset.FThe myoblast cells in *1151>Ama‐RNAi* dataset projected into the reference single‐cell atlas by transferring cell‐type labels using Seurat. The bar graph represents the total number of cells in each cluster normalized to the total number of epithelial cells per genotype.G, HConfocal single plane images of *11511>mCherry‐RNAi* and *1151>Ama‐RNAi* wing discs stained with anti‐Zfh1 (green) and (G) anti‐Nrt (white) at wandering third instar larval stage (110–135 h AEL) or (H) DAPI (red) at early third instar larval wing discs (72–110 h AEL).Data information: Scale bars: 50 μm. Full genotypes: (D, G, H) *1151‐GAL4; +; UAS‐mCherry‐RNAi* and *1151‐GAL4; +; UAS‐Ama[HMS00297]‐RNAi*.Source data are available online for this figure.

**Figure EV5:**
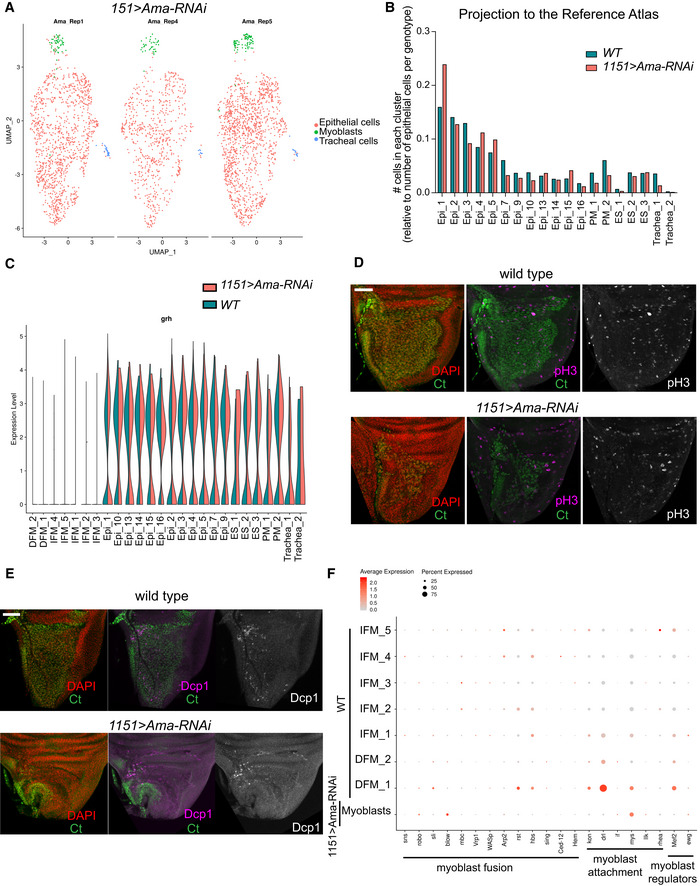
Loss of Amalgam in myoblast of larval wing disc. Related to Fig 7 AUMAP plot of *1151>Ama‐RNAi* from third instar larval wing discs coloured by cell type (myoblast, epithelial and tracheal cells) and split by replicate (Rep1, Rep4 and Rep5). The total number of cells after applying filters was 1,232, 706 and 1,400 for each replicate, respectively.BThe cells from *1151>Ama‐RNAi* dataset were projected into the reference single‐cell atlas. Number of cells in each cluster normalized to the total number of epithelial cells in each genotype is plotted across epithelial cells.CViolin plot representing the distribution of expression levels of the epithelial marker *grh* across all the clusters, split by *1151>Ama‐RNAi* (pink) and reference cell atlas dataset (blue).D, EConfocal single plane images of third instar larval wing discs from *1151>mCherry‐RNAi* and *1151>Ama‐RNAi* stained with anti‐Ct (green), DAPI (red) and (D) anti‐pH3 (magenta) or (E) anti‐Dcp1 (magenta).FDot plots showing the expression levels of the known differentiation genes across the cluster of myoblast cells in *1151>Ama‐RNAi* and the reference cell atlas.Data information: Scale bars: 50 μm. Full genotypes: *1151‐GAL4; +; UAS‐mCherry‐RNAi* and *1151‐GAL4; +; UAS‐Ama[HMS00297]‐RNAi*.

To further characterize *Ama*‐depleted myoblasts, we examined the myoblast cluster markers from the reference cell atlas (Figs 3B and 4A) for their expression in the myoblast cells of *1151>Ama‐RNAi* scRNA‐seq dataset (Fig 7E, Dataset EV7). 

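Between the 156 myoblast-like cells of the 3 libraries labelled 1151>Ama-RNAi and the 5231 of wild type, 3529 genes were tested and 57 were called changed, 25 higher (43.9%) and 32 lower. DESeq2 with its own scaling called 74, of which 48 (64.9%) were higher. Without 1151>Ama-RNAi replicate 1, 19 were called, and without the filter on low counts 104. In TMM-normalized CPM, Ama was measured at 213 ± 127 (SD, n = 3) against 159.8 ± 58.3 (n = 8), a difference that was not called (log2 fold change 0.37, standard error 0.40, adjusted p = 0.83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was above 0 in all 18 settings tried, from 0.03 to 0.80. Among the other DFM markers, Alk was lower, at 23.0 ± 23.2 (n = 3) against 137 ± 40.7 CPM (n = 8; log2 fold change -2.46, standard error 0.59, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as was Nrt, at 94.5 ± 42.1 (n = 3) against 299 ± 86.6 CPM (n = 8; log2 fold change -1.66, standard error 0.41, adjusted p = 0.034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Alk, every library labelled 1151>Ama-RNAi lay below every wild-type library. Neither gene was called once any library labelled 1151>Ama-RNAi was left out. The decreases of Argk (-1.45 (standard error 0.45, adjusted p = 0.13)) and wb (-0.98 (standard error 0.40, adjusted p = 0.32); both edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not called. Argk was called without the filter on low counts (-1.77), with all variable genes used for clustering (-1.71) and without 1151-GAL4 replicate 2 (-1.56). Of the 5 DFM markers, 2 were called over all genes tested and 4 adjusted over the list alone (Alk, Argk, Nrt and wb). The study chose that list on these samples, so the second count is not independent evidence. For the E(spl) genes, E(spl)m6-BFM was measured at 83.1 ± 90.7 (n = 3) against 1432 ± 1024 CPM (n = 8; log2 fold change -3.80, standard error 1.02, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 libraries below all 8. It was called with DESeq2 (-3.91), against the 1151>mCherry-RNAi libraries only (-2.36) and without 1151>mCherry-RNAi replicate 6 (-3.95).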

Strikingly, the expression of the DFM markers *Argk*,* Ama*,* Alk*,* Nrt* and *wb*, as well as IFM_1‐3 markers, including *E(spl)m6‐BFM*,* E(spl)m7‐HLH and E(spl)mbeta‐HLH,* was lost in *Ama*‐depleted myoblasts. Accordingly, the projection of *1151>Ama‐RNAi* cells to the wild‐type reference atlas using the cell‐type label transfer tool in Seurat revealed that *Ama*‐depleted cells were assigned to neither DFM_1‐2 nor IFM_1‐3 clusters (Fig 7F). By contrast, there was no significant change in the assignment of the epithelial cells of *1151>Ama‐RNAi* to the reference atlas (Fig EV5B) or in the expression of the epithelial marker *grh* in these cells (Fig EV5C). 

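When the 156 myoblast-like cells labelled 1151>Ama-RNAi were projected on the wild-type clusters with Seurat's label transfer, 1 cell was assigned to the DFM-like sub-cluster and 1 to the IFM_1-like sub-cluster. On average over libraries, 1.45% ± 2.51 of the cells (SD, n = 3) were IFM_1-like, against 16.5% ± 3.44 in wild type (n = 8), a difference of -15.1 percentage points (two-sided exact permutation test, p = 0.0061, the smallest possible; adjusted p = 0.042 with Benjamini-Hochberg adjustment over the clusters). With each library left out in turn, the difference lay between -16.5 and -14.1 points. For the DFM-like sub-cluster, 0.344% ± 0.595 (n = 3) against 4.37% ± 3.37 (n = 8) was not a difference beyond chance (two-sided exact permutation test, p = 0.067, adjusted p = 0.17). A group of 34 cells was assigned to the IFM_4-like, 27 and 13 to other IFM-like sub-clusters, 59 to a sub-cluster without a name (44.7% ± 18.6 against 3.11% ± 7.78 in wild type, where 1151-GAL4 replicate 4 had 22.3% and no other library more than 1.18%) and 20 to epithelial-like clusters. Wild-type cells sent through the same transfer, 1632 cells of 1151>mCherry-RNAi against a reference of 1151-GAL4, returned to their own sub-cluster in only 21.5% of cases, and 53.7% went to the sub-cluster without a name, so that part of these shifts arises in the transfer itself. In a transfer that returned more of these control cells (42.5%, anchors by canonical correlation, added after the data were seen), the share of IFM_1-like cells was not lower but 10.95 points higher (two-sided exact permutation test, p = 0.29). With the share of wild-type cells taken from that control in place of the clusters themselves, also after the data were seen, the difference was -2.67 points and not past the threshold (two-sided exact permutation test). No decrease of Ama was shown in the libraries so labelled.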

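In the epithelial-like cells, grh was measured at 1130.2 ± 90.1 CPM in the libraries labelled 1151>Ama-RNAi (SD, n = 3) and 1088 ± 278 CPM in wild type (n = 8; log2 fold change 0.06, standard error 0.25, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was detected in 60.2% of these cells (median 852.5 UMIs) and 54.8% of the wild-type cells (median 866), and after thinning in 35.1% and 30.6%. Of 5271 genes tested, 3 were called changed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 225 with an unadjusted p below 0.05. Without the filter on low counts, the alternative that moved the count most, 25 were called. The called genes were Cyp4p2 (42.1 ± 5.50 CPM, n = 3, against 0.855 ± 1.57 CPM, n = 8; log2 fold change 5.89, standard error 0.51, adjusted p = 4.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Hsp70Ba (29.4 ± 4.31 against 5.73 ± 4.38 CPM; log2 fold change 2.73, standard error 0.46, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Him. Hsp70Ba was not called without 1151>Ama-RNAi replicate 1 or 5. Only 3 UMIs of Him were counted in these cells, against 874 in wild type, or 1.44% of the wild-type level (95% exact Poisson interval 0.297 to 4.23). In the label transfer, 47 of 2398 cells went to myoblast sub-clusters. A single epithelial-like cluster received 50.8% ± 6.77 of the cells (n = 3), against 7.30% ± 13.1 in wild type (n = 8; two-sided exact permutation test, p = 0.0061, adjusted p = 0.027), where 1151-GAL4 replicate 4 had 39.0% and the other libraries 0.630% to 8.72%, and the PM_1-like cluster received 0.314% against 1.35% (adjusted p = 0.044, two-sided exact permutation test). Of 2683 wild-type epithelial-like control cells sent through the same transfer, 20.2% returned to their own cluster. The wild-type shares here are those of the clusters themselves and not of a transfer. These tests thus cannot tell a shift of the cells from a shift that the transfer makes.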

Consistent with the loss of expression of the DFM markers in *Ama*‐depleted myoblasts, staining of the *1151>Ama‐RNAi* wing discs with antibodies against the DFM markers Nrt and Zfh1 revealed a complete lack of DFM myoblasts (Fig 7G).

Although the majority of the *Ama‐*depleted myoblast cells were assigned to the IFM_5 cluster (Fig 7F), several IFM_5 markers, including *Cg25C* and *vkg*, were drastically reduced (Fig 7E), implying that the transcriptional programme in *Ama*‐depleted myoblasts is dramatically different from the wild‐type myoblasts. 

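No sub-cluster could be named as IFM_5 without the named genes. For Cg25C, 129.8 ± 44.8 CPM were measured in the myoblast-like cells labelled 1151>Ama-RNAi (SD, n = 3) and 172 ± 119 CPM in wild type (n = 8; log2 fold change -0.32, standard error 0.74, adjusted p = 0.94 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of vkg was -0.14 (standard error 0.71, adjusted p = 0.98 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither was called lower. Cg25C also served to name clusters, so its level may depend on the naming. The largest increases beyond every wild-type library were those of Lim1 (390.2 ± 106 CPM against 6.81 ± 7.62 CPM; log2 fold change 6.36, standard error 0.46, adjusted p = 4.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CG45263 (5.15), Npc2a (5.04), CG11686 (4.16) and CG3168 (3.80). The last of these was not called without 1151>Ama-RNAi replicate 5 (3.11).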

Interestingly, *Ama*‐depleted myoblasts no longer expressed *E(spl)* genes, indicating the loss of the signal to maintain the undifferentiated state. This is additionally reflected in the strongly reduced number of *Ama*‐depleted myoblasts remaining on the early third instar larval wing disc, indicating that upon depletion of *Ama*, the myoblast cells fail to undergo a massive expansion that normally occurs at this stage (Fig 7H; Gunage *et al*, 2014). Moreover, since the reduction in the number of the *Ama*‐depleted myoblasts (Fig 7D) could be due to either an increased apoptosis or a reduction in cell proliferation, the wing discs were stained with anti‐Dcp1, to monitor apoptotic cells, and anti‐phosphohistone H3 (pH3), a marker of mitotic cells. 

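All 3 of the E(spl) genes named for this loss were lower in the libraries labelled 1151>Ama-RNAi, with a median log2 fold change of -1.75. None was called over all genes tested, and E(spl)m6-BFM and E(spl)mbeta-HLH were called adjusted over the list alone, a list that the study chose on these samples. E(spl)mbeta-HLH was still measured at 1037 ± 465 CPM (198 UMIs, SD, n = 3) against 2722 ± 1405 CPM (n = 8; log2 fold change -1.36, standard error 0.48, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without the filter on low counts its log2 fold change of -1.69 was called, as was that of -1.50 without 1151>mCherry-RNAi replicate 6. No change was called for E(spl)m7-HLH (log2 fold change -1.75, standard error 0.83, adjusted p = 0.50 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or E(spl)m3-HLH (log2 fold change -1.22, standard error 0.70, adjusted p = 0.59 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes that keep myoblasts undifferentiated, twi was called lower at 15.2 ± 13.2 (n = 3) against 239 ± 102 CPM (n = 8; log2 fold change -3.75, standard error 0.70, adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), on 3 UMIs against 1565, or 6.77% of the wild-type level (95% exact Poisson interval 1.39 to 19.8). It was not called without 1151>Ama-RNAi replicate 5 (-4.19) or with all variable genes used for clustering (-2.79). The decrease of Him was not called (205 ± 309 CPM, n = 3, against 2609 ± 1181 CPM, n = 8; log2 fold change -3.40, standard error 0.84, adjusted p = 0.099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In replicates 1 and 4, Him had 1 UMI each, and in replicate 5 it had 50. It was called with DESeq2 (-3.52), without that replicate (-6.60) and without 1151>mCherry-RNAi replicate 6 (-3.53).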

We did not observe any increase in these markers in late third instar discs (Fig EV5D and E). We acknowledge that the low number of myoblasts in *1151>Ama‐RNAi* precludes accurate quantification of the phenotypes. We additionally examined the expression of known differentiation markers, including genes involved in myoblast fusion and muscle attachment (Fig EV5F). However, with the exception of *blow* and *mys*, the differentiation markers were not induced as in some wild‐type myoblast clusters. This indicates that *Ama*‐depleted myoblasts are unable to proliferate and blocked from undergoing proper differentiation.

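Of the 23 differentiation genes that the paper names, 13 could be tested in the myoblast-like cells labelled 1151>Ama-RNAi, of which 4 were higher and 9 lower than in wild type, with a median log2 fold change of -1.14. Over all genes tested, 3 were called, all lower, namely Mef2 (log2 fold change -2.14, standard error 0.46, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), drl (log2 fold change -1.75, standard error 0.41, adjusted p = 0.025 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and hbs (log2 fold change -1.97, standard error 0.51, adjusted p = 0.040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of these was called once replicate 1 or replicate 4 of the libraries labelled 1151>Ama-RNAi was left out. Adjusted over the list alone, 6 were called, with blow, mbc and rst added, on a list chosen by the study on these samples. The increase of blow, at 114 ± 18.1 (SD, n = 3) against 32.1 ± 21.1 CPM (n = 8), was not called over all genes (log2 fold change 1.68, standard error 0.55, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although all 3 libraries lay above all 8. Against the 1151>mCherry-RNAi libraries only, blow was called with a log2 fold change of 2.79. No change of mys was called (log2 fold change 0.22, standard error 0.28, adjusted p = 0.86 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Vrp1, WASp, sing, Ced-12, Hem, if, Ilk, Act88F and Act79B, too few UMIs were counted for a test, and robo was not found under that symbol.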

To determine whether the remaining *Ama*‐depleted myoblasts are competent to form muscles, we examined the formation of DFM and IFM in *1151>Ama‐RNAi* at early stages of pupal development. Although myoblasts properly migrated and were detected at early pupae stages in *1151>Ama‐RNAi*, no developing DFM were visible at 40 h APF (Fig 8A). Likewise, no developing IFM were detected in *1151>Ama‐RNAi* at 16 h APF (Fig 8B) nor at 20 h APF (Appendix Fig S4). Notably, larval oblique muscles, which are used as templates for IFM formation, were not found, suggesting that these may not have escaped histolysis. To exclude the possibility that *Ama*‐depleted myoblasts are simply delayed in development and form muscle later, we examined the adult skeletal muscles in *1151*>*Ama*‐*RNAi* pharate animals at 96 h APF. Thoracic sections were stained with Phalloidin and antibodies against Kettin and PS‐integrin to visualize the myofibril structure of DFM and IFM by immunofluorescence. Strikingly, DFM were completely missing in *1151>Ama‐RNA*i in comparison to control animals (Fig 8C). Likewise, IFM muscles were detected in neither transverse nor sagittal thoracic sections (Fig 8D, top and bottom panels, respectively).

**Figure 8:**
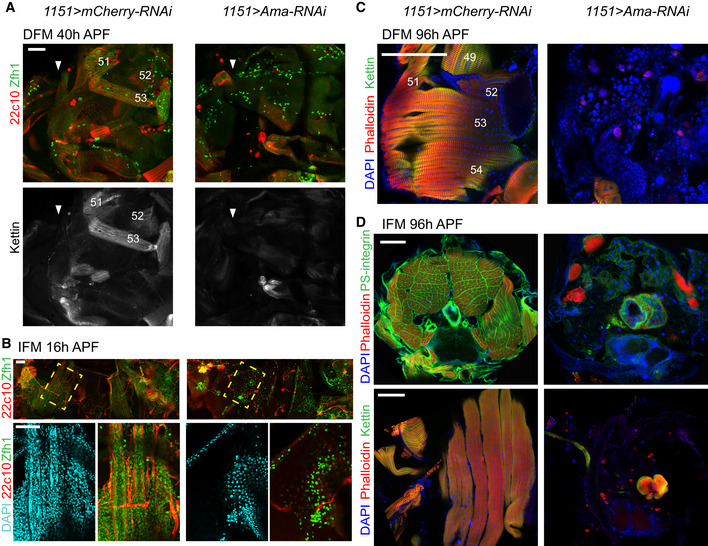
The loss of Amalgam impairs the formation of both IFM and DFM at early stages of developing pupa Confocal single plane images of *1151>Ama‐RNAi* animals and *1151>mCherry‐RNAi*.
AForming DFM at 40 h APF stained with anti‐Zfh1 (green), anti‐Futsch (22c10, red) and anti‐Kettin (white). White arrows point to the wing hinge, wings pointing left, anterior up.BForming IFM (DLM) at 16 h APF, stained with anti‐Futsch (22c10, red), anti‐Zfh1 (green) and DAPI (cyan). Yellow‐dashed box indicates magnified area (bottom panel). Anterior up.CDFM at 96 h APF stained with Phalloidin (red), anti‐Kettin (green) and DAPI (blue). Anterior up, dorsal right. DFM are numbered in white as in (Lawrence, 1982).DIFM at 96 h APF, transverse section (top) stained with anti‐PS-integrin (green), Phalloidin (red) and DAPI (blue), dorsal up; sagittal section (bottom) stained with anti‐Kettin (green), Phalloidin (red) and DAPI (blue), anterior up, dorsal right.Data information: Scale bars: 50 μm (A, B), and 100 μm (C, D). Full genotypes: *1151‐GAL4; +; UAS‐mCherry‐RNAi* and *1151‐GAL4; +; UAS‐Ama[HMS00297]‐RNAi*.

From these data, we conclude that *Ama*‐depleted myoblasts are severely impaired in their proliferation capacity and that the transcriptional programme of the remaining *Ama*‐depleted myoblasts is significantly perturbed. 

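In the libraries labelled 1151>Ama-RNAi, no change was called in the level of zfh1 in myoblast-like cells, which was 1062 ± 306 CPM (SD, n = 3) against 989 ± 298 CPM in wild type (n = 8; log2 fold change 0.10, standard error 0.30, adjusted p = 0.96 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the loss of myoblasts and of marker expression after depletion of Ama, together with the staining of discs, the paper concludes that these myoblasts proliferate poorly and that their transcriptional programme is perturbed. No decrease of Ama was called in these libraries.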

Further, it appears the remaining *Ama*‐depleted myoblasts are unable to differentiate, resulting in a block in myoblast fusion in the developing pupa and complete loss of both the IFM and DFM.

## Discussion

The myoblast cells associated with the larval wing discs give rise to two distinct types of adult flight muscles, the fibrillar IFM and the tubular DFM, with distinct physiology, size, contractile properties and metabolic characteristics. To account for these differences, the myoblasts undergo complex diversification during development that culminates in the expression of fibre‐type‐specific structural genes, among others. However, it is not clear when the major differences in their intrinsic transcriptional programmes arise. With the advancement in single‐cell technologies, it is now feasible to dissect the transcriptomes of individual cells and accurately identify cell types, cell states, gene signatures and major genetic drivers of developmental programmes. In this study, we performed single‐cell RNA‐seq to build a reference atlas of 4,544 myoblast cells associated with the third instar larval wing disc notum. The atlas represents approximately 1.8× cellular coverage based on the estimated number of 2,500 myoblasts per wing disc at this developmental stage (Gunage *et al*, 2014). By querying the cell atlas, we dissected cell heterogeneity across myoblast clusters and explored early events in establishing muscle diversity. Here, we report three main findings.

First, we show that in the third instar larva, the IFM and DFM myoblasts have distinct transcriptional programmes. Our data are in agreement with previous studies showing that the divergence of the myoblast cells correlates with the differential expression of *vg* and *ct* (Sudarsan *et al*, 2001). It has been suggested that Wg emanating from the wing disc epithelium is required for the maintenance of Vg expression and thus helps to spatially subdivide myoblasts into DFM and IFM myoblasts (Sudarsan *et al*, 2001). One implication of our results is that the divergence is not merely because DFM and IFM myoblasts are in distinct regions of the notum defined by the pattern of Wg expression, but rather due to the extensive differences in the transcriptional programmes between IFM and DFM myoblasts that are not limited to *vg* and *ct*. Interestingly, such transcriptional changes occur prior to expression of fibre‐type‐specific genes that are thought to distinguish fibre types at the molecular level (Schiaffino & Reggiani, 2011). At least two distinct regulatory mechanisms mediated by Salm, Exd and Hth govern fibre‐type fate by regulating the expression of components of myofibrillar structure in later myogenesis (Schönbauer *et al*, 2011; Bryantsev *et al*, 2012). The differences in gene expression in the proliferating myoblasts that we report here raise the question of what other factors are contributing to the establishment of muscle diversity at early stages of myogenesis.

Our work identifies a number of cell‐type‐specific markers that distinguish DFM myoblasts from IFM myoblasts and were largely missed in previous studies using bulk RNA‐seq (Spletter *et al*, 2018; Zappia *et al*, 2019). We acknowledge that this list is likely incomplete due to a low depth of sequencing in Drop‐seq. Interestingly, the list of markers includes *trol*,* nkd*,* Alk*,* sty*,* wb*,* mid*,* Con*,* side*,* LamC*,* h*,* hoip* and *vkg*, which are also involved in the formation of embryonic muscles, thus indicating that these genes are reused during the development of the adult skeletal muscle.

Since the myoblasts are associated with the epithelial cells of the wing disc, we also recovered 6,711 epithelial cells and 272 tracheal cells. Although this was not the goal of this work, we mapped 17 epithelial cell clusters to the wing disc fate map and two tracheal cell clusters. Together with two recent studies (Bageritz *et al*, 2019; Deng *et al*, 2019), our work provides a valuable resource for the *Drosophila* community as a part of The Fly Cell Atlas initiative (https://flycellatlas.org/).

The second conclusion of our work is that the populations of IFM and DFM myoblasts are highly heterogeneous, as we identified five IFM and two DFM clusters that represent cells at various states of differentiation. Consistent with the well‐documented role of the Notch pathway in the formation of IFM, we found clusters of myoblasts expressing *E(spl)* genes, which are indicative of Notch activity, and clusters with low expression of *E(spl)* genes, which likely represent more differentiated myoblasts. Such interpretation is supported by pseudotime trajectories and genetic tracing experiments that allowed us to follow the lineage of cells expressing *E(spl)* genes *in vivo*. Thus, we infer that the clusters IFM_1‐2 mostly contain AMPs, whereas the myoblasts in the clusters IFM_4‐5 are likely their progenies. This is consistent with clonal analyses done in a previous report (Gunage *et al*, 2014). Hence, scRNA‐seq reveals the temporal progression of muscle precursor cells across distinct states of differentiation.

Interestingly, the expression of some downstream effectors of the Notch pathway, such as *E(slp)‐mdelta*, differs between the IFM and DFM myoblasts, suggesting that although Notch is the main driving force in the regulatory network, the output is likely modulated by other myoblast‐type‐specific genetic cues. Noteworthy, the expression of *E(spl)m3‐HLH*,* E(spl)m7‐HLH*,* E(spl)mbeta‐HLH* and *E(spl)m6‐BFM* (Figs 4B–D and EV4F; Lai *et al*, 2000), which are the top markers for the clusters IFM_1 and IFM_2, is localized within the adepithelial layer near the anterior region of the presumptive lateral heminotum. These data suggest that, at least, the populations IFM_1 and IFM_2 are spatially restricted. This is in contrast to other clusters, such as IFM_3, which are largely distributed throughout the adepithelial layer. Curiously, in addition to *E(spl)* genes, the cluster IFM_1 expresses several DFM markers, such as *Ama*,* Argk*, and *wb*, and we confirmed the expression of *Ama* in a subset of myoblasts in IFM_1 cluster using three approaches: FISH, *Ama‐GAL4* reporter and genetic tracing experiments. Finally, we disfavour the explanation that the cluster IFM_1 contains cell doublets of IFM and DFM myoblasts as this cluster shows *vg* and low *ct* expression, an IFM hallmark (Sudarsan *et al*, 2001).

Third, our work provides a framework for leveraging scRNA‐seq to identify novel genes that are functionally important in a particular biological process. Concordantly, several novel muscle genes identified here as markers for myoblasts also scored in a large‐scale screen for genes involved in muscle morphogenesis and function (Schnorrer *et al*, 2010). Using the list of marker genes as an entry point for a candidate RNAi screen, we discovered *Ama*, whose inactivation caused severe muscle defects. Ama was shown to act as a ligand for the cell adhesion molecule Nrt during axon guidance in *Drosophila* embryogenesis (Fremion *et al*, 2000). It has been proposed that Ama facilitates Nrt‐mediated adhesion by functioning as a linker between two Nrt‐expressing cells. Intriguingly, both Nrt and Ama are highly expressed in the DFM myoblasts, raising the possibility that Ama may similarly interact with Nrt in the myoblasts to regulate adhesion. We found that depletion of Ama led to a severe reduction in the number of myoblasts, which is most likely due to the failure to undergo expansion during larval stages. Interestingly, Ama was shown to regulate the expression of Cyclin E through the Hippo pathway (Becker *et al*, 2016), which may explain the proliferative defects we report here. Strikingly, the remaining *Ama*‐depleted myoblasts are unable to form myotubes, which is likely caused by the highly abnormal transcriptional profile of the *Ama*‐depleted myoblasts, as revealed by scRNA‐seq. Thus, the failure to properly execute the myogenic transcriptional programme may underlie muscle defects upon the loss of Ama function.

One limitation of this approach is that it may fail to identify low expressed genes, or conversely, the *UAS*‐*RNAi* lines may not be robust enough to display a phenotype with the specific muscle driver. Therefore, the list of candidates that we report here is likely to be incomplete. Nevertheless, this strategy can be applied to other scRNA‐seq datasets to address the functional significance of novel marker genes identified as a part of the scRNA‐seq computational pipeline. Collectively, our work illustrates the power of combining single‐cell genomics with genetic approaches and cell lineage tracing experiments to address important questions in developmental biology.

## Materials and Methods

### Fly maintenance and stocks

All lines used here are listed in Appendix Table S3 (Morin *et al*, 2001; Dietzl *et al*, 2007; Evans *et al*, 2009; Ni *et al*, 2011; Venken *et al*, 2011; Jenett *et al*, 2012; Aradhya *et al*, 2015; Nagarkar‐Jaiswal *et al*, 2015; Kudron *et al*, 2018). All fly crosses were kept at 25°C in vials containing standard cornmeal‐agar medium.

### Ama^OE^ transgene

The clone *UAS*‐*Ama* C‐terminal tagged with FLAG‐HA (UFO01101, Drosophila Genomics Resource Center DGRC 1621050), which contains the gene selectable marker *white* and the site *attB*, is from the Universal Proteomics Resources, a Berkeley Drosophila Genome Project (BDGP) (https://www.fruitfly.org/EST/proteomics.shtml).

The *y[1] w[1118]; PBac{y[+]‐attP-3B}VK00002* line (Bloomington Drosophila Stock Center, BDSC 9723) with an estimated CytoSite 28E7 (Chromosome *2*) was used for PhiC31 integrase‐mediated transgenesis of the *UAS*‐*Ama* ^*OE*^ construct. *Drosophila* embryo injection services from BestGene were used (http://www.thebestgene.com/).

### Fly viability assay

Adult flies able to eclose from the pupal case, dead pharate and dead pupae were counted to score the percentage of flies that made it to each developmental stage. Pupal developmental stages were determined by observing biological markers of metamorphosis. At least 50 flies per genotype were screened in total (unless lethal at early stages), with a minimum of two independent experiments.

Viability assays of *Mef2>Ama‐RNAi [GD12733]* along with matching control were done in the background of *UAS‐Dicer2* to enhance the RNAi machinery. Development was set at 29°C to increase *GAL4* activity. Since RNAi is inserted in Chromosome X, and males carrying RNAi were used to set up the crosses, we scored the number of female (genotype of interest) and number of male (genotype control) from segregating populations. The ratio female/male (genotype of interest/control) was calculated and plotted.

### Flight test

Males no older than a week were collected on CO_2_ and kept at 25°C for at least 24 h for recovery, and then at room temperature for another hour for acclimation. Flies were then flipped into a 2‐l graduated cylinder lined with a 432 mm high piece of paper coated in mineral oil. Flies landed on the paper at different heights depending on their ability to fly. A picture of the unfurled paper was then taken, and the landing spot for each fly was unbiasedly scored as one of the three sections (top, middle or bottom) by an ImageJ plugin (script available upon request). Frequencies were then analysed and plotted. Experiments were carried out at least twice for genotypes presenting a phenotype, at least 25 flies per genotype (except for *Mef2>con[HM05178]‐RNAi*,* Mef2>h[HMS01313]‐RNAi*,* Mef2>mamo[HMC03325]‐RNAi*,* Mef2>mamo[JF02330]‐RNAi*,* Mef2>sp1[HMS01526]*‐*RNAi*,* Mef2>mid[HMC03082]‐RNAi*,* Mef2>nkd[HMS05702]‐RNAi*,* 1151>vkg[HMC02400]‐RNAi*).

### Dissection and immunofluorescence

#### Imaginal wing discs

Larvae were dissected in phosphate‐buffered saline (PBS) pH 7.4 and immediately fixed with 4% formaldehyde in PBS for 30 min (15 min whenever anti‐Ct antibody was used), permeabilized twice in 0.3% Triton X‐100‐PBS for 10 min and blocked in 10% normal donkey serum (NDS) 0.1% Triton X‐100‐PBS for 1 h. Samples were incubated in primary antibodies overnight at 4°C in 10% NDS 0.1% Triton X‐100‐PBS, washed for 5 min three times with 0.1% Triton X‐100‐PBS, then incubated for 1 h with secondary antibodies and dyes in 10% NDS 0.1% Triton X‐100‐PBS. Samples were washed with 0.1% Triton X‐100‐PBS five times for 5 min.

#### Developing pupal flight muscles

Thoraces were dissected as in (Weitkunat & Schnorrer, 2014), fixed for 15 min with 4% formaldehyde in PBS, permeabilized in 0.3% Triton X‐100‐PBS three times for 20 min and blocked in 10% NDS 0.1% Triton X‐100‐PBS for 120 min. Then primary antibody was incubated overnight at 4°C in 10% NDS 0.1% Triton X‐100‐PBS, four 25 min washes in 0.1% Triton X‐100‐PBS, secondary antibody was incubated for 120 min in 10% NDS 0.1% Triton X‐100‐PBS, and four 15 min washes in 0.1% Triton X‐100‐PBS.

#### Adult and pharate flight muscles

For transverse sections, flies were snap‐frozen in liquid nitrogen, cut twice with a razor and fixed for 2 h in 4% formaldehyde in relaxing buffer (20 mM phosphate buffer, pH 7.0; 5 mM MgCl_2_; 5 mM EGTA). For the sagittal IFM and DFM sections, thoraces were cut from the animals, incubated in relaxing buffer for 15 min, fixed for 30 min in 4% formaldehyde in relaxing buffer, cut through the appropriate sagittal plane with a Sharpoint 22.5° Stab Knife (ID#72‐2201) and then fixed for an additional 15 min as described in (Schnorrer *et al*, 2010). All subsequent solutions contained 0.3% Triton X‐100 for transverse and sagittal IFM and 0.5% Triton X‐100 for DFM. Four 15 min washes for transverse and three 10 min for sagittal sections, 2‐h incubations in blocking solution (PBS + 2% bovine serum albumin (BSA) + Triton 100‐X). Sections were incubated with primary antibodies in blocking solution overnight at 4°C, washed four times with PBS solutions, 15 min for transverse and 10 min for sagittal sections. Secondary antibody incubations were 2 h long in 0.3% Triton X‐100 10% NDS‐PBS for transverse and sagittal IFM, and 0.5% Triton X‐100 2% BSA in PBS for DFM sections. Finally, all sections were washed four times for 10 min.

Primary antibodies, secondary antibodies and dyes used in this work are listed in Appendix Table S4. After washing off the secondary antibodies, all samples were stored in 0.5% propyl gallate 50% glycerol at 4°C until mounted on glass slides.

### Fluorescent *in situ* hybridization

Custom probes were designed against Ama‐RA coding sequence by utilizing the Stellaris. FISH Probe Designer v4.2 (Biosearch Technologies, Inc., Petaluma, CA) available online at www.biosearchtech.com/stellarisdesigner. The following parameters were used Oligo length = 18; min. spacing length = 2; masking level = 5. The designer generated 38 probes.

The wing discs were hybridized with the Ama Stellaris FISH Probe set labelled with Quasar 670 fluorophores dye (Biosearch Technologies, Inc.), following the manufacturer's instructions available online as “Protocol for D. Melanogaster Wing Imaginal Discs” at https://biosearchassets.blob.core.windows.net/assets/bti_custom_stellaris_drosophila_protocol.pdf.

### Microscopy

All images were taken with a Zeiss LSM Observer.Z1 laser‐scanning confocal microscope, using 10×/0.30, 20×/0.8, 40×/1.20 and 100×/1.45 objectives. Pinhole was kept at 1 AU, laser and gain was kept consistent within experiments (e.g. keeping the same settings for control and knockdown). For *z*‐stacks, the optimal slice size suggested by the microscope software was used. Orthogonal views were taken from the *z*‐stacks using ImageJ. Only one representative image per experiment is shown.

### Software

The software used were NIH ImageJ 1.52k5 https://imagej.nih.gov/ij/for image visualization, Adobe Photoshop CS6 version 13.0.6 https://www.adobe.com/products/photoshop.html for image editing, GraphPad Prism version 8.0.1 https://www.graphpad.com create all graphs, Adobe Illustrator CC 23.0.2 https://www.adobe.com/products/illustrator.html for figure editing.

### Single‐cell preparation

Wandering third instar larvae *1151‐GAL4* samples and *1151>mCherry‐RNAi* samples were harvested between 110 and 135 h AEL at 25°C. Tissue was dissociated into single‐cell suspension as in Ariss *et al* (2018). Briefly, wing discs were dissected in cold PBS1×, pouch was manually removed with microblade. Notum and hinge were collected and processed for dissociation in a final concentration of 2.5 mg/ml Collagenase (Sigma #C9891) and 1× trypsin (Sigma #59418C) in Rinaldini solution. The microcentrifuge tube was horizontally positioned on a shaker set at 225 rpm for 20 min at RT. Cells were washed twice and resuspended in 0.04% BSA‐PBS. Cell viability and concentration were assessed by staining cells with Trypan blue and counting using a hemocytometer.

### Sample preparation for scRNA‐seq

For Drop‐seq, we followed the protocol version 3.1 (12/28/15) as in Macosko *et al* (2015) posted in http://mccarrolllab.org/dropseq/with the following modifications. The lysis buffer contained 0.4% Sarkosyl (Sigma). The number of cycles in the PCR step post‐exonuclease is 4 and then 12. The cDNA post‐PCR was purified twice with 0.6× Agencourt AMPure XP (Beckman Coultier). The tagmented DNA for sequencing was purified twice: first using 0.6× and the second time using 1× Agencourt AMPure XP (Beckman Coultier).

### High‐throughput sequencing

Quality control of both amplified cDNA and sequencing‐ready library was determined using Agilent TapeStation 4200 instrument. All Drop‐seq libraries were sequenced on a NextSeq instrument (Illumina). Sequencing was done at the University of Illinois at Chicago Sequencing Core (UICSQC).

### Preprocessing raw datasets of scRNA‐seq

The Drop‐seq samples were processed for read alignment and gene expression quantification following Drop‐seq cook‐book (version 1.2 Jan 2016)7 (http://mccarrolllab.com/dropseq/; Macosko *et al*, 2015). We used STAR aligner to align the reads against *Drosophila melanogaster* genome version BDGP6 (Ensembl version 90). Quality of reads and mapping were checked using the program FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Digital Gene Expression (DGE) matrix data obtained from an aligned library were done using the Drop‐seq program DigitalExpression (integrated in Drop‐seq_tools‐1.13). Number of cells that were extracted from aligned BAM file is based on knee plot which extracts the number of reads per cell, then plot the cumulative distribution of reads and select the knee of the distribution.

### scRNA‐seq data analysis

The packages Seurat (version 3.0.0) and R (version 3.5.3) were used to analyse datasets and to generate plots. We followed the standard tutorial instructions from the Seurat website (https://satijalab.org/seurat/; Stuart *et al*, 2019). First, the gene expression matrices were subjected to an initial quality control analysis. Low‐quality cells were filtered out using 200 and 2,500 gene/cell as a low and top cut‐off, respectively, and min.cell = 5. Additionally, markers of cellular stress, such as mitochondrial content, heat shock protein and 28sRNA, were set to less than 10, 6 and 1.5% reads per cell, respectively, to filter out low‐quality cells. A global‐scaling normalization method, which normalized the gene expression values for each cell by the total expression, was used. Then, data were multiplied by a scale factor (10,000) and log‐transformed. Next, linear transformation (or scaling) was applied. The expression of each gene was shifted, so that the mean expression across cells was 0, and was scaled, so that the variance across cells was 1. The four variables mentioned earlier were regressed out when scaling.

Next, an integrative analysis was done to generate the reference cell atlas for the wild‐type wing discs by determining the anchor points in each dataset using Seurat pipeline. The top 2,000 variables genes were used as input for PCA analysis to run linear dimensional reduction. Cells were clustered using a graph‐based method. The first 30 principle components were selected to run non‐linear dimensional reduction (UMAP) using granularity 2.5 for reference atlas and 1.5 for *1151>Ama‐RNAi* dataset. Clusters were visualized with UMAP (Appendix Fig S1A). Clusters of cells that were not evenly distributed among replicates, i.e. more than 50% bias for one or two samples, which indicates a batch effect between samples, were removed from the analysis to minimize technical or dissection bias (red arrows, Appendix Fig S1B). Also, clusters expressing markers of cellular stress and dying cells, such as heat shock protein, high content of mitochondrial genes and rRNA, were removed from the analysis. The number of genes and transcripts per cluster were monitored to find potential multiplets. Finally, clusters were removed if specific markers for both epithelial and myoblast cells were co‐expressed. Then, dataset was reanalysed. The analysis was performed only on the cell barcodes as listed in Dataset EV8. The dimensions of the final datasets are 11,874 genes by 11,527 cells for the reference atlas and 8,483 genes by 3,338 cells for Ama‐knockdown.

The cluster‐specific markers were determined by calculating differential expression using non‐parametric Wilcoxon rank sum test. In the reference atlas, two IFM clusters originally showed same top markers. Thus, to prevent an artefact of overclustering, these two clusters were labelled as IFM_2.

Flybase (http://flybase.org) was used to browse and explore the functional genetic data for the biomarkers in each cell cluster (Thurmond *et al*, 2019).

Cell lineage and pseudotime were inferred using Slingshot (Street *et al*, 2018). Only the IFM clusters of the wild‐type reference dataset were selected for the analysis.

## Author contributions

MPZ and MVF conceived the project, designed the experiments, analysed data, and wrote the manuscript. MPZ performed Drop‐seq on the wing discs of wild type and *Ama*‐RNAi and analysed all the single‐cell RNA‐seq datasets. LdC and HJ generated all immunofluorescences and the data from the screen. LdC also helped MPZ with figure preparation. MMA performed Drop‐seq on the wild‐type wing discs, *Ama* mRNA FISH in wing discs, and made transgenic *UAS*‐*Ama* ^*OE*^. ABMMKI helped with the bioinformatics data analysis of high‐throughput sequencing datasets. All authors reviewed and edited the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Dataset EV8 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

Drop‐seq scRNA‐seq data have been deposited in the NCBI Gene Expression Omnibus database (GEO, https://www.ncbi.nlm.nih.gov/geo/) and are accessible through the accession number GSE138626 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138626). Raw and processed data were also deposited in the European Bioinformatics Institute ArrayExpress (https://www.ebi.ac.uk/arrayexpress/).

## References

[embr201949555-bib-0001] Aldaz S , Morata G , Azpiazu N (2003) The Pax‐homeobox gene eyegone is involved in the subdivision of the thorax of *Drosophila* . Development 130: 4473–4482 1290046210.1242/dev.00643

[embr201949555-bib-0002] Anant S , Roy S , VijayRaghavan K (1998) Twist and Notch negatively regulate adult muscle differentiation in *Drosophila* . Development 125: 1361–1369 950271810.1242/dev.125.8.1361

[embr201949555-bib-0003] Aradhya R , Zmojdzian M , da Ponte JP , Jagla K (2015) Muscle niche‐driven insulin‐Notch‐Myc cascade reactivates dormant adult muscle precursors in *Drosophila* . Elife 4: 1–23 10.7554/eLife.08497PMC474954826650355

[embr201949555-bib-0004] Ariss MM , Islam ABMMK , Critcher M , Zappia MP , Frolov MV (2018) Single cell RNA‐sequencing identifies a metabolic aspect of apoptosis in Rbf mutant. Nat Commun 9: 5024 3047934710.1038/s41467-018-07540-zPMC6258665

[embr201949555-bib-0005] Bageritz J , Willnow P , Valentini E , Leible S , Boutros M , Teleman AA (2019) Gene expression atlas of a developing tissue by single cell expression correlation analysis. Nat Methods 16: 750–756 3136322110.1038/s41592-019-0492-xPMC6675608

[embr201949555-bib-0006] Bate M , Martinez Arias A (1991) The embryonic origin of imaginal discs in *Drosophila* . Development 112: 755–761 193568810.1242/dev.112.3.755

[embr201949555-bib-0007] Bate M , Rushton E , Currie DA (1991) Cells with persistent twist expression are the embryonic precursors of adult muscles in *Drosophila* . Development 113: 79–89 176501010.1242/dev.113.1.79

[embr201949555-bib-0008] Becker H , Renner S , Technau GM , Berger C (2016) Cell‐autonomous and non‐cell‐autonomous function of hox genes specify segmental neuroblast identity in the gnathal region of the embryonic CNS in *Drosophila* . PLoS Genet 12: 1–31 10.1371/journal.pgen.1005961PMC480782927015425

[embr201949555-bib-0009] Benitez E , Bray SJ , Rodriguez I , Guerrero I (2009) Lines is required for normal operation of Wingless, Hedgehog and Notch pathways during wing development. Development 136: 1211–1221 1927017710.1242/dev.021428PMC2685938

[embr201949555-bib-0010] Bernard F , Dutriaux A , Silber J , Lalouette A (2006) Notch pathway repression by vestigial is required to promote indirect flight muscle differentiation in *Drosophila melanogaster* . Dev Biol 295: 164–177 1664388210.1016/j.ydbio.2006.03.022

[embr201949555-bib-0011] Blochlinger K , Bodmer R , Jan LY , Jan YN (1990) Patterns of expression of Cut, a protein required for external sensory organ development in wild‐type and cut mutant *Drosophila* embryos. Genes Dev 4: 1322–1331 197766110.1101/gad.4.8.1322

[embr201949555-bib-0012] Borchiellini C , Coulon J , Le Parco Y (1996) The function of type IV collagen during *Drosophila* muscle development. Mech Dev 58: 179–191 888732610.1016/s0925-4773(96)00574-6

[embr201949555-bib-0013] Brower DL (1987) Ultrabithorax gene expression in *Drosophila* imaginal discs and larval nervous system. Development 101: 83–92 313024410.1242/dev.101.1.83

[embr201949555-bib-0014] Brown S , Castelli‐Gair Hombría J (2000) *Drosophila* grain encodes a GATA transcription factor required for cell rearrangement during morphogenesis. Development 127: 4867–48676 1104440110.1242/dev.127.22.4867

[embr201949555-bib-0015] Brummel TJ , Twombly V , Marqués G , Wrana JL , Newfeld SJ , Attisano L , Massagué J , O'Connor MB , Gelbart WM (1994) Characterization and relationship of dpp receptors encoded by the saxophone and thick veins genes in *Drosophila* . Cell 78: 251–261 804483910.1016/0092-8674(94)90295-x

[embr201949555-bib-0016] Bryant PJ (1975) Pattern formation in the imaginal wing disc of *Drosophila melanogaster*: fate map, regeneration and duplication. J Exp Zool 193: 49–77 80665310.1002/jez.1401930106

[embr201949555-bib-0017] Bryantsev AL , Duong S , Brunetti TM , Chechenova MB , Lovato TL , Nelson C , Shaw E , Uhl JD , Gebelein B , Cripps RM (2012) Extradenticle and homothorax control adult muscle fiber identity in *Drosophila* . Dev Cell 23: 664–673 2297533110.1016/j.devcel.2012.08.004PMC3575643

[embr201949555-bib-0018] Butler MJ , Jacobsen TL , Cain DM , Jarman MG , Hubank M , Whittle JRS , Phillips R , Simcox A (2003) Discovery of genes with highly restricted expression patterns in the *Drosophila* wing disc using DNA oligonucleotide microarrays. Development 130: 659–670 1250599710.1242/dev.00293

[embr201949555-bib-0019] Cavodeassi F , Rodríguez I , Modolell J (2002) Dpp signalling is a key effector of the wing‐body wall subdivision of the *Drosophila* mesothorax. Development 129: 3815–3823 1213592010.1242/dev.129.16.3815

[embr201949555-bib-0020] de Celis JF , Llimargas M , Casanova J (1995) Ventral veinless, the gene encoding the Cf1a transcription factor, links positional information and cell differentiation during embryonic and imaginal development in *Drosophila melanogaster* . Development 121: 3405–3416 758807310.1242/dev.121.10.3405

[embr201949555-bib-0021] de Celis JF , Barrio R , Kafatos FC (1996a) A gene complex acting downstream of *dpp* in *Drosophila* wing morphogenesis. Nature 381: 421–424 863279810.1038/381421a0

[embr201949555-bib-0022] de Celis JF , de Celis J , Ligoxygakis P , Preiss A , Delidakis C , Bray S (1996b) Functional relationships between Notch, Su(H) and the bHLH genes of the E(spl) complex: the E(spl) genes mediate only a subset of Notch activities during imaginal development. Development 122: 2719–2728 878774610.1242/dev.122.9.2719

[embr201949555-bib-0023] Chang Z , Price BD , Bockheim S , Boedigheimer MJ , Smith R (1993) Molecular and genetic characterization of the *Drosophila* tartan gene. Dev Biol 332: 315–332 10.1006/dbio.1993.13108253267

[embr201949555-bib-0024] Cho E , Irvine KD (2004) Action of fat, four‐jointed, dachsous and dachs in distal‐to‐proximal wing signaling. Development 131: 4489–4500 1534247410.1242/dev.01315

[embr201949555-bib-0025] Cohen B , Wimmer EA , Cohen SM (1991) Early development of leg and wing primordia in the *Drosophila* embryo. Mech Dev 33: 229–240 186355810.1016/0925-4773(91)90030-a

[embr201949555-bib-0026] Cohen B , McGuffin ME , Pfeifle C , Segal D , Cohen SM (1992) *apterous*, a gene required for imaginal disc development in *Drosophila* encodes a member of the LIM family of developmental regulatory proteins. Genes Dev 6: 715–729 134954510.1101/gad.6.5.715

[embr201949555-bib-0027] Coleman KG , Poole SJ , Weir MP , Soeller WC , Kornberg T (1987) The invected gene of *Drosophila*: sequence analysis and expression studies reveal a close kinship to the engrailed gene. Genes Dev 1: 19–28 289275610.1101/gad.1.1.19

[embr201949555-bib-0028] Conley CA , Silburn R , Singer MA , Ralston A , Rohwer‐Nutter D , Olson DJ , Gelbart W , Blair SS (2000) Crossveinless 2 contains cysteine‐rich domains and is required for high levels of BMP‐like activity during the formation of the cross veins in *Drosophila* . Development 127: 3947–3959 1095289310.1242/dev.127.18.3947

[embr201949555-bib-0029] Couso JP , Bate M , Martínez‐Arias A (1993) A wingless‐dependent polar coordinate system in *Drosophila* imaginal discs. Science 259: 484–489 842417010.1126/science.8424170

[embr201949555-bib-0030] Crémazy F , Berta P , Girard F (2001) Genome‐wide analysis of Sox genes in *Drosophila melanogaster* . Mech Dev 109: 371–375 1173125210.1016/s0925-4773(01)00529-9

[embr201949555-bib-0031] Deng M , Wang Y , Zhang L , Yang Y , Huang S , Wang J , Ge H , Ishibashi T , Yan Y (2019) Single cell transcriptomic landscapes of pattern formation, proliferation and growth in *Drosophila* wing imaginal discs. Development 146: dev179754 3145560410.1242/dev.179754

[embr201949555-bib-0032] Dialynas G , Speese S , Budnik V , Geyer PK , Wallrath LL (2010) The role of *Drosophila* Lamin C in muscle function and gene expression. Development 137: 3067–3077 2070256310.1242/dev.048231PMC2926956

[embr201949555-bib-0033] Dichtel‐Danjoy M‐L , Caldeira J , Casares F (2009) SoxF is part of a novel negative‐feedback loop in the wingless pathway that controls proliferation in the *Drosophila* wing disc. Development 136: 761–769 1917658210.1242/dev.032854

[embr201949555-bib-0034] Dietzl G , Chen D , Schnorrer F , Su KC , Barinova Y , Fellner M , Gasser B , Kinsey K , Oppel S , Scheiblauer S *et al* (2007) A genome‐wide transgenic RNAi library for conditional gene inactivation in *Drosophila* . Nature 448: 151–156 1762555810.1038/nature05954

[embr201949555-bib-0035] Dobi KC , Schulman VK , Baylies MK (2015) Specification of the somatic musculature in *Drosophila* . Wiley Interdiscip Rev Dev Biol 4: 357–375 2572800210.1002/wdev.182PMC4456285

[embr201949555-bib-0036] Duncan DM , Burgess EA , Duncan I (1998) Control of distal antennal identity and tarsal development in *Drosophila* by spineless‐aristapedia, a homolog of the mammalian dioxin receptor. Genes Dev 12: 1290–1303 957304610.1101/gad.12.9.1290PMC316766

[embr201949555-bib-0037] Dutta D , Shaw S , Maqbool T , Pandya H , VijayRaghavan K (2005) *Drosophila* heartless acts with Heartbroken/Dof in muscle founder differentiation. PLoS Biol 3: e337 1620707510.1371/journal.pbio.0030337PMC1197288

[embr201949555-bib-0038] Englund C , Loren CE , Grabbe C , Varshney GK , Deleuil F , Hallberg B , Palmer RH (2003) Jeb signals through the Alk receptor tyrosine kinase to drive visceral muscle fusion. Nature 425: 512–516 1452344710.1038/nature01950

[embr201949555-bib-0039] Evans CJ , Olson JM , Ngo KT , Kim E , Lee NE , Kuoy E , Patananan AN , Sitz D , Tran PT , Do MT *et al* (2009) G‐TRACE: rapid Gal4‐based cell lineage analysis in *Drosophila* . Nat Methods 6: 603–605 1963366310.1038/nmeth.1356PMC2754220

[embr201949555-bib-0040] Fasano L , Coré N , Kerridge S (1988) Expression of a reporter gene resembles that of its neighbour: an insertion in the hairy gene of *Drosophila* . Roux's Arch Dev Biol 197: 507–512 2830547710.1007/BF00385685

[embr201949555-bib-0041] Fauny JD , Silber J , Zider A (2005) *Drosophila* Lipid Storage Droplet 2 gene (Lsd‐2) is expressed and controls lipid storage in wing imaginal discs. Dev Dyn 232: 725–732 1570413810.1002/dvdy.20277

[embr201949555-bib-0042] Figeac N , Daczewska M , Marcelle C , Jagla K (2007) Muscle stem cells and model systems for their investigation. Dev Dyn 236: 3332–3342 1794830110.1002/dvdy.21345

[embr201949555-bib-0043] Fremion F , Darboux I , Diano M , Hipeau‐Jacquotte R , Seeger MA , Piovant M (2000) Amalgam is a ligand for the transmembrane receptor neurotactin and is required for neurotactin‐mediated cell adhesion and axon fasciculation in *Drosophila* . EMBO J 19: 4463–4472 1097084010.1093/emboj/19.17.4463PMC302056

[embr201949555-bib-0044] Friedrich MVK , Schneider M , Timpl R , Baumgartner S (2000) Perlecan domain V of *Drosophila melanogaster* . Eur J Biochem 267: 3149–3159 1082409910.1046/j.1432-1327.2000.01337.x

[embr201949555-bib-0045] Ghysen A , O'Kane C (1989) Neural enhancer‐like elements as specific cell markers in *Drosophila* . Development 105: 35–52 250918910.1242/dev.105.1.35

[embr201949555-bib-0046] Giraldez AJ , Copley RR , Cohen SM (2002) HSPG modification by the secreted enzyme notum shapes the wingless morphogen gradient. Dev Cell 2: 667–676 1201597310.1016/s1534-5807(02)00180-6

[embr201949555-bib-0047] Gómez‐Skarmeta J‐L , del Corral RD , de la Calle‐Mustienes E , Ferrés‐Marcó D , Modolell J (1996) Araucan and caupolican, two members of the novel iroquois complex, encode homeoproteins that control proneural and vein‐forming genes. Cell 85: 95–105 862054210.1016/s0092-8674(00)81085-5

[embr201949555-bib-0048] Grubbs N , Leach M , Su X , Petrisko T , Rosario JB , Mahaffey JW (2013) New components of *Drosophila* leg development identified through genome wide association studies. PLoS ONE 8: 21–24 10.1371/journal.pone.0060261PMC361335923560084

[embr201949555-bib-0049] Gunage RD , Reichert H , VijayRaghavan K (2014) Identification of a new stem cell population that generates *Drosophila* flight muscles. Elife 3: 1–25 10.7554/eLife.03126PMC417170725135939

[embr201949555-bib-0050] Gunage RD , Dhanyasi N , Reichert H , VijayRaghavan K (2017) *Drosophila* adult muscle development and regeneration. Semin Cell Dev Biol 72: 56–66 2914614410.1016/j.semcdb.2017.11.017

[embr201949555-bib-0051] Hollfelder D , Frasch M , Reim I (2014) Distinct functions of the laminin β LN domain and collagen IV during cardiac extracellular matrix formation and stabilization of alary muscle attachments revealed by EMS mutagenesis in *Drosophila* . BMC Dev Biol 14: 1–20 10.1186/1471-213X-14-26PMC406897424935095

[embr201949555-bib-0052] Ibrahim DM , Biehs B , Kornberg TB , Klebes A (2013) Microarray comparison of anterior and posterior *Drosophila* wing imaginal disc cells identifies novel wing genes. G3 (Bethesda) 3: 1353–1362 2374945110.1534/g3.113.006569PMC3737175

[embr201949555-bib-0053] Jenett A , Rubin GM , Ngo TTB , Shepherd D , Murphy C , Dionne H , Pfeiffer BD , Cavallaro A , Hall D , Jeter J *et al* (2012) A GAL4‐driver line resource for *Drosophila* neurobiology. Cell Rep 2: 991–1001 2306336410.1016/j.celrep.2012.09.011PMC3515021

[embr201949555-bib-0054] Johnson AN , Mokalled MH , Valera JM , Poss KD , Olson EN (2013) Post‐transcriptional regulation of myotube elongation and myogenesis by Hoi polloi. Development 140: 3645–3656 2394251710.1242/dev.095596PMC3742147

[embr201949555-bib-0055] Junion G , Bataillé L , Jagla T , Da Ponte JP , Tapin R , Jagla K (2007) Genome‐wide view of cell fate specification: ladybird acts at multiple levels during diversification of muscle and heart precursors. Genes Dev 21: 3163–3180 1805642710.1101/gad.437307PMC2081981

[embr201949555-bib-0056] Kehl BT , Cho K‐O , Choi K‐W (1998) *mirror*, a *Drosophila* homeobox gene in the iroquois complex, is required for sensory organ and alula formation. Development 125: 1217–1227 947732010.1242/dev.125.7.1217

[embr201949555-bib-0057] Kharchenko PV , Silberstein L , Scadden DT (2014) Bayesian approach to single‐cell differential expression analysis. Nat Methods 11: 740–742 2483692110.1038/nmeth.2967PMC4112276

[embr201949555-bib-0058] Klebes A , Sustar A , Kechris K , Li H , Schubiger G , Kornberg TB (2005) Regulation of cellular plasticity in *Drosophila* imaginal disc cells by the Polycomb group, trithorax group and lama genes. Development 132: 3753–3765 1607709410.1242/dev.01927

[embr201949555-bib-0059] Klein T , Campos‐Ortega JA (1997) klumpfuss, a *Drosophila* gene encoding a member of the EGR family of transcription factors, is involved in bristle and leg development. Development 124: 3123–3134 927295310.1242/dev.124.16.3123

[embr201949555-bib-0060] Kozopas KM , Nusse R (2002) Direct flight muscles in *Drosophila* develop from cells with characteristics of founders and depend on DWnt‐2 for their correct patterning. Dev Biol 243: 312–325 1188404010.1006/dbio.2002.0572

[embr201949555-bib-0061] Kudron MM , Victorsen A , Gevirtzman L , Hillier LW , Fisher WW , Vafeados D , Kirkey M , Hammonds AS , Gersch J , Ammouri H *et al* (2018) The modern resource: genome‐wide binding profiles for hundreds of *Drosophila* and *Caenorhabditis elegans* transcription factors. Genetics 208: 937–949 2928466010.1534/genetics.117.300657PMC5844342

[embr201949555-bib-0062] Kumar RP , Dobi KC , Baylies MK , Abmayr SM (2015) Muscle cell fate choice requires the T‐box transcription factor midline in *Drosophila* . Genetics 199: 777–791 2561458310.1534/genetics.115.174300PMC4349071

[embr201949555-bib-0063] Lai Z , Fortini ME , Rubin GM (1991) The embryonic expression patterns of zfh‐1 and zfh‐2, two *Drosophila* genes encoding novel zinc‐finger homeodomain proteins. Mech Dev 34: 123–134 168037710.1016/0925-4773(91)90049-c

[embr201949555-bib-0064] Lai EC , Bodner R , Posakony JW (2000) The enhancer of split complex of *Drosophila* includes four Notch‐regulated members of the bearded gene family. Development 127: 3441–3455 1090317010.1242/dev.127.16.3441

[embr201949555-bib-0065] Lawrence PA (1982) Cell lineage of the thoracic muscles of *Drosophila* . Cell 29: 493–503 711644710.1016/0092-8674(82)90166-0

[embr201949555-bib-0066] Lawrence PA , Brower DL (1982) Myoblasts from *Drosophila* wing disks can contribute to developing muscles throughout the fly. Nature 295: 55–57

[embr201949555-bib-0067] Lee H , Norris A , Weiss JB , Frasch M (2003) Jelly belly protein activates the receptor tyrosine kinase Alk to specify visceral muscle pioneers. Nature 425: 507–512 1452344610.1038/nature01916

[embr201949555-bib-0068] Levine M , Hafen E , Garber RL , Gehring WJ (1983) Spatial distribution of Antennapedia transcripts during *Drosophila* development. EMBO J 2: 2037–2046 641682810.1002/j.1460-2075.1983.tb01697.xPMC555406

[embr201949555-bib-0069] Liebl EC , Rowe RG , Forsthoefel DJ , Stammler AL , Schmidt ER , Turski M , Seeger MA (2003) Interactions between the secreted protein Amalgam, its transmembrane receptor neurotactin and the Abelson tyrosine kinase affect axon pathfinding. Development 130: 3217–3226 1278379210.1242/dev.00545

[embr201949555-bib-0070] Linneweber GA , Winking M , Fischbach KF (2015) The cell adhesion molecules Roughest, Hibris, Kin of irre and Sticks and Stones are required for long range spacing of the *Drosophila* wing disc sensory sensilla. PLoS ONE 10: 1–21 10.1371/journal.pone.0128490PMC445999726053791

[embr201949555-bib-0071] Llimargas M , Strigini M , Katidou M , Karagogeos D , Casanova J (2004) Lachesin is a component of a septate junction‐based mechanism that controls tube size and epithelial integrity in the *Drosophila* tracheal system. Development 131: 181–190 1468118310.1242/dev.00917

[embr201949555-bib-0072] Lunde K , Biehs B , Bier E , Nauber U (1998) The knirps and knirps‐related genes organize development of the second wing vein in *Drosophila* . Development 125: 4145–4154 975366910.1242/dev.125.21.4145

[embr201949555-bib-0073] Macosko EZ , Basu A , Satija R , Nemesh J , Shekhar K , Goldman M , Tirosh I , Bialas AR , Kamitaki N , Martersteck EM *et al* (2015) Highly parallel genome‐wide expression profiling of individual cells using nanoliter droplets. Cell 161: 1202–1214 2600048810.1016/j.cell.2015.05.002PMC4481139

[embr201949555-bib-0074] Mardon G , Solomon NM , Rubin GM (1994) dachshund encodes a nuclear protein required for normal eye and leg development in *Drosophila* . Development 120: 3473–3486 782121510.1242/dev.120.12.3473

[embr201949555-bib-0075] Martin D , Chiquet‐Ehrismann R , Baumgartner S , Zusman S , Li X , Williams EL , Khare N , DaRocha S (1999) wing blister, A new *Drosophila* laminin chain required for cell adhesion and migration during embryonic and imaginal development. J Cell Biol 145: 191–201 1018937810.1083/jcb.145.1.191PMC2148222

[embr201949555-bib-0076] Martin BS , Ruiz‐Gómez M , Landgraf M , Bate M (2001) A distinct set of founders and fusion‐competent myoblasts make visceral muscles in the *Drosophila* embryo. Development 128: 3331–3338 1154674910.1242/dev.128.17.3331

[embr201949555-bib-0077] Martinek N , Zou R , Berg M , Sodek J , Ringuette M (2002) Evolutionary conservation and association of SPARC with the basal lamina in *Drosophila* . Dev Genes Evol 212: 124–133 1197695010.1007/s00427-002-0220-9

[embr201949555-bib-0078] Mohit P , Makhijani K , Madhavi MB , Bharathi V , Lal A , Sirdesai G , Reddy VR , Ramesh P , Kannan R , Dhawan J *et al* (2006) Modulation of AP and DV signaling pathways by the homeotic gene Ultrabithorax during haltere development in *Drosophila* . Dev Biol 291: 356–367 1641404010.1016/j.ydbio.2005.12.022

[embr201949555-bib-0079] Morin X , Daneman R , Zavortink M , Chia W (2001) A protein trap strategy to detect GFP‐tagged proteins expressed from their endogenous loci in *Drosophila* . Proc Natl Acad Sci USA 98: 15050–15055 1174208810.1073/pnas.261408198PMC64981

[embr201949555-bib-0080] Muller D , Jagla T , Bodart LM , Jahrling N , Dodt H , Jagla K , Frasch M (2010) Regulation and functions of the lms homeobox gene during development of embryonic lateral transverse muscles and direct flight muscles in *Drosophila* . PLoS ONE 5: e14323 2117952010.1371/journal.pone.0014323PMC3002276

[embr201949555-bib-0081] Nagarkar‐Jaiswal S , Lee PT , Campbell ME , Chen K , Anguiano‐Zarate S , Gutierrez MC , Busby T , Lin WW , He Y , Schulze KL *et al* (2015) A library of MiMICs allows tagging of genes and reversible, spatial and temporal knockdown of proteins in *Drosophila* . Elife 2015: 1–28 10.7554/eLife.05338PMC437949725824290

[embr201949555-bib-0082] de Navascues J , Modolell J (2007) tailup, a LIM‐HD gene, and Iro‐C cooperate in *Drosophila* dorsal mesothorax specification. Development 134: 1779–1788 1740911310.1242/dev.02844

[embr201949555-bib-0083] Ng M , Diaz‐Benjumea FJ , Cohen SM (1995) Nubbin encodes a POU‐domain protein required for proximal‐distal patterning in the *Drosophila* wing. Development 121: 589–599 776819510.1242/dev.121.2.589

[embr201949555-bib-0084] Ng T , Yu F , Roy S (2006) A homologue of the vertebrate SET domain and zinc finger protein Blimp‐1 regulates terminal differentiation of the tracheal system in the *Drosophila* embryo. Dev Genes Evol 216: 243–252 1650607110.1007/s00427-005-0044-5

[embr201949555-bib-0085] Ni JQ , Zhou R , Czech B , Liu LP , Holderbaum L , Yang‐Zhou D , Shim HS , Tao R , Handler D , Karpowicz P *et al* (2011) A genome‐scale shRNA resource for transgenic RNAi in *Drosophila* . Nat Methods 8: 405–407 2146082410.1038/nmeth.1592PMC3489273

[embr201949555-bib-0086] Nose A , Mahajan VB , Goodman CS (1992) Connectin: a homophilic cell adhesion molecule expressed on a subset of muscles and the motoneurons that innervate them in *Drosophila* . Cell 70: 553–567 150502410.1016/0092-8674(92)90426-d

[embr201949555-bib-0087] Pitsouli C , Perrimon N (2010) Embryonic multipotent progenitors remodel the *Drosophila* airways during metamorphosis. Development 137: 3615–3624 2094022510.1242/dev.056408PMC2964094

[embr201949555-bib-0088] Posakony LG , Raftery LA , Gelbart WM (1991) Wing formation in *Drosophila melanogaster* requires decapentaplegic gene function along the anterior‐posterior compartment boundary. Mech Dev 33: 69–82 10.1016/0925-4773(90)90136-a2129012

[embr201949555-bib-0089] Rebeiz M , Reeves NL , Posakony JW (2002) SCORE: a computational approach to the identification of cis‐regulatory modules and target genes in whole‐genome sequence data. Proc Natl Acad Sci USA 99: 9888–9893 1210728510.1073/pnas.152320899PMC125053

[embr201949555-bib-0090] Sato M , Kornberg TB (2002) FGF is an essential mitogen and chemoattractant for the air sacs of the *Drosophila* tracheal system. Dev Cell 3: 195–207 1219485110.1016/s1534-5807(02)00202-2

[embr201949555-bib-0091] Schiaffino S , Reggiani C (2011) Fiber types in mammalian skeletal muscles. Physiol Rev 91: 1447–1531 2201321610.1152/physrev.00031.2010

[embr201949555-bib-0092] Schnorrer F , Schönbauer C , Langer CCH , Dietzl G , Novatchkova M , Schernhuber K , Fellner M , Azaryan A , Radolf M , Stark A *et al* (2010) Systematic genetic analysis of muscle morphogenesis and function in *Drosophila* . Nature 464: 287–291 2022084810.1038/nature08799

[embr201949555-bib-0093] Schönbauer C , Distler J , Jährling N , Radolf M , Dodt H‐U , Frasch M , Schnorrer F (2011) Spalt mediates an evolutionarily conserved switch to fibrillar muscle fate in insects. Nature 479: 406–409 2209470110.1038/nature10559

[embr201949555-bib-0094] Simcox AA , Grumbling G , Schnepp B , Bennington‐Mathias C , Hersperger E , Shearn A (1996) Molecular, phenotypic, and expression analysis of vein, a gene required for growth of the *Drosophila* wing disc. Dev Biol 177: 475–489 880682510.1006/dbio.1996.0179

[embr201949555-bib-0095] Singson A , Leviten MW , Bang AG , Hua XH , Posakony JW (1994) Direct downstream targets of proneural activators in the imaginal disc include genes involved in lateral inhibitory signaling. Genes Dev 8: 2058–2071 795887810.1101/gad.8.17.2058

[embr201949555-bib-0096] Siviter RJ , Taylor CAM , Cottam DM , Denton A , Dani MP , Milner MJ , Shirras AD , Isaac RE (2002) Ance, a *Drosophila* angiotensin‐converting enzyme homologue, is expressed in imaginal cells during metamorphosis and is regulated by the steroid, 20‐hydroxyecdysone. Biochem J 367: 187–193 1209336410.1042/BJ20020567PMC1222869

[embr201949555-bib-0097] Soler C , Taylor MV (2009) The Him gene inhibits the development of *Drosophila* flight muscles during metamorphosis. Mech Dev 126: 595–603 1932408510.1016/j.mod.2009.03.003

[embr201949555-bib-0098] Spletter ML , Barz C , Yeroslaviz A , Zhang X , Lemke SB , Bonnard A , Brunner E , Cardone G , Basler K , Habermann BH *et al* (2018) A transcriptomics resource reveals a transcriptional transition during ordered sarcomere morphogenesis in flight muscle. Elife 7: e34058 2984617010.7554/eLife.34058PMC6005683

[embr201949555-bib-0099] St Pierre SE , Galindo MI , Couso JP , Thor S (2002) Control of *Drosophila* imaginal disc development by rotund and roughened eye: differentially expressed transcripts of the same gene encoding functionally distinct zinc finger proteins. Development 129: 1273–1281 1187492210.1242/dev.129.5.1273

[embr201949555-bib-0100] Street K , Risso D , Fletcher RB , Das D , Ngai J , Yosef N , Purdom E , Dudoit S (2018) Slingshot: cell lineage and pseudotime inference for single‐cell transcriptomics. BMC Genom 19: 1–16 10.1186/s12864-018-4772-0PMC600707829914354

[embr201949555-bib-0101] Stuart T , Butler A , Hoffman P , Hafemeister C , Papalexi E , Mauck WM , Hao Y , Stoeckius M , Smibert P , Satija R (2019) Comprehensive integration of single‐cell data. Cell 177: 1888–1902.e21 3117811810.1016/j.cell.2019.05.031PMC6687398

[embr201949555-bib-0102] Sturtevant MA , Roark M , Bier E (1993) The *Drosophila* rhomboid gene mediates the localized formation of wing veins and interacts genetically with components of the EGF‐R signaling pathway. Genes Dev 7: 961–973 850493510.1101/gad.7.6.961

[embr201949555-bib-0103] Sudarsan V , Anant S , Guptan P , Vijayraghavan K , Skaer H (2001) Myoblast diversification and ectodermal signaling in *Drosophila* . Dev Cell 1: 829–839 1174094410.1016/s1534-5807(01)00089-2

[embr201949555-bib-0104] Sun YH , Tsai CJ , Green MM , Chao JL , Yu CT , Jaw TJ , Yeh JY , Bolshakov VN (1995) White as a reporter gene to detect transcriptional silencers specifying position‐specific gene expression during *Drosophila melanogaster* eye development. Genetics 141: 1075–1086 858261410.1093/genetics/141.3.1075PMC1206831

[embr201949555-bib-0105] Tabata T , Kornberg TB (1994) Hedgehog is a signaling protein with a key role in patterning *Drosophila* imaginal discs. Cell 76: 89–102 828748210.1016/0092-8674(94)90175-9

[embr201949555-bib-0106] Terriente J , Perea D , Suzanne M , Díaz‐Benjumea FJ (2008) The *Drosophila* gene zfh2 is required to establish proximal‐distal domains in the wing disc. Dev Biol 320: 102–112 1857115510.1016/j.ydbio.2008.04.028

[embr201949555-bib-0107] Thurmond J , Goodman JL , Strelets VB , Attrill H , Gramates LS , Marygold SJ , Matthews BB , Millburn G , Antonazzo G , Trovisco V *et al* (2019) FlyBase 2.0: the next generation. Nucleic Acids Res 47: D759–D765 3036495910.1093/nar/gky1003PMC6323960

[embr201949555-bib-0108] Tsuneizumi K , Nakayama T , Kamoshida Y , Kornberg TB , Christian JL , Tabata T (1997) Daughters against dpp modulates dpp organizing activity in *Drosophila* wing development. Nature 389: 627–631 933550610.1038/39362

[embr201949555-bib-0109] Usui K , Goldstone C , Gibert J‐M , Simpson P (2008) Redundant mechanisms mediate bristle patterning on the *Drosophila* thorax. Proc Natl Acad Sci USA 105: 20112–20117 1910406110.1073/pnas.0804282105PMC2629283

[embr201949555-bib-0110] Venken KJT , Schulze KL , Haelterman NA , Pan H , He Y , Evans‐Holm M , Carlson JW , Levis RW , Spradling AC , Hoskins RA *et al* (2011) MiMIC: a highly versatile transposon insertion resource for engineering *Drosophila melanogaster* genes. Nat Methods 8: 737–747 2198500710.1038/nmeth.1662PMC3191940

[embr201949555-bib-0111] Volk T , VijayRaghavan K (1994) A central role for epidermal segment border cells in the induction of muscle patterning in the *Drosophila* embryo. Development 120: 59–70 811913210.1242/dev.120.1.59

[embr201949555-bib-0112] Vorbrüggen G , Önel S , Jäckle H (2000) Restricted expression and subnuclear localization of the *Drosophila* gene Dnop5, a member of the Nop/Sik family of the conserved rRNA processing factors. Mech Dev 90: 305–308 1064071710.1016/s0925-4773(99)00249-x

[embr201949555-bib-0113] Weitkunat M , Schnorrer F (2014) A guide to study *Drosophila* muscle biology. Methods 68: 2–14 2462546710.1016/j.ymeth.2014.02.037

[embr201949555-bib-0114] Whitworth AJ , Russell S (2003) Temporally dynamic response to wingless directs the sequential elaboration of the proximodistal axis of the *Drosophila* wing. Dev Biol 254: 277–288 1259124710.1016/s0012-1606(02)00036-2

[embr201949555-bib-0115] Williams JA , Bell JB , Carroll SB (1991) Control of *Drosophila* wing and haltere development by the nuclear vestigial gene product. Genes Dev 5: 2481–2495 175243910.1101/gad.5.12b.2481

[embr201949555-bib-0116] Wurmbach E , Wech I , Preiss A (1999) The enhancer of split complex of *Drosophila melanogaster* harbors three classes of Notch responsive genes. Mech Dev 80: 171–180 1007278410.1016/s0925-4773(98)00212-3

[embr201949555-bib-0117] Yao JG , Weasner BM , Wang LH , Jang CC , Weasner B , Tang CY , Salzer CL , Chen CH , Hay B , Sun YH *et al* (2008) Differential requirements for the Pax6(5a) genes eyegone and twin of eyegone during eye development in *Drosophila* . Dev Biol 315: 535–551 1827594710.1016/j.ydbio.2007.12.037PMC2702218

[embr201949555-bib-0118] Zacharioudaki E , Bray SJ (2014) Tools and methods for studying Notch signaling in *Drosophila melanogaster* . Methods 68: 173–182 2470435810.1016/j.ymeth.2014.03.029PMC4059942

[embr201949555-bib-0119] Zappia MP , Rogers A , Islam ABMMK , Frolov MV (2019) Rbf activates the myogenic transcriptional program to promote skeletal muscle differentiation. Cell Rep 702–719 3065036110.1016/j.celrep.2018.12.080PMC6344057

How the deposited data were processed for this re-analysis (not part of the article)

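Wing discs of wandering larvae were profiled by Drop-seq in 8 wild-type libraries, 4 of 1151-GAL4 (replicates 1 to 4) and 4 of 1151>mCherry-RNAi (replicates 1, 5, 6 and 7), and in 3 libraries labelled 1151>Ama-RNAi (replicates 1, 4 and 5). For every library, the authors aligned the reads with STAR to BDGP6, counted transcripts per cell barcode and gene with the DigitalExpression program of the Drop-seq tools, and deposited the raw UMI counts without normalization. Every value in the matrices is a whole number, and barcodes with fewer than 200 genes are present, so that the paper's limits on genes per cell had not been applied. The paper chose the number of cells per library from the knee of the reads per barcode. Genes carry symbols only, and no coordinates are given because the files name none.

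Between 1335977 and 10548893 UMIs were counted per wild-type library and between 1410582 and 2395409 per library labelled 1151>Ama-RNAi. Of all libraries, 1151-GAL4 replicates 3 and 4 were the deepest with 8250539 and 10548893 UMIs, and the others held at most 2947813. After filtering, 1310, 1430, 5353 and 6880 cells were left in 1151-GAL4 replicates 1 to 4, 610, 1410, 1656 and 2671 cells in 1151>mCherry-RNAi replicates 1, 5, 6 and 7, and 1488, 819 and 1534 cells in 1151>Ama-RNAi replicates 1, 4 and 5. Shares of cells with a UMI are given beside the share in a class that should lack the gene, and again with every cell thinned to 400 UMIs.

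The data were processed in R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, DESeq2 1.42.0, Matrix 1.6.5, data.table 1.17.8, igraph 2.1.4 and uwot 0.2.3, and in Python 3.11.15 with scanpy 1.11.5 and numpy 2.4.6. Cells with 200 to 2500 genes, less than 10% mitochondrial UMIs, less than 6% heat shock UMIs and less than 1.5% 28S rRNA UMIs were kept, as the paper states, and genes found in at least 5 cells. Libraries were log-normalized with a scale factor of 10000 and integrated by anchors on 2000 variable genes, the number of genes and the mitochondrial, heat shock and rRNA shares were regressed out, and clusters were called on 30 principal components at a resolution of 2.5 (wild type) and 1.5 (libraries labelled 1151>Ama-RNAi), with a random seed of 42. The paper's Slingshot was not installed, and the order of clusters was computed by a minimum spanning tree of cluster centres.

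Because a gene that defines a cluster cannot be tested in it, 123 genes that the text names were left out of the variable genes. Clusters were named from markers that the paper's figures and tables give besides these genes. A marker list counted for a cluster when at least 3 of its genes were detected in at least 0.1 of the cells, and class, region and sub-cluster names required a score beyond the midpoint (0.5) of the range, a margin of 0.5 for regions and of 0.2 for sub-clusters. Clusters were removed when they were uneven between libraries, carried both myoblast and epithelial markers, had a median UMI number above 3 times the overall median, or were led by stress genes, of which none was found. The myoblast-like cells were clustered again at a resolution of 1.2 and the tracheal-like cells at a resolution of 1. The limits of removal and naming and both resolutions were set after the data were seen, and for the libraries labelled 1151>Ama-RNAi the removal limit replaced a first version. Of the marker lists, with these genes left out, those of DFM_2, IFM_2, IFM_3, IFM_5 and of all epithelial regions except ES_1, ES_2, ES_3, Epi_2 and PM_1 gave no cluster a name in wild type. For this reason, the planned comparisons of DFM_1 with DFM_2, IFM_1 with IFM_2 and IFM_3, IFM_3 with IFM_1 and IFM_2, and IFM_4 with IFM_5 were not run.

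Classes were compared on UMIs summed per library, with libraries as replicates. For classes of the same libraries, edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, TMM, filterByExpr) had the library as a block, and libraries with fewer than 10 cells of either class were left out. For the libraries labelled 1151>Ama-RNAi against wild type, 3 libraries stood against 8 with no block. Benjamini-Hochberg adjustment ran over all genes tested, and a gene was called at an adjusted p below 0.05. The genes to be named were those that the paper names for a comparison and besides these the 5 genes with the largest change in each direction among those called and changed the same way in every library, of which the text gives a part, a rule that was set, like the tests and the first set of alternatives, before the data were examined. The lists used for adjustment over the list alone are those of the paper's own sentences and were grouped afterwards. Shares of cells per library were compared by two-sided exact permutation tests over libraries. The tests were also tested on simulated data, in which 200 genes were changed by 1 or 2 on the log2 scale between classes of the real sizes. Between 39.1% (myoblast-like cells labelled 1151>Ama-RNAi against wild type) and 100.0% (IFM_1-like against IFM_4-like) of the changed genes that passed the filter on low counts were called, with 2.70% to 8.44% false calls.

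The alternatives set beforehand were DESeq2 with its size factors, no filter on low counts, no library block or a block of replicate numbers, each library left out in turn, 1 wild-type line alone, clustering with all variable genes, other cell filters, resolutions, ways of calling classes and assigning cells, thinned cells, and UMAP in place of principal components. Others were added after the data were seen, namely the newer quasi-likelihood fit of edgeR, other settings for the sub-clusters, no filter on low counts for the epithelial regions, removal of the cells with the highest doublet scores, the first removal limits, the same 4 libraries without the block, and a pair of other ways of label transfer with a control in which wild-type cells were sent through it. The planned removal of the doublets that Scrublet calls was not run, since its own threshold called 28 cells of 25161. Lists of 6 hemocyte genes (Hml, Pxn, He, NimC1, eater and srp) and 6 glia genes (repo, moody, nrv2, wrapper, loco and gcm) were added after no decrease of Ama had been found.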

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

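The tests of explanations in this part were chosen only after the result was seen.

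For genes named in the text, the values per library were searched for a library far from all others, with Dixon's criterion at its 95% limit in groups of 4 to 10 libraries. Of 203 such groups, 23 held a library of this kind, while chance alone gives about 1 in 20 groups, or 10.15 here. In the tracheal-like against epithelial-like comparison, the log2 difference of Sox15 was -5.47 in 1151-GAL4 replicate 2, below the other 6 libraries, but no UMI of Sox15 was counted in tracheal-like cells of any of them, so that the value reflects depth and the number added before the logarithm and says nothing about the gene. Between DFM-like and IFM-like cells, kirre was high in 1151>mCherry-RNAi replicate 6 (3.47), mid (-2.77) and nop5 (-7.31) were low in 1151-GAL4 replicate 2, exd was low in 1151>mCherry-RNAi replicate 7 (-5.32), and E(spl)m3-HLH (-5.75) and E(spl)m6-BFM (-6.62) were low in 1151>mCherry-RNAi replicate 6. Between IFM_1-like and IFM_4-like cells, E(spl)m6-BFM was low in 1151>mCherry-RNAi replicate 6 (-0.20), and E(spl)m7-HLH (-0.85), h (-4.51) and hoip (-3.81) were low in 1151>mCherry-RNAi replicate 1. In the ES_2-like cluster, sca was low in 1151>mCherry-RNAi replicate 6 (0.13), Sb (1.75) and CG34247 (9.63) were high in 1151-GAL4 replicate 1, and Wnt4 (-1.99) and Mmp2 (-2.12) were high in 1151-GAL4 replicates 3 and 4. In the ES_3-like cluster, rst (0.15) and kirre (-1.57) were low in 1151>mCherry-RNAi replicate 1. In wild-type myoblast-like cells, Lim1 (23.7 CPM) and CG3168 (31.6 CPM) were high in 1151>mCherry-RNAi replicate 1, Npc2a (23.0 CPM) in 1151-GAL4 replicate 2 and CG5261 (55.4 CPM) in 1151>mCherry-RNAi replicate 5. In wild-type epithelial-like cells, Cyp4p2 (4.46 CPM) was high in 1151>mCherry-RNAi replicate 6.

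A candidate explanation for these libraries is that few UMIs of the gene were counted there. The test of it covered 197 of the 203 groups. Among genes with fewer than 3 UMIs in a class of some library, 17 of 100 groups held such a library, against 6 of 97 among the other genes (Fisher's exact test, two-sided, p = 0.025), and in 13 of the 23 the library itself had fewer than 3 UMIs. For the others, a difference between the 2 wild-type lines or between single preparations stays open, and no biological explanation was tested. The number of libraries in which a gene moves one way is thus a weak measure for genes with few UMIs.

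Lim1 (log2 fold change 6.36), CG45263 (5.15), Npc2a (5.04), CG11686 (4.16) and CG3168 (3.80), genes that the paper does not discuss, were higher in myoblast-like cells of all 3 libraries labelled 1151>Ama-RNAi than in any wild-type library. The call of CG3168 rests on 1151>Ama-RNAi replicate 5, without which its log2 fold change is 3.11 and not called. UMIs of at least 2 of these 5 genes were found in 48 of 156 myoblast-like cells (30.8%) of these libraries and in 11 of 5231 wild-type ones (0.210%). Such cells lie outside the myoblast-like class as well, with 32 of 2398 epithelial-like cells (1.33%) in the former and 95 of 9452 (1.01%) in the latter. If discs of both genotypes held cells of another kind in the same number, and these were only collected by the myoblast-like cluster when few myoblasts were left, they should be as frequent among all filtered cells. Per 1000 filtered cells, 23.7 ± 3.80 were found in the libraries labelled 1151>Ama-RNAi (SD, n = 3, range 19.5 to 26.9) and 6.44 ± 4.50 in wild type (SD, n = 8, range 1.21 to 14.5), so that all 8 of 8 wild-type libraries lay below. Since the genes were picked for this pattern, and the share of every remaining cell type rises when myoblasts are lost, this test decides nothing: a change within myoblasts and cells of another kind cannot be told apart. As no decrease of Ama was shown in these libraries, no effect of its depletion was tested by these genes.

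The difference between myoblast-like and epithelial-like cells was itself compared between the 4 1151-GAL4 and the 4 1151>mCherry-RNAi libraries with an interaction term. It differed for 40 of 5550 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 465 genes had an unadjusted p below 0.05, against 277.5 expected by chance. Among the 40 genes were the heat shock genes Hsp26 (interaction 0.60 on the log2 scale), Hsp23 (0.64), Hsp27 (0.31) and Hsp67Ba (0.63), and among the genes that the paper names vg (-0.65), stg (-0.61), ss (1.61), Nrt (-0.75) and h (0.60). By the same test, 0 genes differed for DFM-like against IFM-like (231 with an unadjusted p below 0.05), IFM_1-like against IFM_4-like (70) and tracheal-like against epithelial-like cells (270). Each library belongs to 1 line only, and the lines differ in depth as well, so that line and batch cannot be told apart.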

How the results depend on the processing

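In this part, the newer quasi-likelihood fit, the other settings of the sub-clusters, the missing filter on low counts in the epithelial regions, the same 4 libraries without a block, the removal of cells with high doublet scores, the first removal limits, both additional ways of label transfer and its wild-type control were chosen only after the data were seen.

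The share of myoblast-like cells kept its direction in all 21 alternatives. The difference between the libraries labelled 1151>Ama-RNAi and wild type was -31.5 percentage points, and it lay between -33.1 and -30.3 with each library left out in turn. It was -34.9 with all variable genes, -29.7 without the filter on mitochondrial, heat shock and rRNA shares, -37.9 with no clusters removed, -30.4 at a resolution of 1.0, -28.3 with each cell classed by its marker score, -32.7 against the 1151>mCherry-RNAi libraries only, -30.2 without the cells of highest doublet score, -29.9 with the first removal limits and -55.6 as a number of myoblast-like cells per 100 epithelial-like cells. All of these were at the smallest p that the permutations can give.

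The replicate numbers that 1151>mCherry-RNAi and 1151>Ama-RNAi libraries share were tried as a block. Across 4656 genes, which are not independent replicates, the correlation between libraries of the same number was 0.32 for replicate 1 and -0.016 for replicate 5, and other pairs reached 0.25, so that the numbers do not pair the libraries. With this replicate block, the difference in the share was -36.9 points (two-sided exact permutation test, p = 0.5, the smallest that 4 arrangements allow), which says nothing about stability. In the same block, 26 genes were called in myoblast-like cells, and 22 in the same 4 libraries with no replicate block.

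The number of genes called changed moved more than the direction of single genes. Without the library as a block, it fell from 2541 to 1409 for myoblast-like against epithelial-like cells, from 105 to 57 for DFM-like against IFM-like, from 473 to 86 for IFM_1-like against IFM_4-like, from 440 to 150 in the Epi_2-like, from 163 to 67 in the ES_2-like and from 242 to 111 in the ES_3-like cluster. That fit counts the difference between libraries as noise. With the 1151>mCherry-RNAi libraries only, which are fewer and shallower, 1264, 33 and 123 genes were called in the first 3 of these comparisons. Without the filter on low counts, 244 were called for DFM-like against IFM-like, 802 in the Epi_2-like, 297 in the ES_2-like and 737 in the ES_3-like cluster, 104 in myoblast-like and 25 in epithelial-like cells labelled 1151>Ama-RNAi (57 and 3 with the filter). With all variable genes used for clustering, 246 were called for DFM-like against IFM-like and 672 in the Epi_2-like cluster. The newer quasi-likelihood fit called 165 and sub-clusters on 10 components 231 for DFM-like against IFM-like. DESeq2 called 100 in the ES_2-like cluster and 5 in epithelial-like cells labelled 1151>Ama-RNAi, and the 1151>mCherry-RNAi control alone gave 11 in the latter. The cause was not tested. The counts for tracheal-like cells and the PM_1-like cluster stayed within 1.5 times under every alternative run.

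With each library left out in turn, the count ranged from 2082 to 2574 for myoblast-like against epithelial-like cells, from 526 to 614 for tracheal-like cells, from 91 to 129 for DFM-like against IFM-like, from 314 to 546 for IFM_1-like against IFM_4-like, from 285 to 426 in the Epi_2-like, 92 to 182 in the ES_2-like, 155 to 267 in the ES_3-like and 489 to 657 in the PM_1-like cluster. The lowest counts were 314 without 1151-GAL4 replicate 4 for IFM_1-like against IFM_4-like, 285 and 289 without 1151-GAL4 replicates 3 and 4 in the Epi_2-like cluster, 92 and 101 without 1151-GAL4 replicate 4 and 1151>mCherry-RNAi replicate 7 in the ES_2-like cluster, and 155 without 1151-GAL4 replicate 4 in the ES_3-like cluster. In myoblast-like cells labelled 1151>Ama-RNAi, the count ranged from 19 to 66, with 19, 22 and 26 without 1151>Ama-RNAi replicates 1, 4 and 5. In epithelial-like cells it ranged from 2 to 5, with 5 without 1151>mCherry-RNAi replicate 5.

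DESeq2's size factors moved the median log2 fold change of all genes against edgeR by 0.11 in tracheal-like cells, 0.16 in the ES_2-like and 0.11 in the PM_1-like cluster, and by less than 0.1 in the other comparisons.

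Among genes named in the text, no call changed in any alternative for myoblast-like against epithelial-like cells (390 values), tracheal-like cells (168), the ES_3-like (195) and the PM_1-like cluster (100). For DFM-like against IFM-like cells, 319 of 345 values of called genes stayed called and 26 did not. Of 131 values of genes not called, 9 became called in the same direction and 1 with its sign reversed. Over all comparisons, values of genes not called kept their sign in 507 of 554 cases, and among those that did not, only E(spl)m3-HLH became called, with a log2 fold change near 0 and of -0.46 with all variable genes used for clustering (adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over its alternatives 0.028 to 0.99). For IFM_1-like against IFM_4-like cells, 397 of 422 values stayed called and 3 of 17 became called. In the Epi_2-like cluster 149 of 152 and in the ES_2-like cluster 177 of 186 values stayed called, and 4 of 36 became called in the latter. In myoblast-like cells labelled 1151>Ama-RNAi, 199 of 271 values stayed called, 72 did not, and 18 of 352 became called, so that the calls of single genes there depend on each of the 3 libraries. In epithelial-like cells, 48 of 54 stayed called. No value of a called gene reversed its direction.

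The lower share of IFM_1-like cells in the label transfer (-15.1 points) depends on the way of assignment. It was past an adjusted p of 0.05 with all libraries, with thinned cells (-16.1 points) and with all variable genes used for clustering (-12.7 points, for the larger of 2 IFM_1-like sub-clusters found there). With any 1 library left out it was not, although the difference stayed between -16.5 and -14.1 points, since fewer libraries allow fewer permutations and the smallest possible p is larger. Assigned to the nearest cluster centre, the difference was -9.09 points, against the uncorrected reference -8.41, and against wild-type cells sent through the same transfer -2.67, none past the threshold. With anchors by canonical correlation it reversed to 10.95 points. Since the label transfer returned 21.5% of wild-type control myoblast-like cells to their own sub-cluster, the nearest centre 33.9%, the uncorrected reference 38.5% and canonical correlation 42.5%, no assignment to a single sub-cluster can be relied on.

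The step number of the IFM_4-like sub-cluster in the order of IFM-like clusters was 2 with each library left out and with all variable genes, and 4 with centres in UMAP. Since components and sub-clusters were not computed anew when a library was left out, that part says little about stability. The cause was not tested.

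Depth limits several statements. In the myoblast-like cells labelled 1151>Ama-RNAi, 36 UMIs of Ama, 3 of twi and none of lms were counted. On simulated data of these sizes, 39.1% of changed genes were called in this comparison and 44.9% in the PM_1-like cluster, against 75.4% for DFM-like against IFM-like and 99.5% for myoblast-like against epithelial-like cells, so that a gene not called there is not shown to be unchanged. The planned comparisons of DFM_1 with DFM_2, of IFM_1 with IFM_2 and IFM_3, of IFM_3 with IFM_1 and IFM_2 and of IFM_4 with IFM_5 and their alternatives were not run. Without the named genes among the clustering genes, the sub-clusters could not be named, and with all variable genes, where IFM_2-like and IFM_3-like sub-clusters were found, they were not run either, nor was the planned removal of doublets called by Scrublet.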

Differences from the paper's values

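Alternatives named here were set before the data were examined unless the sentence says otherwise. The numbers of kept cells depend on the removal limits, which were set after the data were seen.

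The paper's reported number of tracheal cells in the libraries labelled 1151>Ama-RNAi is 51, and 28 tracheal-like cells were found. With all variable genes used for clustering (37) and with no clusters removed (36), the number lies within 1.5 times the paper's, while without the filter on mitochondrial, heat shock and rRNA shares (30) and at a resolution of 1.0 (28) it does not. For 1151-GAL4 replicate 1, the paper's number of kept cells is about 610 in Fig EV1E, read by eye, and 1051 were kept. For 1151-GAL4 replicate 2, it is about 630 in Fig EV1E, read by eye, and 1104 were kept. For both, none of the alternatives comes within 1.5 times the paper's number, neither all variable genes (1110 and 1126), nor no filter on mitochondrial, heat shock and rRNA shares (1052 and 1126), nor no clusters removed (1310 and 1430), nor a resolution of 1.0 (1051 and 1104).

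The paper treats the myoblasts of these libraries as depleted of Ama. In the libraries labelled 1151>Ama-RNAi, no decrease of Ama was called in myoblast-like cells (log2 fold change 0.37), and in all 18 alternatives its fold change was above 0, with none called.

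Of the 5 DFM markers that the paper describes as lost in these cells, 4 were lower and Ama was not, and 2 were called, Alk (log2 fold change -2.46) and Nrt (-1.66). Argk was called without the filter on low counts (-1.77), with all variable genes (-1.71) and without 1151-GAL4 replicate 2 (-1.56). No setting called wb (-0.98) over all genes, and adjusted over the list alone, a set grouped after the values were seen, 4 of 5 were called. Of the 3 E(spl) genes described as lost, all were lower and none was called. E(spl)m6-BFM (-3.80) was called with DESeq2 (-3.91), against the 1151>mCherry-RNAi libraries only (-2.36), without 1151>mCherry-RNAi replicate 6 (-3.95) and with the replicate numbers as a block (-2.35), and, in an alternative added after the data were seen, in the same 4 libraries with no block (-2.33). E(spl)mbeta-HLH (-1.36) was called without the filter on low counts (-1.69) and without 1151>mCherry-RNAi replicate 6 (-1.50). For E(spl)m7-HLH (-1.75), no setting called a change. Adjusted over the list alone, a set grouped after the values were seen, 2 of 3 were called.

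The paper describes the IFM_5 markers Cg25C and vkg as strongly reduced in these cells. Their log2 fold changes were -0.32 and -0.14, and no setting called either, though Cg25C also served to name clusters. It names blow and mys as the differentiation markers that were induced. Of 13 such genes tested, 4 were higher and 9 lower. The increase of blow (1.68) was not called over all genes, but against the 1151>mCherry-RNAi libraries only (2.79), with the replicate numbers as a block (3.26) and, added after the data were seen, in the same 4 libraries with no block (3.22). For mys (0.22), no setting called a change.

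The paper assigns most of these myoblasts to IFM_5, a cluster that could not be named here. It finds the assignment of the epithelial cells unchanged, whereas 50.8% of them went to a single epithelial-like cluster that holds 7.30% of the wild-type cells on average over libraries, 39.0% in 1151-GAL4 replicate 4 and at most 8.72% in the others (two-sided exact permutation test, adjusted p = 0.027), in a transfer that returned 20.2% of wild-type control cells to their own cluster. The wild-type shares are those of the clusters themselves, so the difference may arise in the transfer and does not speak against the paper.

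For DFM myoblasts, the paper names 10 markers, of which 9 were called. Expression of lms restricted to these cells was not called (1.67), but was so with all variable genes (2.84) and, after the data were seen, with sub-clusters at a resolution of 1.6 (1.97) and on 10 components (2.01). The paper finds E(spl)mdelta-HLH in DFM_1 and not in the IFM clusters 1 to 3. It was higher in DFM-like cells (1.06), but also in IFM_1-like against IFM_4-like cells (0.88). The high expression of twi, Him and E(spl) genes that the paper reports for DFM_1 was not above that of all IFM-like cells, with log2 fold changes of -0.67 (twi), -0.49 (Him), 0.00 (E(spl)m3-HLH), -0.28 (E(spl)m6-BFM), -0.41 (E(spl)m7-HLH) and -0.40 (E(spl)mbeta-HLH), none called, although that is not the comparison with DFM_2 that the paper makes.

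The markers trn, rst and kirre, which the paper finds in both ES_2 and ES_3, were called in the ES_3-like cluster, and in the ES_2-like cluster they were not (0.18, 0.73 and 0.45). With all variable genes, all of them were called there (0.46, 0.95 and 0.90), and rst also with the newer quasi-likelihood fit (0.77), which was added after the data were seen. The marker rho, which the paper describes as highly expressed in ES_1, had 172 CPM there (4 UMIs) and 207 CPM in the ES_3-like cluster. For most clusters, the paper finds its top markers in about 50% of the cells, and here the median share of cells with a UMI was 24.5%. The paper ranked its markers by a Wilcoxon rank sum test. Here they were ranked by fold among genes detected in at least 0.1 of a cluster's cells, so both shares are not like for like.

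The paper reports peb and btl exclusively in Trachea_1. The Trachea_2-like sub-cluster had 399 CPM of peb, against 442 and 340.3 CPM in both Trachea_1-like sub-clusters, and 65.2 CPM of btl against 22.4 and 51.0 CPM. Of the 6 genes it reports as specific to Trachea_2, 5 were highest in the Trachea_2-like sub-cluster, of which Cys differs by too few UMIs to show it (10 against 4 and 9), and Ubx was not (130.4 CPM against 78.3 and 181 CPM), on 14 to 32 UMIs.

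The paper orders IFM_4 and IFM_5 as ends of separate lineages that pass through IFM_2 and IFM_3. In the tree of cluster centres, the IFM_4-like sub-cluster lay 2 steps from the IFM_1-like one and other IFM-like sub-clusters branched off it. Without 1151-GAL4 replicate 1, a sub-cluster among these no longer did so. The IFM_4-like sub-cluster was the end of a branch, at 2 steps, with all variable genes, and with centres in UMAP it was the end of a single chain at 4 steps. With all variable genes, an IFM_2-like (2 steps) and an IFM_3-like sub-cluster (3 steps) were found. The path from the IFM_1-like root to the IFM_4-like sub-cluster passed through neither of them, but through a sub-cluster without a name.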

Other observations

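In this part, the tests of epithelial cells among the genes changed in myoblast-like cells, of the number of UMIs, and of the genetic background for Cyp4p2 were written before the result they measure was seen, and the other tests were chosen only after it.

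No decrease of Ama was shown in the myoblast-like cells of the libraries labelled 1151>Ama-RNAi, with 36 UMIs or 229 CPM (95% counting interval 161 to 318) against 179 CPM pooled in wild type. The level differed between these libraries, with 70.0 CPM in replicate 1 (3 UMIs), 368 CPM in replicate 4 (10 UMIs) and 265 CPM in replicate 5 (23 UMIs). Barcodes with fewer than 100 genes held 57.0 CPM of Ama there, from which 8.94 UMIs would be counted at the depth of the myoblast-like cells. The lower counting limit of 161 CPM is above the level in epithelial-like cells of the same libraries (72.5 ± 9.72 CPM, SD, n = 3). Both free RNA and epithelial-like cells thus held less Ama than the pooled myoblast-like cells, but the counting limit leaves out the spread between libraries, and the 3 UMIs of replicate 1 lie near the level in free RNA (56.9 CPM) and in epithelial-like cells (75.3 CPM) of that library. For this reason, neither RNA set free by other cells nor epithelial cells counted among them are excluded for every library. Hemocytes and glia stay open as well, because too few UMIs were counted. The median gene of the hemocyte list had 3.19 CPM in these cells and no gene of it exceeded 50 CPM, but srp (25.5 CPM against 1.44 CPM in wild-type myoblast-like cells), eater (12.7 against 0.542 CPM) and NimC1 (6.37 against 0.361 CPM) were higher, on 4, 2 and 1 UMIs, while no UMI of Hml, Pxn or He was counted. The median gene of the glia list also had 3.19 CPM (18 UMIs in all, against 5.24 CPM in wild type), with nrv2 at 89.2 CPM against 101 CPM, and 2 of its 6 genes were higher. It also stays open that a large share of these cells may not be myoblasts of the wild-type kind. A list was made of genes higher by at least 2 on the log2 scale in myoblast-like than in epithelial-like cells of wild type, without the naming markers. Its median log2 fold change in the cells labelled 1151>Ama-RNAi was -1.36 (73 genes, 63 of them lower). This lay outside the range of -0.35 to -0.019 that holds 95% of 10000 random lists of that size. Since the median includes genes with few UMIs, its size is less certain than its direction. The same fall would be seen if myoblasts themselves lost these transcripts, so the test does not separate both readings. A knock-down that lowers the protein, or that acts in cells lost from the disc, was not tested, nor was a wrong label.

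The genes changed in myoblast-like cells of these libraries may in part come from epithelial cells counted among them. Genes higher by at least 2 on the log2 scale in epithelial-like cells of wild type had a median log2 fold change of 0.48 there. Of these 52 genes, 40 were higher, and the median lay above the range of -0.37 to 0.014 of random lists. A smaller number of UMIs or of cells alone rarely gave as many changed genes. When 3 wild-type libraries were thinned to the UMIs of these libraries and tested against the other 5, only 1 of 56 choices gave at least 57 changed genes, with a median of 0 and a maximum of 132. When as many cells as in these libraries (23 to 97) were drawn from 3 wild-type libraries, also 1 of 56 choices gave at least 57, with a median of 0 and a maximum of 144. Of the choices of other libraries as the group, 2 of 100 splits, the real one included, gave as many changed genes. Such a number was thus rare among regroupings of the libraries, but chance is not excluded. The other of these splits set 1151>mCherry-RNAi replicates 5, 6 and 7 against all other libraries and gave 97 changed genes, so that a difference between libraries that has nothing to do with the label 1151>Ama-RNAi can give more. Against the 1151>mCherry-RNAi libraries only, 50 genes were called.

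Him was lower in the epithelial-like cells of the libraries labelled 1151>Ama-RNAi. A candidate explanation is RNA from myoblasts in the epithelial-like cells of wild type, of which less would be free when few myoblasts are present. Other genes higher by at least 2 on the log2 scale in myoblast-like cells were lower there too, with a median log2 fold change of -0.26. Of these 34 genes, 27 were lower, and the median lay outside the range of -0.11 to 0.096 of random lists. In barcodes with fewer than 100 genes, Him had 253 to 1134 CPM in the 1151>mCherry-RNAi libraries and 0 to 23.8 CPM in the libraries labelled 1151>Ama-RNAi. A fall of Him in epithelial cells themselves was not excluded.

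Cyp4p2 was higher in the epithelial-like cells of these libraries, with 40.5 CPM pooled (116 UMIs, in 3 of 3 libraries) against 0.582 CPM in wild type (7 UMIs). A candidate explanation is a difference in the genetic background of the fly lines, which every cell would carry. Cyp4p2 was also present in the myoblast-like cells of the same libraries, with 44.6 CPM (7 UMIs, in 2 of 3 libraries) against 0.722 CPM in wild type (4 UMIs). Of the splits of the 11 libraries, 5 of 100, the real one included, gave at least 3 changed genes in epithelial-like cells, so that chance cannot be excluded for the number as a whole. The largest of them, with 141 changed genes, again set 1151>mCherry-RNAi replicates 5, 6 and 7 against all other libraries, and against the 1151>mCherry-RNAi libraries only 11 genes were called. An effect of the transgene in every cell was not tested.

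For the comparisons within libraries, other splits were made by exchanging both classes in some libraries. The real split was the only one with as many changed genes, 1 of 100 splits for myoblast-like against epithelial-like cells, IFM_1-like against IFM_4-like cells, the Epi_2-like and the ES_3-like cluster, 1 of 64 splits for tracheal-like cells and the ES_2-like cluster, 1 of 32 splits for DFM-like against IFM-like cells, and 1 of 16 splits for the PM_1-like cluster. Since the classes were formed by clustering the same cells on their expression, exchanging them had to give fewer changed genes, so that chance cannot be excluded by these splits.

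Among the cells with at least 2 of Lim1, CG45263, Npc2a, CG11686 and CG3168, Ama had 274 CPM in the 48 myoblast-like cells labelled 1151>Ama-RNAi (17 UMIs) and 200.5 CPM in the other 108 (19 UMIs), so that the level of Ama did not come from these cells alone.

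In myoblast-like cells labelled 1151>Ama-RNAi, no UMI of CG15365, CG32280, CG42678 or CG5261 was counted, and no fold is given for these genes. No UMI of toe, St2, CG14439, CG13023 or Sox15 was counted in tracheal-like cells of the libraries tested, none of Idgf4 in the ES_3-like cluster and none of knrl or CR44206 in the Epi_2-like cluster. Of the myoblast sub-clusters without a name, the one with 181 cells was led by epithelial genes, among them ImpE2, ImpE1, grh and Fas3, and it was kept in the myoblast-like class, of which it makes up 3.46%.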
